# Reactivation of a developmentally silenced embryonic globin gene

**DOI:** 10.1038/s41467-021-24402-3

**Published:** 2021-07-21

**Authors:** Andrew J. King, Duantida Songdej, Damien J. Downes, Robert A. Beagrie, Siyu Liu, Megan Buckley, Peng Hua, Maria C. Suciu, A. Marieke Oudelaar, Lars L. P. Hanssen, Danuta Jeziorska, Nigel Roberts, Stephanie J. Carpenter, Helena Francis, Jelena Telenius, Aude-Anais Olijnik, Jacqueline A. Sharpe, Jacqueline Sloane-Stanley, Jennifer Eglinton, Mira T. Kassouf, Stuart H. Orkin, Len A. Pennacchio, James O. J. Davies, Jim R. Hughes, Douglas R. Higgs, Christian Babbs

**Keywords:** Haematopoietic stem cells, Gene silencing, Gene regulation, Chromatin remodelling, Molecular medicine

## Abstract

The α- and β-globin loci harbor developmentally expressed genes, which are silenced throughout post-natal life. Reactivation of these genes may offer therapeutic approaches for the hemoglobinopathies, the most common single gene disorders. Here, we address mechanisms regulating the embryonically expressed α-like globin, termed ζ-globin. We show that in embryonic erythroid cells, the ζ-gene lies within a ~65 kb sub-TAD (topologically associating domain) of open, acetylated chromatin and interacts with the α-globin super-enhancer. By contrast, in adult erythroid cells, the ζ-gene is packaged within a small (~10 kb) sub-domain of hypoacetylated, facultative heterochromatin within the acetylated sub-TAD and that it no longer interacts with its enhancers. The ζ-gene can be partially re-activated by acetylation and inhibition of histone de-acetylases. In addition to suggesting therapies for severe α-thalassemia, these findings illustrate the general principles by which reactivation of developmental genes may rescue abnormalities arising from mutations in their adult paralogues.

## Abstract (web summary)

Globin loci harbor genes that are expressed embryonically and silenced postnatally. Here the authors show that zeta-globin silencing depends upon selective hypoacetylation of its TAD subdomain, which blocks its interaction with the alpha-globin super-enhancer, and zeta-globin can be reactivated by acetylation.

## Introduction

Patterns of gene expression radically change as multipotent stem cells form specialized somatic cells by a process of lineage commitment, differentiation, and maturation. In addition, even within the same cell system, the underlying transcriptional and epigenetic programs may be quite different during embryonic, fetal, and adult life. Developmental switches in gene expression have been intensively studied during the formation of blood (haematopoiesis), particularly with respect to globin gene expression^1,2^. By understanding the molecular basis of such developmental changes in gene expression, it has recently become feasible to reverse the switch from fetal (γ) to adult (β) globin synthesis^3,4^. This illustrates a general approach to curing some human genetic diseases by switching on normal fetal paralogues while switching off mutated adult genes: an important breakthrough in the application of molecular biology to medicine. Hence, globin gene switching during the formation of red blood cells (erythropoiesis) provides an ideal model for understanding the principles underlying programmed developmental changes in gene expression. Here, we have examined the earliest developmental changes in globin gene expression which occur during the transition between embryonic and fetal life.

In both mice and humans, erythropoiesis occurs in distinct waves^5,6^. First, a cohort of cells originating in the embryonic yolk sac is released into the circulation as the heart begins to beat. This cohort of primitive erythroid cells matures in a semi-synchronous manner and eventually the cells enucleate. As they age, these primitive cells are removed from the circulation. On the basis of work in mice, there appears to be a second, transient wave of hematopoiesis, also originating in the yolk sac, which migrates to the fetal liver and produces both erythroid and myeloid cells^7^. These progenitors are referred to as erythroid myeloid progenitors (EMPs). Erythroid cells derived from EMPs are considered to be early definitive cells. Later in development, cells arising from the splanchnopleura migrate to the floor of the dorsal aorta, where they undergo a transition to definitive hematopoietic stem cells that subsequently contribute to the formation of red blood cells throughout life^8^.

Hemoglobin is a heterotetramer comprised of α- and β-like globin chains and, in all mammalian species studied to date, these are encoded by unlinked, multigene loci^9^. Of interest, these multi-gene loci provide examples of co-linearity in which the genes are broadly arranged along the chromosome in the order in which they are expressed during development, in a somewhat similar manner to the developmentally regulated Hox genes^10^. In all cases, globin gene expression is regulated by a cluster of erythroid-specific, distal enhancers lying upstream of the multigene array. In this work, we examine the developmental regulation of the α-globin cluster in mouse and human. In both cases, an embryonic gene (ζ) is linked to duplicated α-genes regulated by 4 (human) or 5 (mouse) distal enhancers (R1–R4; Rm is a mouse specific enhancer) in the order 5′-R1-R2-R3-(Rm)-R4-ζ-α-α−3′ (Fig. 1 and refs. ^11,12^). The ζ-gene is active during embryonic (primitive) erythropoiesis and inactive in all phases of definitive erythropoiesis. The α-globin genes are expressed at all stages of development and their expression relative to ζ-globin increases during primitive erythropoiesis to become the only α-like globin expressed in definitive erythropoiesis^13,14^.

**Fig. 1:**
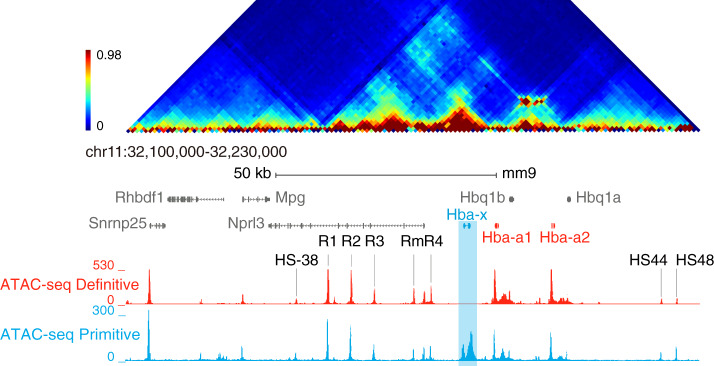
Chromatin environment at the α-globin locus. Upper panel, Tiled-C interaction map showing interactions across the α-globin locus in definitive erythroblasts^16^. Lower, normalized (RPKM) ATAC-seq tracks from primary primitive (blue) and definitive (red) erythroid cells; these were merged from three independent experiments where three litters (primitive) or three fetal livers (definitive) were analyzed in total. The α-globin enhancers (R1–R4;Rm) and the flanking CTCF sites (HS-38, and HS-44;HS-48) of the α-globin gene cluster are indicated. In primitive cells, hypersensitivity is observed over the *Hba-x* gene; the other elements within the gene cluster are unchanged compared to definitive erythroid cells.

Unlike the fetal globin genes at the β-globin locus, expression of the embryonic ζ-globin gene is almost never re-activated to physiologically relevant levels by *cis*- or *trans*-acting mutations, or during stress erythropoiesis (rapid red-cell expansion occurring, for example, due to hemolytic processes or bleeding), suggesting that this gene is more “deeply” silenced than the fetal (γ) globin genes. Nevertheless, if the ζ-gene could be re-activated, it would complement and compensate for otherwise lethal mutations in the adult α-globin genes^15^.

Here we have examined how the embryonic ζ-globin gene is normally regulated in primitive erythropoiesis and how its silenced state is established and maintained in definitive erythropoiesis. We also show how the ζ-gene may be reactivated in definitive erythropoiesis and address the general question of how genes may be silenced and maintained in a quiescent state, even in the presence of their cognate transcriptional activators and in very close proximity to fully active enhancers.

## Results

### Chromatin accessibility and transcription factor binding

We have previously shown that all sequences required to produce fully regulated expression of the mouse and human ζ- and α-globin genes are contained within a ~65 kb sub-TAD (topologically associating chromatin domain) (Fig. 1 and refs. ^16,17^). This region encompasses a human/mouse syntenic region which contains the entire α-globin cluster linked to *Nprl3*, a widely expressed gene encoding regulator of the mTOR pathway^18^. The *cis*-elements within this region, which are active in definitive erythropoiesis, have been previously identified by ATAC-seq and characterized by ChIP-seq to establish their chromatin signatures^12,19,20^. In this way, we have identified and characterized the promoters, enhancers, and chromatin boundary elements, which together regulate the expression of the α-like globin genes in definitive cells.

Since both the ζ-and α-globin genes are expressed in primitive erythroid cells in a ratio of ~0.4:0.6 respectively, prior to E12.5 when ζ-globin is being silenced (Supplementary Fig. 1)^14^, we initially compared ATAC-seq across the mouse α-globin cluster and its flanking regions in primary primitive and fetal definitive erythroblasts (see the “Methods” section and Supplementary Fig. 2). ATAC-seq showed that all five *cis*-regulatory elements (R1–R4, and Rm) known to be present in definitive mouse erythroid cells^12^ are also found in primitive erythroblasts (Fig. 1); no novel embryonic *cis*-elements were identified. However, in contrast to definitive cells, open chromatin was seen over the ζ-globin gene in primitive cells consistent with its activation and transcription in these cells. A large peak was visible over the ζ-globin promoter and a further peak can be seen extending approximately 1500 bp beyond the 3′ region of the gene.

Next, we performed DNaseI digital footprinting in primitive and definitive erythroid cells. Following DNAse I digestion and deep high-throughput sequencing, regions bound by proteins are protected from DNAseI digestion creating a “footprint” of protected chromatin. The underlying DNA sequence of protected regions can be determined computationally^21^. At the ζ-globin promoter in primitive erythroid cells, evolutionarily conserved consensus binding sequences of the master erythroid factor Gata1, together with binding sequences including CCAT and CACC sites and others that are potentially bound by other more widely expressed factors (Supplementary Table 1) are protected. Using ChIP-seq we confirmed that Gata1 binds the ζ-globin promoter in primitive erythroid cells (Supplementary Fig. 3), the presence of other transcription factors during primitive erythropoiesis is an interesting question that will require further experiments. By contrast, we found no ATAC peak, no DNAseI footprint and no Gata1 binding in definitive cells. Since Gata1 is abundant in definitive cells, it may require a region of accessible chromatin to bind at the globin genes and this is not present at the ζ-globin promoter in definitive cells. DNaseI digital footprints at the known regulatory elements were the same as seen in definitive erythroid cells (Supplementary Fig. 3).

Together these findings show that despite the presence of key erythroid-specific factors in definitive cells, and the close physical proximity of the α-globin enhancer elements, the ζ-globin promoter appears to lie within inaccessible chromatin and does not appear to be bound by Gata1 or any other transcription factors; the latter may relate to the inaccessibility of the DNA wrapped within chromatin.

### Regulation of ζ-globin in primitive erythroid cells

Previous studies in transgenic mice showed that a randomly inserted 4.4 kb segment of DNA containing the entire human ζ-gene with ~559 bp of 5′ flanking and 2184 bp of 3′ flanking DNA is expressed in embryonic erythropoiesis and silenced in definitive erythropoiesis. Furthermore, it was shown that the 5′ flanking region, the body of the ζ-gene and the 3′ non-coding region all contribute to silencing^22^, and that a ~200 bp region of the promoter is necessary for adequate ζ-globin expression^23^. The importance of the normal chromosomal context and the associated distal enhancers was unknown.

Previously, we have shown in definitive erythroid cells that a cluster of five strong, tissue-specific individual enhancer elements in mice (R1–R4 and Rm) fulfill the definition of a super-enhancer, a cluster of strong tissue-specific enhancer elements^12^. In definitive cells, each enhancer acts independently and in an additive fashion, with ~90% of α-globin transcriptional output depending on the R1 and R2 elements alone. Here, we addressed whether the enhancers regulate ζ-globin expression in the same way that they regulate α-globin expression.

To determine whether the five enhancer elements comprise a super-enhancer in primitive erythroid cells, as in definitive cells, we classified accessible regions identified by ATAC-seq into 10 categories using the GenoSTAN Hidden Markov Model^24^ (Supplementary Fig. 4) on the basis of the read-counts for their associated histone marks and CTCF. Individual enhancer regions lying within 12.5 kb of each other were “stitched” together to form a single genomic region and then ranked based upon H3K27ac signal^25^ (Supplementary Fig. 4). As in definitive erythroid cells, the α- and β-globin enhancer clusters classify as the most highly ranked super-enhancers in primitive erythroid cells.

Next, each enhancer element in the α-globin cluster was evaluated in primitive erythroid cells using a mouse transgenic system^26,27^. A vector containing a candidate enhancer, a minimal promoter and the LacZ gene were integrated into chromatin at random positions in the mouse genome. β-Galactosidase staining of embryos shows only the R1 and R2 elements exhibit positive activity in hematopoietic cells at E9.5, with 9/9 and 4/4 LacZ-stained embryos exhibiting expression revealing erythroid enhancer activity (Fig. 2a, Supplementary Table 2). Tissue sections from LacZ positive mice confirmed strong enhancer activity for R1 and R2 with no detectable activity for the remaining three elements (R3, R4 and Rm).

**Fig. 2:**
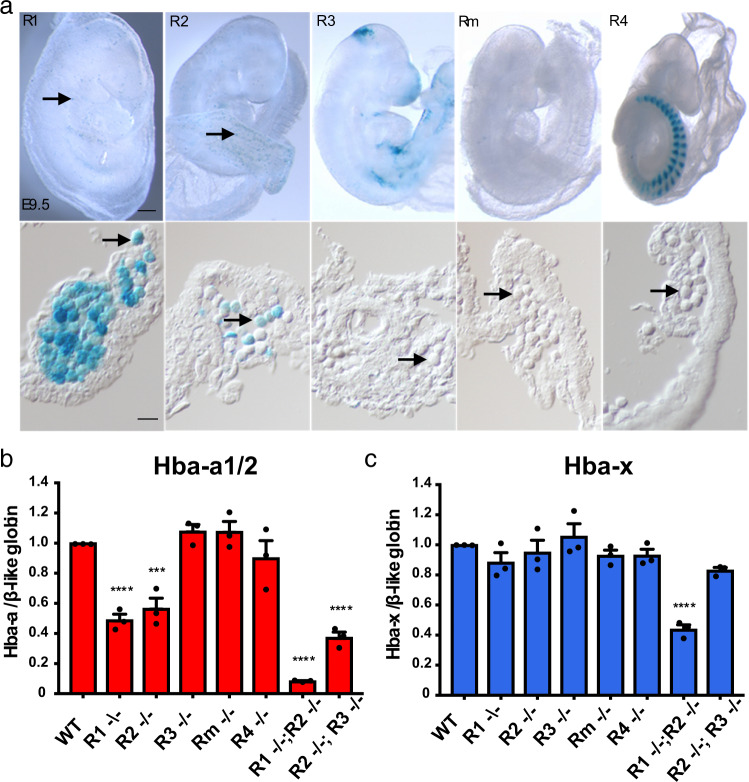
Functional analysis and contribution of each enhancer in primitive erythroblasts. **a** Representative LacZ-stained transgenic E9.5 embryo for each of the enhancer constructs (upper) and sections through the yolk sac with a population of hematopoietic cells (lower). R1 and R2 show activity in the majority of erythroid cells; there is no detectable activity in these cells from R3, R4, or the Rm element. Arrows indicate yolk sac blood islands in the upper panels and individual erythroblasts in the lower panels. Scale bar represents 250 μm in the upper panels and 25 μm in the lower panels. Numbers of positively stained embryos are summarized in Supplementary Table 2. **b**, **c** NanoString quantification of the ratio of *Hba-a1/2* (**b**) and *Hba-x* (**c**) to β-like globin transcripts (comprising *Hbb-b1, Hbb-bh1, Hbb-bh2, Hbb-y)* from steady-state RNA isolated from primitive erythroblasts isolated from homozygote mice at E10.5; mutant samples are normalized to wild-type. *N* = 3 biologically independent samples. Data are presented as mean ± SEM. A significant reduction in the α-globin:β-globin-like transcript ratio is observed in R1^−/−^, R2^−/−^ and the R2^−/−^; R3^−/−^ double-knockout embryos in comparison to wild-type. A 90% reduction in the ratio is seen in the R1^−/−^; R2^−/−^ double-knockout embryos. The ζ-globin: β-globin-like transcript ratio is only significantly reduced (by 60%) in the R1^−/−^; R2^−/−^ double-knockout embryos. *** denotes *p* ≤ 0.001; **** denotes *p* ≤ 0.0001; statistical significance was calculated using a one-way ANOVA with Dunnett correction for multiple comparisons. Source data are provided as a Source Data file.

To investigate the role of each enhancer in vivo we utilized mouse models in which all five components of the α-globin enhancer cluster have been knocked out individually and in informative combinations^12^. Quantitation of globin mRNA in primitive erythroid cells, using Nanostring methodology which avoids amplification bias^28^, shows that the R1 and R2 elements together are responsible for ~90% of α-globin expression in primitive erythroid cells (Fig. 2b) with a reduction to ~50% and ~60% of normal levels in the R1^−/−^ and R2^−/−^ knockout models, respectively (Fig. 2b). Deletion of R1 appears to have a greater effect on α-globin expression in primitive cells than in definitive, although this is not statistically significant. The overall effects of these enhancer knockouts are similar to those seen in definitive erythropoiesis although R1 seems more active than R2 in primitive cells while the reverse is true in definitive cells. As in definitive cells^12^, the R1/R2 homozygous double knockout in primitive cells again demonstrates a simple additive effect of the enhancers on α-globin expression.

The effects of these enhancer knockouts on ζ-globin expression are different. Knockout of each enhancer element individually has no detectable effect on ζ-globin expression; however, homozygous knockout of R1 and R2 together led to a significant reduction in ζ-globin expression (Fig. 2c). This finding agrees with our transgenic assay for enhancer activity, with only R1 and R2 showing in vivo activity. Importantly, we noted that ζ-globin is much more robust to the simultaneous R1/R2 double knockout, as it suffers only a ~50% reduction in expression compared to the 90% reduction of α-globin expression in the same knockout. It thus appears that there is redundancy between the individual enhancer elements making up the α-globin super-enhancer when considering their effects on ζ-globin expression in contrast to their effects on α-globin. One plausible explanation for this is the extended ζ-globin promoter (~400 bp) which is highly conserved throughout evolution^11^. DNAseI digital footprinting suggests the ζ-promoter is capable of recruiting activating *trans*-acting factors directly, thereby rendering ζ-globin less reliant on any single enhancer element (Supplementary Fig. 2).

In summary, the expression of the ζ-globin gene is regulated by the same set of enhancers as the α-globin genes, particularly R1 and R2. Τhere is no evidence for embryonic-specific enhancer activity. Therefore, the developmental specificity of ζ-globin expression appears to lie within the ζ-globin gene and its flanking regions.

### ζ-globin lies within a region of facultative heterochromatin

These findings raised the question of how the ζ-gene remains silenced in definitive erythroid cells despite its close proximity to its cognate super-enhancer, and in the presence of transcription factors (e.g. Gata1) which bind the gene in primitive cells. To determine the silencing mechanism, we characterized the chromatin profile across the entire α-globin cluster and its flanking regions in primitive and definitive erythroid cells (Fig. 3).

**Fig. 3:**
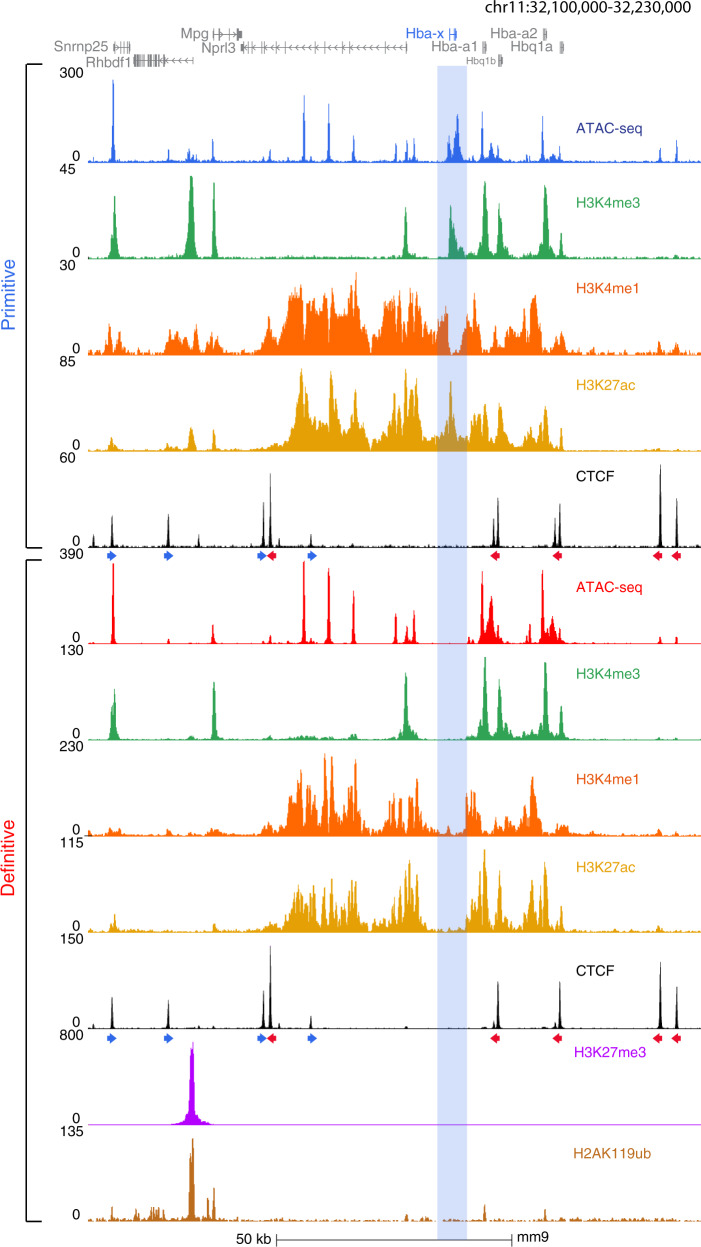
The ζ-globin gene lies within a small, discrete region of hypoacetylated chromatin in definitive erythroid cells. ChIP-seq tracks for H3K4me3, H3K4me1, H3K27ac, and CTCF in primitive erythroid cells at the α-globin locus. An ATAC-seq track is shown for orientation. The *Hba-x* gene is highlighted in blue throughout. The orientation of CTCF sites is shown below the CTCF tracks. The same histone marks for definitive erythroid cells are shown, along with H3K27me3 and H2AK119ub which are associated with polycomb repression.

We performed ChIP-seq for histone modifications associated with enhancers (H3K4me1) and promoters (H3K4me3). This showed that in primitive cells the ζ-promoter appears as an ATAC accessible region with H3K4me3 and H3K27ac modifications, indicating an active promoter (Fig. 3). By contrast, in definitive cells, the promoter is ATAC inaccessible and inactive (H3K4me3 and H3K27ac negative). A region of hypoacetylated chromatin extends ~10 kb across the entire ζ-gene and its flanking regions in definitive cells (Fig. 3). We were unable to identify other potential silencing modalities affecting the ζ-gene in definitive cells including the formation of heterochromatin (H3K9me2 and H3K9me3), DNA methylation, and/or Polycomb repression (PRC2:H3K27me3 and PRC1: H2AK119Ub) (Fig. 3 and Supplementary Fig. 5). We also examined the distribution of CTCF boundary elements, but these appeared identical in primitive and definitive cells (Fig. 3).

It has previously been shown that histone de-acetylase (HDAC) inhibitors may de-repress ζ-globin expression in mouse erythroid cells^29^. We, therefore, examined the effect of an HDAC inhibitor on mouse erythroid cells in which the coding sequence of the ζ-globin gene has been replaced with sequence encoding mVenus, allowing a sensitive read-out of transcription. HC toxin, a known HDAC inhibitor^29^, was added to heterozygote ζ-Venus erythroid cells for 48 h and ζ-globin expression measured (via YFP signal). We found an increase of ζ-globin expression in a dose-dependent fashion such that ~16% of cells were positive when treated with 16 nM of HC toxin (Supplementary Fig. 6) confirming that histone deacetylation plays a role in ζ-globin repression. In summary, the ζ-globin gene in definitive cells appears to lie in a discrete region of inaccessible, hypoacetylated facultative heterochromatin which contributes to its silenced state in these cells.

### Absence of ζ-globin promoter/enhancer contact

We have previously shown that the mouse α-globin cluster is contained within a topologically associating domain (TAD) (Fig. 1). 

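Next-generation Capture-C counts how often each DpnII restriction fragment of the genome was ligated to a chosen fragment, the viewpoint, and so reads which sequences lay close to it in the nucleus. The deposited data hold 2 captures. The promoter capture read 43 promoter viewpoints, among them those of Hba-x (the ζ-globin gene) and of the α-globin genes Hba-a1 and Hba-a2, in primitive erythroid cells from E10.5 embryos, in definitive erythroid cells from E12.5 fetal liver after 24 h of differentiation in culture, and in mouse embryonic stem cells (mESCs). The enhancer capture read 5 distal viewpoints, which are R1, R2, HS-38, HS-39 and an element of the β-globin locus control region (LCR), in the 2 erythroid cell types. Each group has 3 samples, and the legend of Fig. 4 describes the experiments as independent. The erythroid cells were from C57BL/6 mice and the mESCs were of 129/Ola origin. The authors sequenced the libraries on a MiSeq with 150-bp paired-end reads and analyzed them with CCseqBasicF, with mm9 as the genome build. The deposited values are whole counts of interactions per restriction fragment and viewpoint, before the authors' normalization. Over all viewpoints, the promoter capture held 624875 to 835236 interactions per sample in primitive cells (median 777010), 610476 to 869071 in definitive cells (median 692867) and 1408102 to 1837614 in mESCs (median 1568049). The enhancer capture held 77556 to 102245 in primitive cells (median 89744) and 53278 to 99510 in definitive cells (median 72658). From the Hba-x viewpoint alone, the cis interactions, those on the viewpoint's own chromosome, numbered 15433 to 20504 per primitive sample, 9196 to 15264 per definitive sample and 36972 to 50891 per mESC sample. The libraries differed between cell types in how far contacts reached. Cis interactions were 64.6% to 72.8% of all interactions in the primitive promoter libraries, 53.2% to 55.1% in the definitive ones and 66.2% to 68.7% in those of mESCs. Contacts over more than 5 Mb made up 32.0% of the cis interactions in definitive cells, 21.2% in primitive cells and 22.6% in mESCs (medians over the 43 promoter viewpoints). Interactions were summed over 5-kb bins within 500 kb of each viewpoint and over 5 kb around each named element. Bins reaching within 5 kb of the viewpoint were left out, as were elements with their midpoint within 5 kb of it. Values are given per 100000 cis interactions of that viewpoint. Groups were compared with edgeR's quasi-likelihood test on the counts, with the viewpoint's cis total as library size, all groups of a capture in the fit and Benjamini-Hochberg adjustment over the bins and regions of the viewpoint. Both the unequal reach of the contacts and the choice of library size could move every value of a viewpoint up or down together. A shift of this kind between the groups does not enter the spread that the test estimates. The very small adjusted p-values given below therefore do not cover it.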

To determine whether the ~65 kb ζ-α-globin sub-TAD also forms in primitive erythroid cells, we performed next-generation Capture-C^30^ from the viewpoints of the ζ-globin promoter, the α-globin promoters, the R1 and R2 enhancer elements, and the CTCF boundary element (HS-38) that defines the proximal edge of the compartment (Fig. 4 and Supplementary Fig. 7). In primitive cells, the self-interacting domain is delimited by the same boundaries as in definitive cells and binding of the architectural protein CTCF occurs at the same sites in both cell lineages. 

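From the viewpoints inside the α-globin cluster, interactions per kb were compared inside and outside the boundaries of the sub-TAD in primitive and definitive cells. The inside lies nearer to these viewpoints than the outside, so the decay of contact with distance alone would put these ratios above 1, and they do not test for a boundary. The sub-TAD was taken as the 65 kb that start at HS-38, chromosome 11 of mm9 from 32138203 to 32203203. The paper marks HS44 and HS48 as the flanking CTCF sites downstream. HS44 (midpoint 32220981) lies past the end taken here, so the downstream boundary below is not at these sites. At its upstream boundary, the 20 kb inside held 4.62 times as many interactions of Hba-x per kb as the 20 kb outside in primitive cells, 2.81 times as many in definitive cells and 2.13 times as many in mESCs. From the Hba-a1/2 viewpoint these ratios were 2.62 in primitive cells, 3.73 in definitive cells and 1.85 in mESCs. At the downstream boundary they were 2.28, 1.87 and 1.34 from Hba-x, in the same order of cell types. From the enhancers, the downstream ratio was 2.76 in primitive and 3.18 in definitive cells for R1, and 3.41 and 4.18 for R2. The share of cis interactions that fell inside the sub-TAD was 38.3% ± 0.89 (s.d., n = 3) in primitive cells, 28.2% ± 0.82 in definitive cells and 15.0% ± 0.43 in mESCs from Hba-x. From Hba-a1/2 it was 21.6% ± 0.04, 29.5% ± 0.52 and 9.49% ± 0.35, so that the 2 promoters were ordered oppositely in the erythroid cells. R1 gave 34.5% ± 0.75 in primitive and 34.8% ± 0.81 in definitive cells, with overlapping samples (exact two-sided permutation test, p = 0.6). R2 gave 38.5% ± 1.5 and 40.8% ± 0.45, HS-38 17.4% ± 1.0 and 15.7% ± 1.1, and HS-39 15.7% ± 0.31 and 12.9% ± 0.14. Apart from R1, the primitive and definitive samples did not overlap in these shares (exact two-sided permutation test, p = 0.1 each, the smallest that 3 samples against 3 allow). The same held for the log2 ratios at both boundaries, which were 0.71 and 0.29 higher in primitive cells from Hba-x and −0.51 (Hba-a1/2), −0.20 (R1) and −0.29 (R2) relative to definitive cells. With the downstream end at HS44 the Hba-x difference there was −0.56, so its sign depended on where the end was set. As shares of the interactions within 500 kb, the primitive minus definitive difference was 2.49 percentage points for Hba-x, −18.4 for Hba-a1/2, −5.49 for R1, −7.30 for R2 and −0.37 for HS-38.

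**Figure D1:**
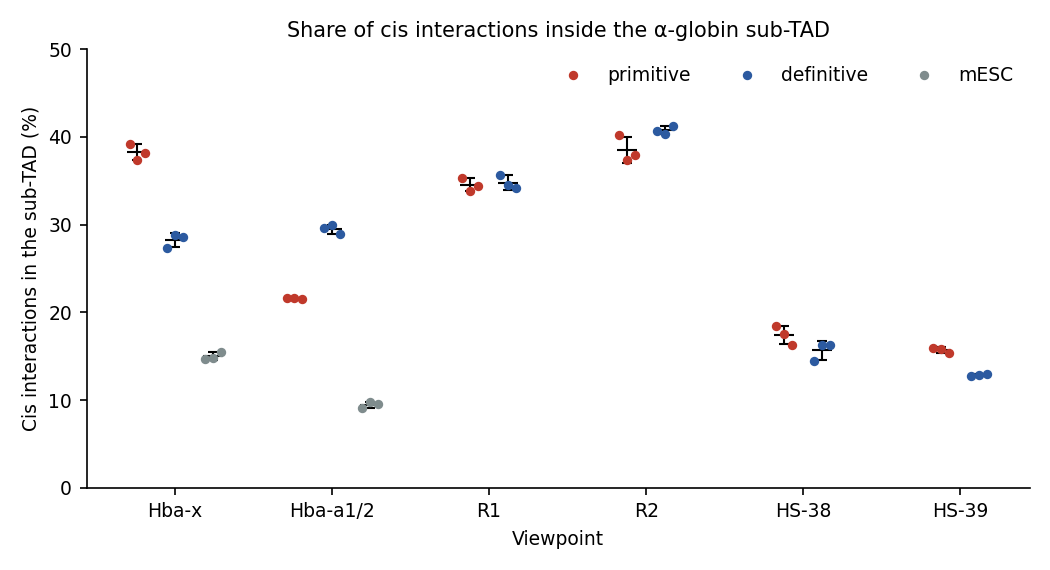
Share of cis interactions inside the α-globin sub-TAD (%) from 6 viewpoints, interactions within 5 kb of the viewpoint left out. Points are samples and black bars the mean ± s.d. of 3 samples; Hba-x is highest in primitive cells (38.3%) and Hba-a1/2 in definitive cells (29.5%), and both are lowest in mESCs.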

We found increased interactions between the enhancer elements and ζ-globin in primitive cells compared to definitive cells (Fig. 4). This suggests that during primitive erythropoiesis ζ-globin expression is mediated, at least in part, via proximity between the enhancers and the ζ-globin promoter consistent with our observations on removing these enhancers in primitive cells.

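From the ζ-globin promoter, contact with the enhancers was higher in primitive than in definitive cells, above all at R1 and R2. The stretch from R1 to R4 (chromosome 11 of mm9, 32145540 to 32169344) held 17917 ± 160 interactions per 100000 cis interactions of Hba-x (s.d., n = 3) in primitive cells and 11301 ± 740 in definitive cells, a log2 fold change of 0.66 (standard error 0.053, adjusted p = 2.2e-32 from edgeR's quasi-likelihood test). R2, in an intron of Nprl3 at 32150804 to 32151369, held 4646 ± 118 and 2354 ± 86, a log2 fold change of 0.98 (standard error 0.073, adjusted p = 3.1e-36). R1, also in an intron of Nprl3 at 32145540 to 32146033, held 2030 ± 82 and 1107 ± 17, a log2 fold change of 0.87 (standard error 0.096, adjusted p = 1.9e-17). R3, which overlaps an exon of Nprl3 (32156068 to 32156646), and the intronic Rm (32165216 to 32165550) rose by log2 0.61 and 0.60 (adjusted p = 1.5e-13 and 1.3e-12). R4, which lies outside annotated genes (32168944 to 32169344) and nearest to Hba-x, had the most contact of the 5 elements in both cell types, 5848 ± 85 and 5351 ± 464, and did not pass the test (log2 0.13, adjusted p = 0.099). Thus 4 of the 5 elements were higher in primitive cells and none was lower, the same count adjusted over the list alone, and at all 5 every primitive sample lay above every definitive one. The 5-kb windows of Rm and R4 overlap. The median log2 change over the 197 bins within 500 kb of the promoter was 0.71, with 62 bins called higher and 2 lower. Relative to that median, R2 was 0.27 and R1 0.16 higher, and the stretch from R1 to R4 stood at −0.05. Most of these bins lie farther from Hba-x than the elements do. At the distance of R1 to R4, the median change over 80 sides of 40 other promoter viewpoints was 0.16, against 0.66 for Hba-x. Of these sides, 2 were at or above Hba-x, and the comparison was chosen after the rise was seen. Of the cis interactions of Hba-x, 18.2% reached over more than 5 Mb in primitive and 28.9% in definitive cells. R1 and R2 passed under each of 11 alternative settings (log2 0.38 to 1.19 and 0.49 to 1.30). With the library size scaled by TMM over the bins or by DESeq2, the stretch from R1 to R4 (log2 0.21 and 0.18), R3 and Rm (lowest 0.12 and 0.11) no longer passed, and R4 was called lower in primitive cells (−0.33 and −0.36). R4 was called higher scaled to cis and trans interactions (0.44) and in windows of 2 kb (0.26). From the higher contact in primitive cells, the paper proposes that closeness of the ζ-globin promoter to the enhancers mediates at least part of its expression there. For this it also cites its removal of these enhancers in primitive cells.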

**Fig. 4:**
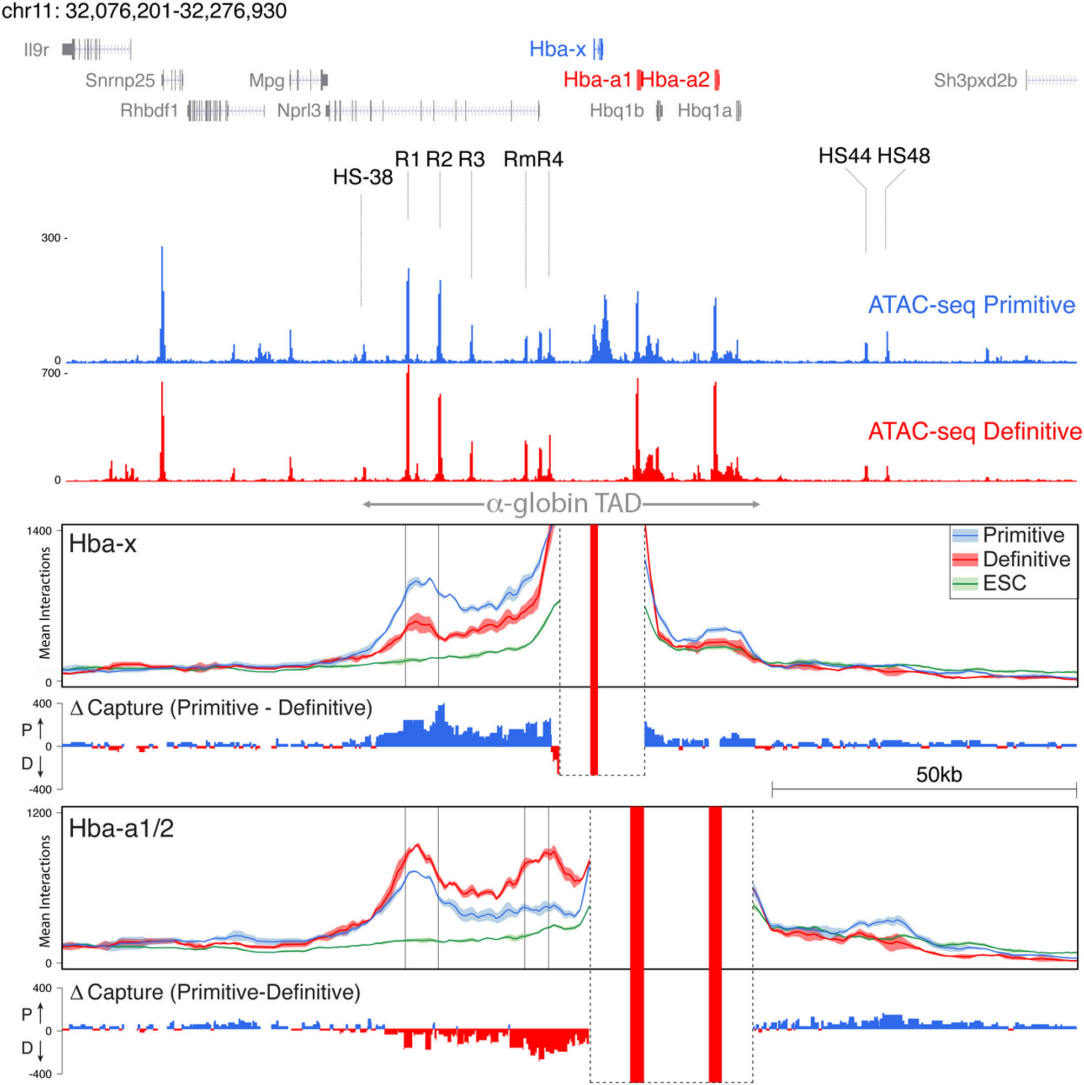
The ζ-globin gene remains in proximity to the α-globin superenhancer in definitive erythropoiesis. Normalized Capture-C data from the viewpoint of the *Hba-x* promoter and the *Hba-a1/2* promoter (lower panels), ATAC-seq tracks are shown above for orientation. The mean, plus and minus one standard deviation (s.d.), of sliding 5 kb windows are visualized. Differential tracks (ΔCapture-C) show a subtraction (Primitive−Definitive) of the mean number of meaningful interactions per restriction fragment. Red vertical bars indicate the position of viewpoints; an ATAC-seq track from primitive erythroid cells is shown with the enhancer elements, promoters, and CTCF boundary elements denoted. Data from three independent experiments are merged. The extent of the alpha-globin TAD is indicated with a double-headed arrow.

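The α-globin promoters behaved the other way from the ζ-globin promoter: their contact with the enhancers was lower in primitive than in definitive cells. Added over Hba-a1 and Hba-a2, interactions with the stretch from R1 to R4 were 9771 ± 341 per 100000 cis interactions (s.d., n = 3) in primitive cells and 14194 ± 259 in definitive cells, a log2 fold change of −0.54 (standard error 0.046, adjusted p = 3.9e-18 from edgeR's quasi-likelihood test). All 5 elements were lower in every primitive sample, with log2 fold changes of −0.25 at R1, −0.35 at R2, −0.51 at R3, −0.98 at Rm and −0.99 at R4 (adjusted p of 0.0057 or less, and 5 of 5 adjusted over the list alone). The elements nearest to the α-globin genes, Rm and R4, held 1334 ± 90 and 1864 ± 110 interactions in primitive cells and 2637 ± 77 and 3688 ± 238 in definitive cells. Fitted together in the same 6 libraries, the change at Hba-x exceeded that at Hba-a1/2 by 1.21 on the log2 scale over R1 to R4 (standard error 0.075, adjusted p = 1.4e-48), and by 1.12 at R1, 1.34 at R2, 1.13 at R3, 1.58 at Rm and 1.12 at R4. This difference between the promoters was 1.10 to 1.45 over 11 alternative settings and passed under each. The captured promoter fragments themselves are not listed, so contact between them was not counted, and the windows here hold only fragments beside them. Contact of Hba-a1/2 with the 5 kb around Hba-x was 3041 ± 100 in primitive and 3274 ± 120 in definitive cells and did not pass the test (log2 −0.11, adjusted p = 0.14). Its direction stays open: it was called higher in primitive cells without co-captured fragments (0.42) and scaled to cis and trans interactions (0.31). It was called lower with TMM (−0.84), DESeq2 (−0.94), cis interactions within 5 Mb (−0.27) and windows of 2 kb (−0.24). Read from Hba-x, contact with Hba-a2 was 1159 ± 24.2 in primitive and 834 ± 6.8 in definitive cells and was called higher in primitive cells (log2 0.47, adjusted p = 0.00035), and that with Hba-a1 did not pass (log2 0.005, adjusted p = 0.96). Hba-a2 was not called with TMM (0.008), DESeq2 (−0.019), cis interactions within 5 Mb (0.28) or windows of 2 kb (0.87). Hba-a1 was called lower with TMM (−0.46), DESeq2 (−0.49) and windows of 10 kb (−0.37), and higher without co-captured fragments (0.65) and scaled to cis and trans interactions (0.32). The median of the 194 bins around Hba-a1/2 was 0.95 higher in primitive cells, and relative to it R1 to R4 stood at −1.49. Most of these bins, too, lie farther away than the elements. Scaled to cis and trans interactions together, R1 to R4 was no longer called (log2 −0.12), nor was R3 (−0.092). R1 and R2 then stood at 0.16 and 0.07 without passing the test. R1 from Hba-a1 alone (−0.14) and R2 in windows of 2 kb (−0.19) did not pass either. Hba-a1 and Hba-a2 are near-identical, so reads could have been assigned to either.

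**Figure D2:**
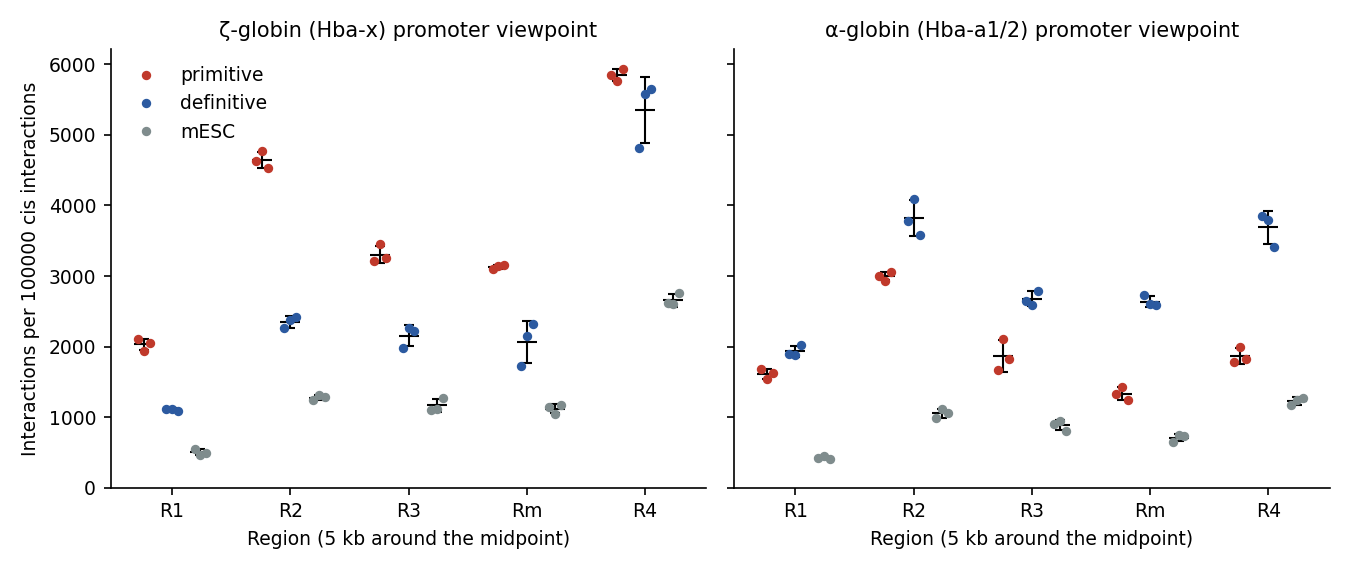
Interactions of the Hba-x (left) and Hba-a1/2 (right) promoters with 5 kb around each enhancer element, per 100000 cis interactions. Points are samples and black bars the mean ± s.d. of 3 samples; primitive samples lie above definitive ones at every element from Hba-x, narrowly at R4 (log2 0.13), and below them from Hba-a1/2.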

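Primitive and definitive cells also differed in bins over the 500 kb on each side of the promoters, counted with the bins on the named elements included. From Hba-x, 62 of 197 bins were higher in primitive cells and 2 were lower; from Hba-a1/2, 124 of 194 were higher and 10 lower (edgeR's quasi-likelihood test, adjusted p under 0.05). The lowest called bin of Hba-x (chromosome 11 of mm9, 31705001 to 31710000) had a log2 fold change of −1.32, at 24 interactions in the 3 primitive samples and 38 in the 3 definitive samples. In its highest, 32650001 to 32655000, 28 interactions were counted in primitive cells and 0 in definitive cells. For Hba-a1/2 the highest was 31970001 to 31975000 (log2 3.58, 72 against 4 interactions) and the lowest 31770001 to 31775000 (log2 −1.14, 66 against 102). The test of the difference between the promoters called 8 of 190 bins, 7 with the larger change at Hba-x. The split into higher and lower depended on the scaling: TMM over the bins called 11 higher and 10 lower for Hba-x and 32 higher and 34 lower for Hba-a1/2, and DESeq2 5 and 10, and 20 and 39. Without primitive replicate 2, 34 bins of Hba-x were called in all.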

Although chromatin interactions between the ζ-globin gene and the region containing the major R1 and R2 enhancers decrease in definitive cells, these interactions remain enriched compared to non-erythroid mESCs (Fig. 4 and Supplementary Fig. 7). 

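In definitive cells the ζ-globin promoter kept more contact with the enhancers than in mESCs. Per 100000 cis interactions of Hba-x, mESCs held 501 ± 42 with R1, 1279 ± 35 with R2 and 6181 ± 223 with the stretch from R1 to R4 (s.d., n = 3). Definitive cells were higher by log2 1.13 at R1 (standard error 0.11, adjusted p = 1.9e-23 from edgeR's quasi-likelihood test), 0.88 at R2 (standard error 0.078, adjusted p = 1.7e-26) and 0.87 over R1 to R4 (standard error 0.054, adjusted p = 8.9e-52), in every definitive sample. Primitive cells were higher than mESCs by log2 2.01 at R1, 1.86 at R2 and 1.54 over R1 to R4 (adjusted p of 1.1e-99 or less). From Hba-a1/2, R1 was 2.18, R2 1.86 and R1 to R4 1.71 higher in definitive cells than in mESCs (adjusted p of 1.4e-40 or less). The difference between the promoters was not tested in this comparison. Most of the surroundings went the other way: contacts of Hba-x at 100 to 500 kb were 20.8% of cis interactions in mESCs and 7.09% in definitive cells, and the median bin was −1.86 in definitive cells relative to mESCs. Relative to that median, which rests mostly on bins farther away than the elements, R1 stood at 3.00, R2 at 2.74 and R1 to R4 at 2.73. R1 to R4 passed under each of 11 alternative settings for Hba-x, with log2 values from 0.42, scaled to cis and trans interactions, to 2.20. The mESCs and the erythroid cells are of different strains, and of the 55 restriction fragments from R1 to R4 none was almost without counts in mESCs.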

Since such interactions are thought to play an important role in the activation of gene expression, the close proximity of strong enhancers and the ζ-promoter is unexpected as the embryonic ζ-gene remains silent in definitive cells. It is possible that the relatively broad, weak interactions detected by Capture-C between the ζ-promoter and the enhancers reflect the larger chromatin structure of this region in definitive cells rather than specific interactions between the elements themselves. To examine this at higher resolution, we analyzed the interactions between the enhancers and the ζ-promoter in definitive erythroid cells using a new chromatin conformation capture (3C) method termed Micro Capture-C (MCC), which allows physical contacts to be determined at base-pair resolution^31^ MCC was able to detect a strong interaction between the α-globin promoters and their enhancers in definitive cells. Remarkably, we find no such interaction between the enhancers and the ζ-globin promoter in definitive cells, despite their proximity as identified by Capture-C (Fig. 5).

**Fig. 5:**
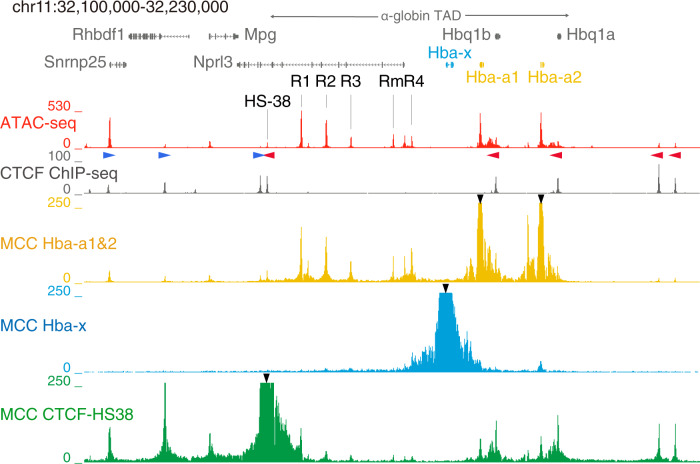
Micro Capture-C (MCC) shows that the ζ-globin gene does not contact the α-globin enhancers in definitive eryrthroblasts. MCC from the α-globin promoters (black arrowheads) shows specific contact of these genes with the enhancers, interactions are represented by peaks at the enhancer elements in this track. Conversely, MCC from the viewpoint of the *Hba-x* promoter (black arrowhead) shows *Hba-x* does not contact the α-globin enhancers, or indeed any other sites within the α-globin TAD, suggesting it is isolated. MCC from the CTCF-binding site at HS-38 (black arrowhead) confirms this as it shows interaction with the α-globin genes but no contact with *Hba-x*. ATAC and CTCF binding profiles are shown for orientation. The orientation of CTCF-binding sites is shown by red and blue arrows and the extent of the α-globin TAD is indicated by a double-headed arrow.

### Identifying factors involved in ζ-globin silencing

ζ-globin is normally undetectable in definitive human erythroid cells, although has rarely been found to be upregulated by cis- or *trans*-acting mutations. It is detectable at levels >1% in αα/–^SEA^ individuals, who carry a common deletion of the α-globin genes^32,33^. Of interest ζ-globin is also elevated in previously reported individuals trisomic for chromosome 13 (Patau syndrome) and this is thought to occur via decreased levels of the transcription factor MYB as a result of increased expression of two microRNAs (mIR-15a and miR-16-1)^34^. Patients who are compound heterozygotes for mutations in *KLF1* consistently have elevated levels of ζ-globin expression^35,36^. Several previous reports have also shown incidentally that ζ-globin expression in mouse and/or human may be upregulated when particular transcription factors and co-factors are perturbed. These include POGZ^37^, BCL11A^38^, SOX6^39^, LRF^40^, and KLF3/8^41^. It has also been shown that several of these proteins play a key role in the developmental silencing of fetal γ-gobin expression^37,38,40,42^. Of interest, amongst other complexes, all of these proteins converge on the nucleosome remodeling deacetylase (NuRD) multiprotein complex^15,40,43^. This contains HDAC1 and HDAC2 which are antagonized by HC toxin^29^ and Supplementary Fig. 6.

Here we investigated in detail the two most intensively studied silencers of globin gene expression; LRF and BCL11A. To study the knockout of *Lrf* we crossed heterozygous mice in which Exon 2 of the *Lrf* gene had been removed, abrogating *Lrf* expression^40,44,45^ and analyzed cells taken at E12.5–E13.5 from primary fetal liver. Knockout of *Lrf* causes apoptosis and a differentiation block in erythropoiesis^46^, therefore single-cell expression was performed on cells sorted by flow cytometry to ensure that differentiation was matched between WT, heterozygous and homozygous knockout cells. Alongside globin expression, we also analyzed the expression of genes known to change during erythroid differentiation (Supplementary Table 3). Principal component analysis (PCA) demonstrated clustering the cells by differentiation stage, rather than by genotype, demonstrating that cells were appropriately and equally stage-matched (Supplementary Fig. 8). ATAC-seq was also performed on sorted cells.

When Lrf is removed, *Hba-x* expression is markedly de-repressed at E12.5 with a modest reduction in adult α-globin expression, and chromatin accessibility at the *Hba-x* gene resembles that seen in primitive erythropoiesis (Fig. 6). To ensure that there were no contaminating primitive erythroid cells we also examined globin expression and chromatin accessibility at the β-globin locus (Supplementary Fig. 8). Importantly this showed no change in chromatin accessibility or expression of the *Hbb-y* gene, consistent with previous reports that *Lrf* knockout de-represses *Hbb-bh1*, but has no effect on *Hbb-y*^40^.

**Fig. 6:**
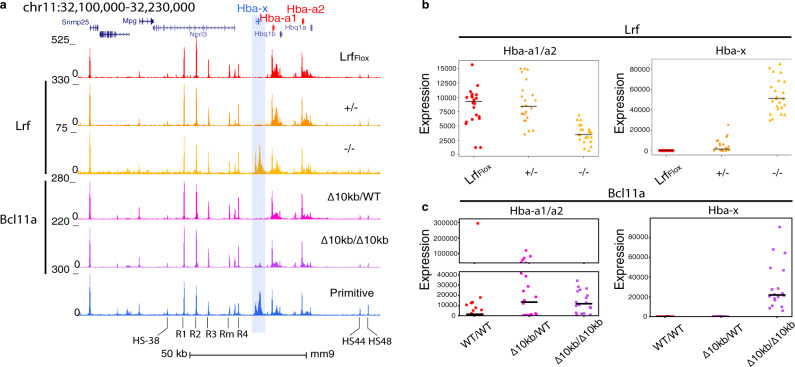
Lrf and Bcl11a play a role in silencing ζ-globin expression in mice. **a** ATAC-seq at the α-globin locus in *Lrf*^Flox^/*Lrf*^Flox^ (*Lrf*^Flox^), *Lrf*^Flox/-^ (+/−), *Lrf*^−/−^ (−/−) erythroid cells, *Bcl11a*^Δ10kb/WT^(Δ10kb/WT) and *Bcl11a*^Δ10kb/Δ10kb^ (Δ10kb/Δ10kb) erythroid cells were taken at E12.5–E13.5. The ζ-globin gene is highlighted in blue, tracks from definitive and primitive erythroid cells (E12.5 and E10.5 respectively) are also shown. **b**, **c** Single-cell expression of α- and ζ-globin when *Lrf* and *Bcl11a* expression have been perturbed. Data are generated from littermates. Each dot represents a single cell, and the median expression is indicated by a horizontal line.

To investigate the effects of Bcl11a on ζ-globin silencing, we utilized a mouse model harboring a deletion of a 10 kb region comprising two erythroid-specific enhancers for *Bcl11a*^47^. This causes a reduction of *Bcl11a* expression in erythroid cells without affecting levels in other tissues. We confirmed homozygous deletion of the composite enhancer leads to a decrease in *Bcl11a* equivalent to that found in primitive erythropoiesis (Supplementary Fig. 9). Since a reduction in *Bcl11a* expression de-represses both embryonic globins at the β-globin locus, we performed single-cell expression for genes known to vary between primitive and definitive erythropoiesis (Supplementary Table 4) as well as globin expression. PCA showed WT, heterozygous and homozygous cells cluster together and absent embryonic β-like globin expression in WT cells confirming that definitive erythroid cells had been analyzed (Supplementary Fig. 9). Removal of the *Bcl11a* composite enhancer leads to ζ-globin de-repression and changes in chromatin accessibility, as assessed by ATAC-seq. The effects are, however, less than those seen for knockout of *Lrf* (Fig. 6), one possible explanation for this difference may be because of the very small residual *Bcl11a* expression in the absence of the enhancer (Supplementary Fig. 9).

These results provide evidence that *Lrf* and *Bcl11a* are involved in the repression of ζ-globin in fetal definitive erythroid cells and most likely exert their effects via chromatin remodeling and histone deacetylation.

### LRF and BCL11A play a role in ζ-globin silencing in humans

To determine whether LRF and BCL11A also play a role in ζ-globin repression in humans, we turned to the HUDEP-2 cell line^48^. This definitive erythroid cell line undergoes terminal erythroid differentiation upon removal of doxycycline and expresses predominantly adult hemoglobins with a very low background of embryonic and fetal globin expression^48^ (Supplementary Fig. 10). Chromatin accessibility, as assessed by ATAC-seq, histone modifications and CTCF binding is very similar between differentiated HUDEP-2 cells and human CD34^+^ hematopoietic stem and progenitor cell (HSPC)-derived primary erythroblasts at the α-globin locus (Supplementary Fig. 11). Here, we generated clones in which LRF and BCL11A were knocked out individually and together.

Knockout of LRF and BCL11A individually led to detectable ζ-globin expression at both the RNA and protein level (Fig. 7a, b and Supplementary Fig. 12) with a small increase in histone acetylation seen over the ζ-globin gene when compared to WT HUDEP-2 cells (Supplementary Fig. 13). However, chromatin at the ζ-globin promoter remains inaccessible by ATAC-seq (Fig. 7c). Knockout of both BCL11A and LRF together had a greater effect, leading to ζ-globin expression which accounts for ~15% of the total α-like globin transcription, suggesting BCL11A and LRF act on ζ-globin via independent pathways, as they do at the β-globin locus^40^. Although chromatin accessibility and expression increase, it does not return to levels seen in primitive erythropoiesis, suggesting there are additional silencing mechanisms or that additional pathways are involved in fully activating ζ-globin expression.

**Fig. 7:**
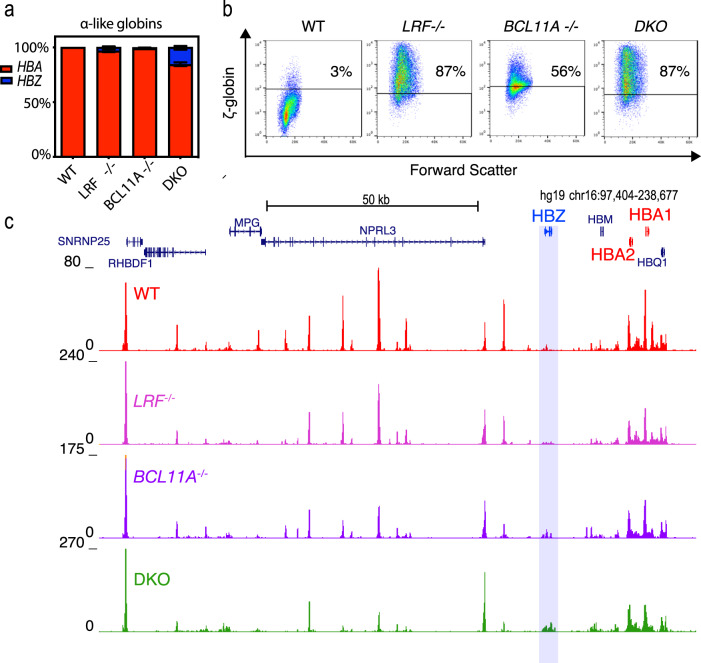
Role of LRF and BCL11A in humans. **a** Bargraphs showing the proportion of ζ-globin transcripts (*HBZ*) to adult α-globin at Day 10 of differentiation (bars show the mean ± SD); *N* = 3 biologically independent samples). **b** Flow cytometry for the ζ-globin chain at Day 10 of differentiation. The proportion of ζ-globin positive cells are shown. The negative line was set using an isotype control for each cell line. **c** ATAC-seq at Day 10 of differentiation on 10,000 cells. The ζ-globin (*HBZ*) gene is indicated by the blue bar. Source data are provided as a Source Data file.

To determine whether LRF and BCL11A exert their effects by binding directly to the ζ-globin promoter, we re-analyzed previously published ChIP-seq and CUT&RUN data-sets for LRF and BCL11A in HUDEP-2 cells^40,49,50^. Both show direct binding to the ζ-globin promoter and consensus sequences for BCL11A and LRF are present in both the human and mouse ζ-globin gene promoters (Supplementary Fig. 5). This suggests that both transcription factors exert their effects by binding directly to the ζ-globin promoter in a similar fashion to their binding at the γ-globin promoter in the β-globin locus^49,50^. There are consensus binding sequences for LRF and two sites for BCL11A in the *HBZ* promoter, however, there is only a single predicted Bcl11a-binding site in the *Hba-x* promoter. Further work will be required to examine the mode of action of these repressors in human and mouse erythroblasts.

## Discussion

Here, we have demonstrated that the α-globin locus in primitive erythroid cells is contained within the same ~65 kb self-interacting chromosomal domain (sub-TAD) as that found in definitive erythroid cells. All of the enhancers present in definitive erythroid cells are also active in primitive erythroid cells and collectively they classify as a super-enhancer. The ζ-gene is less dependent on these enhancers than the α-genes for full activity. Whereas the enhancers behave in an additive manner with respect to α-globin expression in embryonic and definitive erythroid cells, they appear to act redundantly on ζ-gene expression. Finally, the same CTCF sites form the boundary elements in both embryonic and definitive erythroid cells; there are no embryonic-specific CTCF insulators responsible for reconfiguring the locus or silencing ζ-globin expression. Together, these findings show the ζ-globin gene is encapsulated in a very similar chromatin environment within the α-globin cluster during development.

These findings are consistent with previous observations of randomly integrated transgenes in mouse models which concluded that silencing of the embryonic ζ-globin gene is mediated by sequences lying within or closely flanking this gene^22^. Here we have investigated the mechanism by which the ζ-gene is silenced. In primitive erythropoiesis, when both the ζ- and α-genes are co-expressed, there is a broad region of acetylation across the entire ~65 kb self-interacting domain. By contrast, in definitive erythropoiesis, the ζ-gene, lying at the center of this ~65 kb domain, is packaged into an extended 10 kb region of what appears to be facultative heterochromatin marked by histone de-acetylation (Fig. 3). This includes the entire ζ-gene and its flanking regions. Importantly, treatment of definitive cells with an inhibitor (HC toxin) of specific histone de-acetylases (HDAC1 and HDAC2) partially de-represses ζ-globin expression in adult cells suggesting that silencing is normally maintained, to some extent, by histone de-acetylation of this region of chromatin.

This presents an unusual situation in which the embryonic genes, which we have shown to respond to the α-globin enhancers and their associated transcription factors in embryonic life, are silenced despite lying within 7 kb of an erythroid-specific super-enhancer. The α-globin genes lying a further 7 and 20 kb away on the chromosome are, at the same time, fully activated.

We have previously shown the α-globin genes interact with all elements of the super-enhancer in a regulatory hub structure when active in definitive erythroid cells^51^. To investigate how the ζ-globin promoter interacts with the enhancers in primitive and definitive cells, we performed various 3C assays. Capture-C analysis revealed that the self-interacting domain formed in primitive erythroid cells appears to be broadly similar to that found in definitive erythroid cells. However, contacts between the enhancers and the ζ-globin gene promoters are more pronounced in primitive cells. 

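Seen from Hba-x and scaled to the cis total, contacts with the edges of the domain and the sequences beyond them had log2 fold changes of 0.12 to 0.60. These compare primitive with definitive cells, and those of HS-39 and the upstream 50 kb did not pass the test. From Hba-x, HS-38 held 1552 ± 157 interactions per 100000 cis interactions in primitive and 1255 ± 52 in definitive cells (s.d., n = 3; log2 0.30, adjusted p = 0.010 from edgeR's quasi-likelihood test). HS-39, whose window overlaps that of HS-38, held 1184 ± 174 and 1044 ± 97, which did not pass (log2 0.17, adjusted p = 0.19). The 50 kb upstream of the sub-TAD did not pass either (log2 0.12, adjusted p = 0.13), whereas the 50 kb downstream were higher in primitive cells, 4415 ± 396 against 3484 ± 222.3 (log2 0.33, adjusted p = 1.6e-05). HS44 and HS48, which lie there and whose windows overlap, were higher as well (log2 0.42 and 0.60, adjusted p = 0.010 and 0.0046). From Hba-a1/2, the 50 kb downstream were higher by log2 0.59 and the 50 kb upstream by 0.26 (adjusted p = 7.4e-18 and 3.5e-05). HS44 and HS48 were higher by 0.72 and 0.90 (adjusted p = 3.0e-10 and 1.0e-10). HS-38 and HS-39 did not pass (log2 0.09 and −0.06, adjusted p = 0.33 and 0.56). The sub-TAD as a whole was higher in primitive cells from Hba-x (log2 0.53, adjusted p = 2.9e-24) and lower from Hba-a1/2 (log2 −0.50, adjusted p = 2.4e-19). All of the regions outside the 65 kb taken as the sub-TAD were below the median bin of their viewpoint, the downstream 50 kb by −0.38 for Hba-x and −0.36 for Hba-a1/2. Most bins lie farther from the viewpoint than these regions. None of these regions kept its call under every scaling. With TMM and DESeq2, in that order, the values from Hba-x were −0.17 and −0.20 at HS-38, −0.13 and −0.16 downstream, −0.045 and −0.074 at HS44 and 0.13 and 0.11 at HS48, none of them past the threshold. Upstream they were −0.35 and −0.38, both called lower. The sub-TAD was no longer called (0.079 and 0.047). From Hba-a1/2 they were −0.65 and −0.75 at HS-38, −0.80 and −0.90 at HS-39 and −0.48 and −0.58 upstream, all called lower. Downstream they were −0.15 (not called) and −0.25 (called lower). They were −0.024 and −0.12 at HS44 and 0.16 and 0.064 at HS48, not called. Scaled to cis and trans interactions, HS-39 was called higher from Hba-x (0.50) and Hba-a1/2 (0.36) and the sub-TAD from Hba-a1/2 was not called (−0.081). From Hba-x, HS-38 was not called without primitive replicate 2 (0.21), HS44 was not called without definitive replicate 1 (0.34), and the upstream 50 kb were called without primitive replicate 1 (0.20).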

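Read from the enhancers, contact with the ζ-globin gene was likewise higher in primitive cells. With R1 as the viewpoint, 5 kb around Hba-x held 3875 ± 153 interactions per 100000 cis interactions in primitive cells and 2312 ± 132 in definitive cells (s.d., n = 3), a log2 fold change of 0.76 (standard error 0.073, adjusted p = 3.8e-12 from edgeR's quasi-likelihood test). With R2 as the viewpoint it held 4240 ± 302 and 2749 ± 197, a log2 fold change of 0.63 (standard error 0.080, adjusted p = 5.2e-08). Every primitive sample was above every definitive sample from both enhancers. The cis interactions behind these values numbered 12602 to 15249 per primitive and 7617 to 13190 per definitive sample for R1, and 13578 to 16680 and 6373 to 12869 for R2. The median bin around R1 was 0.59 higher in primitive cells and that around R2 0.66 higher, so that relative to it Hba-x stood at 0.17 from R1 and −0.03 from R2. Most of these bins lie farther away than Hba-x. From R1 the difference passed under each of 10 alternative settings (log2 0.40 to 1.06), and from R2 it did not with DESeq2 (log2 0.30, adjusted p = 0.14, against adjusted p of 0.041 or less under the 9 others).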

Of interest, Capture-C shows the silent ζ-gene still appears to be in relatively close 3-D proximity to the enhancers in definitive cells (Fig. 4). However, when we examined this using MCC, which has a much higher resolution, we found that despite their proximity there are no specific interactions between the enhancers and the silent ζ-globin promoter in definitive cells (Fig. 5). This indicates that the ζ-globin promoter is excluded from the hub in definitive cells (Fig. 8). 

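At the remaining elements, too, the ζ-globin promoter of definitive cells had more contact than that of mESCs. Contact is counted here in 5-kb windows, which do not resolve specific interactions as MCC does. In mESCs, R3 held 1168 ± 96, Rm 1122 ± 66 and R4 2656 ± 89 interactions per 100000 cis interactions of Hba-x (s.d., n = 3), and definitive cells were higher by log2 0.89, 0.88 and 1.01 (adjusted p of 4.9e-24 or less from edgeR's quasi-likelihood test). With R1 and R2, all 5 elements were higher in definitive cells, the same count adjusted over the list alone. Contact with the fragments beside Hba-a1, whose captured fragment is not listed, was also higher, 2473 ± 261 against 1611 ± 53 (log2 0.61, adjusted p = 4.3e-14). That with the fragments beside Hba-a2 did not pass the test (log2 0.17, adjusted p = 0.14). The sub-TAD was higher by log2 0.65, and the 50 kb downstream of it were lower by −0.66, with 5529 ± 79 interactions in mESCs (adjusted p = 5.8e-35 and 7.1e-23). HS-38 and HS-39 were higher by log2 0.53 and 0.63, so that the rise was not confined to the enhancer elements. Over the bins within 500 kb, 15 were higher and 145 lower in definitive cells. The split between higher and lower was 48 and 46 with TMM scaling and 46 and 60 with DESeq2. Under both the 50 kb downstream were higher in definitive cells (log2 0.67 and 0.47). The value for Hba-a1 did not pass in windows of 2 kb (−0.50), without co-captured fragments (0.014) or scaled to cis and trans interactions (0.15). The last of these called Hba-a2 lower in definitive cells (−0.28). TMM (1.51), DESeq2 (1.31), cis interactions within 5 Mb (0.30) and cis interactions without the nearest 10 kb (0.51) called Hba-a2 higher.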

Interestingly, a similar, but much more striking conformational change, is observed between fetal and adult stage human erythroid cells at the β-globin locus, where the *BGLT3*, *HBBP1*, *HBE,* and *HBG1/2* genes are sequestered away from the active transcriptional hub in adult stage erythroid cells^52^.

**Fig. 8:**
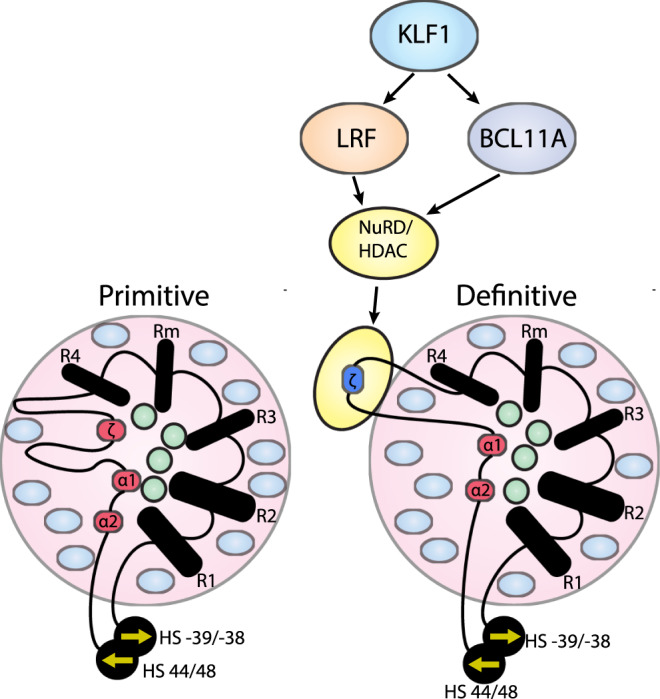
Model of ζ-globin activation and repression. LRF and BCL11A both interact via the NuRD complex leading to ζ-globin hypoacetylation and silencing in definitive (adult) erythroid cells and are regulated upstream by KLF1^15^. Pink circles represent the domain of H3K27 acetylation, green circles, and blue ovals represent transcriptional activators and repressors respectively. The yellow oval indicates a separate compartment containing the hypoacetylated region containing the ζ-globin gene. HS-39/HS-38 and HS44/48 refer to the CTCF sites known to be involved in the formation of the α-globin domain^19^ and the arrows indicate directionality, see main text.

Recent interpretations of enhancer/promoter interactions and their functional significance suggest that enhancers may establish a phase-separated compartment. Some have suggested that such transcriptional compartments form via liquid–liquid phase-separation engendered by multiple low-affinity protein interactions between intrinsically disordered domains^53,54^. Such compartments contain a high concentration of transcription factors and co-factors, including mediators, to facilitate active transcription. Interestingly, there is an excess of transcriptional repressors in erythroblast nuclei^55^, suggesting close contact with enhancers may bring promoters into proximity with the transcriptional activators known to bind there. It is thought that spatially separated clusters may be relatively small and this has been termed microphase separation^56^. One mechanism underlying separation may be the behavior of chromatin as a liquid or solid, depending on post-translational histone modifications, particularly acetylation^57^. In terms of scale, we have previously shown that the 65 kb alpha-globin TAD forms a domain of ~500 nm in diameter in definitive erythroblasts^58^. Studies in vitro and in vivo suggest that condensates of 100 nm in diameter form^57,59^. Therefore, it is plausible that the 10 kb hypoacetylated domain surrounding the zeta-globin gene seen here may form a functionally distinct condensate. The exclusion of a condensed hypoacetylated domain from an otherwise hyper-acetylated transcriptional compartment could explain how the ζ-gene is excluded from activation, despite its physical proximity and despite the presence of known transcriptional activators of the ζ-globin gene, such as Gata1. However, further work, including single-cell imaging studies, will be required to test this hypothesis.

How are ζ-gene and its flanking regions recognized and de-acetylated in definitive erythroid cells? HDACs do not bind DNA directly, rather, they associate with multiprotein complexes including transcription factors that can be recruited to specific DNA or RNA sequences. BCL11A and LRF, two previously described transcription factors responsible for repressing globin gene expression, both associate with the NuRD complex and may thereby recruit HDAC proteins to specific globin genes^40,60^. Previous work has suggested that these proteins are recruited to the ζ-gene in mouse^40^ and human^49,50^ (Fig. 8). Given this, and the localized histone deacetylation seen over the ζ-globin gene associated with silencing, we further investigated the effects of *Bcl11a* and *Lrf* knockout on ζ-globin expression and the chromatin landscape at the α-globin locus in mice. We found that removal of either transcription factor in vivo in definitive murine erythroid cells leads to some degree of ζ-globin de-repression and increased chromatin accessibility. Similar effects were observed in a human definitive erythroid cell model, although knockout of both transcription factors does not lead to full restoration of ζ-globin expression to the levels seen during primitive erythropoiesis. This suggests either that there may be other redundant pathways contributing to the ζ-globin silencing or that critical positive regulators of ζ-globin expression are not present in definitive cells (Fig. 8). Both possibilities are being investigated.

Although this work addresses the fundamental question of how genes are silenced in development it is also of biomedical importance. A common lethal form of α-thalassemia (the Bart’s Hydrops fetalis syndrome: BHFS) occurs due to inheritance of two alleles in which both α-globin genes have been deleted in *ci*s (ζ-^SEA^/ζ-^SEA^)^15^. The most common allele (ζ-^SEA^) occurs at a high frequency throughout South-East Asia^61^ in some regions up to 1:200 conceived infants have this condition^62^. Most often an affected fetus dies in the second or third trimester of pregnancy^63^. However, advances in fetal medicine and neonatal care mean that a small number of affected children have survived with this condition but require lifelong blood transfusion^63^. Reactivation of the intact but silenced ζ-globin gene would be a curative therapy in such cases, and mouse models show that this would be a viable strategy^64^.

The majority of data presented here relates to the mouse ζ-globin locus, there are several similarities between the mouse and human loci, including conservation in sequence and the positioning and order of the elements^11^ and temporal similarities in the silencing of the ζ-globin gene; mice where the human α-globin locus has been substituted in place of the mouse α-globin locus also have normal human ζ-globin expression and silencing^17^. The most prominent difference between the mouse and human α-globin loci is the absence of large CpG islands^11^. However, the CpG island in the human ζ-globin gene is located at the 3′ region and its methylation inversely correlates with transcription (Supplementary Fig. 5) suggesting that it does not play a clear role in human ζ-globin silencing. The work here thus provides therapeutic targets for ζ-globin de-repression and suggests that many of the current strategies being developed to treat the β-haemoglobinopathies^3,65^ may also be of value in severe α-thalassemia. Overall, our understanding of the developmental regulation of the globin genes will underpin general strategies to re-activate silenced embryonic and fetal genes that may rescue phenotypes that are caused by mutations in the adult paralogues of these genes.

## Methods

### Mice

All mouse work was performed in accordance with UK Home Office regulations under project license numbers 30/3328 and PP1728514 with ethical review from the University of Oxford Medical Sciences Division Local Ethical Review Panel. Mouse models where each of the regulatory elements (R1, R2, R3, Rm, and R4) have been deleted individually and in informative combinations have been previously reported^12^. Wild-type cells were obtained from C57Bl/6 mice.

A breeding pair of Lrf^Flox/Flox^ mice were a kind gift from Pier Pandolfi^40^. These were crossed with WT to obtain heterozygotes which were then crossed with a mouse-like expressing Cre under the control of the *Gata1* regulatory elements^66^, in which Cre is expressed in the germline and thus affects efficient germ-line excision of floxed regions. *Lrf*^Flox/−^ mice were interbred to produce litters with a combination of *Lrf*^Flox/Flox^ (WT), *Lrf*^*Flox/-*^(+/−), and *Lrf* ^−*/−*^ (−/−) litters.

A mouse with the composite enhancer block for Bcl11a (corresponding to 10 kb) deleted (*Bcl11a*^Δ10kb^)^47^ was imported as a kind gift from Professor Stuart Orkin.

### Mouse embryonic stem cells

E14 mouse ES cells (derived in house) were maintained in GMEM (Life Technologies) supplemented with: FBS (10%, Gibco), sodium pyruvate (1 mM, Life Technologies), non-essential amino acids (1 mM, Life Technologies), Glutamine (2 mM, Gibco), Penicillin/Streptomycin (P/S; 100 IU/ml, Gibco), 1000 IU/ml Leukemia Inhibitory Factor (LIF, Millipore) and 0.1 mM β-Mercaptoethanol (Sigma-Aldrich) at 37 °C with 5% CO_2_ incubation on gelatin (0.1%, Sigma-Aldrich)-coated flasks.

### Primary primitive erythroblasts

Primary primitive erythroblasts were isolated from yolk sacs at E10.5. Because of the semi-synchronous nature of primitive erythroid maturation, these primary primitive erythroid cells were highly homogeneous at the morphological stage of intermediate erythroblasts. Morphological examination of cells for each experiment was undertaken to ensure homogeneity.

To ensure that cells in which the ζ-globin gene is maximally transcribed were analyzed, primitive erythroblasts were isolated from mouse embryonic blood at E10.5, E11.5, and E12.5, and ζ-globin mRNA levels measured by qPCR. In agreement with previous studies^14^, in E10.5 erythroblasts ζ-globin accounted for 40% of the transcriptional output from the α-globin locus. A similar level of ζ-globin RNA was found at E11.5, reducing to ~20% by E12.5 (Supplementary Fig. 1). Since globin RNA has a relatively long half-life it is possible that nascent transcription from ζ-globin may already be repressed at E11.5. We, therefore, selected primitive erythroblasts at E10.5 to ensure that ζ-globin expression would be maximal. Because primitive erythroblasts mature in a semi-synchronous wave^5^ all primitive cells were at the intermediate/polychromatic stage when analyzed (Supplementary Fig. 1). For comparison, definitive erythroid cells were obtained from fetal liver culture (derived from E12.5 embryos) and synchronized by Ter119 depletion, followed by fluorescent activated cell sorting (FACS) using CD44 prior to differentiation (Supplementary Fig. 1). The developmental staging was confirmed by FACs analysis for Ter-119 and CD71 and morphology, to ensure that all cells were at the intermediate stage (see the “Methods” section and Supplementary Fig. 1).

### Definitive erythroid cells

Definitive erythroid cells were obtained from a well-established fetal liver culture system^67^. Fetal livers were dissected from E12.5 mouse embryos, and the dissociated cell suspension was expanded for 5–7 days in Stempro (Invitrogen) supplemented with Epo (1 U/ml), SCF (50 ng/ml), and dexamethasone (1 μM). After the expansion of the cultures, mature red blood cells were removed by negative selection for Ter119 using anti-Ter119 magnetic beads (Miltenyi Biotec), to obtain a population of erythroid precursors, which was then purified by cell sorting to isolate CD44 positive cells, which were sorted into expansion media and allowed to recover for 6 h. Cultures were switched to medium containing a high Epo concentration (5 U/ml) to induce differentiation into mature erythroid cells and harvested after 24 h. Differentiation was confirmed by flow cytometry analysis for Ter119 and CD71, and morphological examination of cytospins.

For MCC experiments, definitive erythroid cells were obtained from phenylhydrazine-treated mice^68,69^. Spleens were mechanically disrupted to a single cell suspension in ice-cold PBS. To isolate late-stage erythroid cells, cells from a single spleen were resuspended in 5 ml of cold PBS/10% FCS and stained with 50 μl PE anti-Ter119 antibody (RUO, BD Biosciences) at 4 °C for 30 min in the dark. After washing with 40 ml of ice-cold PBS/10% FCS, cells were resuspended in 800 μl MACS buffer (PBS, 2 mM EDTA, 0.5% BSA) and 200 μl of anti-PE magnetic beads (Miltenyi Biotec) and incubated for 20 min at 4 °C in the dark. Ter119 positive cells were isolated via auto-magnetic-activated cell sorting (MACS) and then processed for downstream applications. Purity of cells was confirmed by flow cytometry.

### HUDEP-2 cell culture

WT HUDEP-2 cells, *LRF*^−/−^, *BCL11A*^−/−^ and *DKO* cells were a gift from Dan Bauer^40^; all clones had previously been confirmed as knockout by Western Blot by the donating laboratory. Cells were maintained in the expansion phase using StemSpan SFEM medium (Stem Cell Technologies) supplemented with hSCF (50 ng/ml, Peprotech), erythropoietin (3 IU/ml, OUH hospital pharmacy), dexamethasone (10^−6^ M, OUH Hospital pharmacy), glutamine (2 mM, Life Technologies), Penicillin/Streptomycin (P/S, 100 IU/ml, Life Technologies), and doxycycline (2 μg/ml, Sigma-Aldrich) at 37 °C with 5% CO_2_ incubation. Cell concentration was maintained between 0.5 and 1 × 10^6^ cells/ml. The media was changed every 48 h whilst cells were in expansion. Cells were kept for a maximum of 3 weeks.

To induce differentiation, cells were transferred to IMDM (Life Technologies) supplemented with: Solvent/Detergent pooled AB plasma (2.5%, NHSBT), hSCF (50 ng/μl), Epo (3IU/ml), holotransferrin (330 μg/ml, Sigma-Aldrich), insulin (10 μg/ml, Sigma-Aldrich), heparin (2 IU/ml, JR hospital pharmacy), P/S (100 IU/ml), glutamine (2 mM), and doxycycline (2 μg/ml) at 37 °C with 5% CO_2_ incubation. Media was changed every 48 h. Cell concentration was maintained between 0.5 and 1 × 10^6^ cells/ml. After 7 days, doxycycline was removed from the media, and cells were then cultured for a further 3 days prior to experiments. Adequate differentiation was confirmed using flow cytometry and cytospin.

### Flow cytometry of HUDEP-2 cells

All cells were analyzed by flow cytometry using the Attune NxT instrument and proprietary software (Thermo Fisher). Data were analyzed using flowJo version 10.3.

After washing HUDEP-2 cells twice with FACS staining buffer (PBS, 10% FCS, Life technologies), cells were resuspended in 100 μl of FACS buffer and stained with the following antibodies at 4 °C for 30 min in the dark: PE mouse anti-human CD235a (GA-R2, BD Biosciences 1:100), FITC mouse anti-human Band 3 (BRIC 6, NHSBT 1:50), APC mouse anti-human CD49d (9F10, BD Biosciences 1:40), PE/Cy7 CD34 (BioLegend 1:100), APC/Cy7 CD36 (BioLegend 1:100), PerCP/Cy5.5 CD71 (BioLegend 1:100). Antibodies were titrated to obtain the optimum signal. Cells were washed twice with FACS buffer, then resuspended in FACS buffer containing 1 ng/μl of Hoechst 33342 (Invitrogen). Negative, single-color controls and fluorescent minus one (FMO) samples were prepared for calibration.

Intracellular staining of HUDEP-2 cells was performed using the Intracellular Fixation & Permeabilization Buffer Set (eBioscience) in accordance with the manufacturer’s instructions. Prior to fixation, cells were stained with the LIVE/DEAD^®^ Fixable Aqua Dead Cell Stain Kit (Life Technologies) in accordance with the manufacturer’s instructions. Hybridoma supernatant was used as the primary antibody (15 μl in 100 μl)^69^, PE goat anti-mouse IgG (SouthernBiotech) was used as the secondary antibody. A mouse IgG1 (MOPC-21 BD Biosciences, 1:200) was used as an isotype control. HbF staining was carried out with FITC mouse anti-human HbF (2D12, BD Biosciences) with a FITC mouse IgG1 Isotype control (MOPC-21, BD Biosciences).

### Hemoglobin analysis

Hemoglobin was analyzed by isoelectric focusing (IEF) (Resolve; PerkinElmer) as per manufacturer’s instructions running for 45 min at 300 V at 15 °C.

### Analysis of steady-state RNA levels in mouse models

Cells were lysed in TRI Reagent (Sigma), and RNA was extracted according to the manufacturer’s instructions. Samples were treated with DNase I using Turbo DNA-free DNase (Ambion) to remove genomic DNA. 100 ng to 1 μg of RNA was converted to cDNA using the Superscript III first-strand synthesis SuperMix (Invitrogen). Quantification of total RNA transcripts was performed using NanoString nCounter technology, employing a customized probe set (Supplementary Table 5). Data were subjected to Levene’s test to confirm the homogeneity of variance, followed by one-way ANOVA with Dunnett’s correction.

### Generation of a Hba-x reporter mouse

pSpCas9(BB)-2A-Puro (PX459) V2.0 was obtained as a gift from Dr. Feng Zhang (Broad Institute) obtained via Addgene (plasmid # 62988). A pair of 24-mer oligonucleotides (5′-CACCGGCTCAGGGGTGAAGTCGGC and 5′AAACGCCGACTTCACCCCTGAGCC) containing a gRNA sequence targeting the third exon within *Hba-x* were annealed with each other and cloned into the *BbsI* site in PX459 V2.0. Plasmids were transformed into One-Shot Top10 Chemically Competent *E. coli* (Invitrogen) following the manufacturer’s instructions. Correct integration was confirmed via Sanger Sequencing.

A construct containing homology arms of 600 bp at the 5′ end and 1.2 kb at the 3′ end, the 2A peptide, restriction enzyme sites for fluorescent protein/localizing signal insertion (*Sal*I/*Eco*RI) and RE sites for an frt-kanamycin-frt (FKF, *Mfe*I/*Mfu*I) was ordered from GeneArt in a pMA plasmid. An FKF selection cassette was initially inserted by conventional RE cloning using *Mfe*I/*Mfu*I. The mVenus/NLS sequence was inserted by PCR cloning. The plasmid was transformed into One-Shot Top10 Chemically Competent *E.coli* (Invitrogen) and Sanger sequenced in its entirety.

Passage 14 E14Tg2a cells were plated at a density of 150,000 onto gelatin (0.1%) coated six-well plates. Plasmid HDR donor/PX459 circular DNA in a 1:1 molar ratio was added to 230 μl OptiMEM (Life Technologies) with 15 μl TransIT-LT1 (Mirus) and incubated at room temperature for 15 min, prior to being added drop-wise to cells. After 24 h culture, cells were split in a range of limiting dilutions (1:10–1:160) over six-well plates. Puromycin selection (Sigma-Aldrich) was added at 1.5 μg/ml 48 h after transfection and left for 48 h. G418 (Life Technologies) was then added at 400 μg/ml for 72 h. Media was changed at least every 48 h whilst cells were undergoing antibiotic selection. Colonies were picked into a gelatinized 96-well plate after 72 h G418 selection and grown until confluent. Following confirmation that a targeted clone was correct, it was injected into blastocysts to make chimeras. Following germline transmission of the ζ-Venus-Neo allele mice were crossed with a mouse constitutively expressing the Flp enzyme.

Fluorescence microscopy images of day 7 EBs were captured with an IX51 instrument (OLYMPUS) using a YFP filter for the and overlaid with brightfield images, obtained in parallel, using the Fiji software package^70^.

The mean fluorescence level of this tag for EBs differentiated for 4–7 days was calculated using flow cytometry with an Attune NxT instrument and proprietary software (Thermo Fisher). The mean was chosen as an appropriate metric for comparison to RNA expression levels to account for the fact that only ~40% of EB-derived cells are erythroid in nature.

For expression analyses, 2 × 10^6^ cells from whole EBs were lysed in TRI Reagent (Sigma-Aldrich) and immediately frozen at −80 °C. RNA was then extracted as detailed above. RT-qPCR was performed with Fast SYBR Green Master Mix (Thermo Fisher) and data normalized to the 18S ribosomal gene using the 2^–∆∆Ct^ method. RNA quality was routinely checked by Tapestation analysis (Agilent) and reverse transcriptase enzyme negative controls were included to confirm that DNase treatment was adequate.

Pictures of whole embryos at E10.5 were also immediately taken without any further processing on a Nikon Eclipse E600 microscope and DXM1200C camera.

Primers used for sequencing are shown in Supplementary Table 6.

### RT-qPCR analysis

Commercially validated TaqMan assay (Applied Biosystems) was used, detailed in Supplementary Table 7. *RPL13A* was used as the reference gene as previously published^71^ in humans, and *Rps18* in mice. RT-qPCR was carried out in 10 μl reaction volumes using the TaqMan Universal PCR Master Mix (Thermo Scientific), following the manufacturer’s protocol. Reactions were carried out in triplicate in 96-well plates with an ABI Prism 7500 sequence detection thermocycler (Applied Biosystems). Samples were diluted 1/10 prior to analysis with DNAse free water. Both no template and no RT (non-reversed transcribed RNA) were included in all qPCR reactions amplifying cDNA. The ΔΔCt method was used for relative quantitation.

For experiments on embryoid bodies where Venus expression was quantified, custom primers were designed and used with Fast SyBR green Mastermix (Thermo Scientific) according to the manufacturer’s instructions. Primers are shown in Supplementary Table 8.

Fetal livers from heterozygote *Hba-x*-Venus reporter mice were dissected from E12.5 embryos and cultured in Stempro (Invitrogen) supplemented with Epo (1 U/ml), SCF (50 ng/ml) and dexamethasone (1 μM). After 5 days, cell precursors were selected using anti-CD117 beads (Miltenyi Biotec) and an LS column according to the manufacturer’s instructions. Adequate purity was confirmed with flow cytometry. 50,000 cells were plated out into 96-well round bottom plates containing 200 μl of medium containing a high Epo concentration (5 U/ml) to induce differentiation and cultured for 48 h in the presence of different concentrations of HC toxin (Sigma-Aldrich-Aldrich). Plates were then analyzed on the Attune NxT instrument using an automated plate reader.

### Primary definitive erythroid cells

To isolate cells of different stages of differentiation directly from primary fetal livers at E12.5–E13.5, 5–15 fetal livers were pooled together, mechanically dissociated in staining buffer (PBS, 0.2% BSA, 5 mM glucose) and strained through a 30-μM filter. Cells were stained at 4 °C with rabbit IgG (200 μg/ml, Jackson Laboratories) to block Fc receptors. Cells were then incubated with PE-Cy7 conjugated anti-CD71 (RI7217 BioLegend, 1:2000), APC conjugated anti-Ter119 (RUO, BD Biosciences; 1:200), BB700 conjugated CD117 (104D2, BD Biosciences, 1:100), PE-conjugated Annexin V (BioLegend, 1:100), a panel of 5 FITC-conjugated lineage antibodies (anti-CD41, anti-CD45R, anti-CD3e, anti-CD11b, and anti-Ly-6G/6C, all at 1 μg/ml, all BD Biosciences), Cells were then resuspended in FACS running buffer (staining buffer with the addition of 2  mM EDTA). 0.66  μg/ml Hoechst (Invitrogen) was added prior to sorting, which was performed on a BD FACSAria Fusion machine with a 100 μm nozzle. Annexin V was only added for the experiments on the Lrf^−/−^ mice. Single color controls and FMOs were used for calibration.

### Multiplex single-cell RT-qPCR

Single erythroid cells were isolated by index-FACS from each E12.5–E13.5 embryo (12 S1 cells, 12 S2 cells, 24 S3 cells). Cells were sorted into wells of a 96-well plate containing 5.1 μl lysis buffer (5 μl 2× reaction buffer from SuperScript™ III One-Step RT-PCR with Platinum™ Taq kit (Thermo Scientific) 0.1 μl SUPERase In™ RNase Inhibitor (Thermo Scientific).

Plates were sealed, briefly centrifuged and frozen at −20 °C. TaqMan assay mastermix was made by pooling 6.6 μl of 43 TaqMan assays and adding 376 μl TE buffer. Plates were defrosted and 4.9 μl amplification mix was added to each well (1.2 μl TE buffer [Invitrogen], 2.5 μl TaqMan assay Mastermix, 1.2 μl RT/Taq enzyme mix from SuperScript™ III One-Step RT-PCR with Platinum™ Taq kit) except for one well containing S3, in which Platinum Taq was substituted for RT/Taq mix to serve as a no-RTase control. cDNA synthesis and sequence-specific preamplification were then carried out (reverse transcription at 50 °C for 15 min; RTase inactivation at 95 °C for 2 min; specific target amplification by 22 cycles of 95 °C for 15 s then 60 °C for 4 min). Taqman assays used are shown in Supplementary Table 9 and Supplementary Table 10. An RNA standard curve was prepared using the same Mastermix and amplification program.

T7 polymerase was used to in vitro transcribe RNA from cDNA clones of *Cox6c, Sec61g, Oaz1, Hba-a1, Hba-x, Hbb-bt, Hbb-y, and Hbb-bh1*. RNA was run on a 6% acrylamide TBE-urea gel (Life Technologies) and bands corresponding to the full-length transcript were isolated from the gel. RNA was extracted by incubating crushed gel pieces with elution buffer (500 mM ammonium acetate, 1 mM EDTA–KOH pH 8.0) for 3 h at room temperature before ethanol precipitation, resuspension in TE buffer, and quantification using the RNA Quantifluor assay (Promega) and RNA Tapestation (Agilent). Each RNA was diluted to 16.8 pM concentration and the eight transcripts were pooled, aliquoted, and stored at −80 °C.

When performing reverse transcription and pre-amplification on sorted single cells, one aliquot of RNA standard was also defrosted and diluted 10×. Five more serial dilutions were created by diluting 6x in TE buffer, then 2 μl was taken from each of the six standard curve dilutions and pre-amplified using the same mastermix as used for single cells Plates were stored at −20 °C until analysis. Pre-amplified cDNA was diluted 5× with TE buffer and analyzed using Universal PCR Master Mix (Applied Biosystems) and individual TaqMan gene expression assays (Life Technologies), on the Biomark System (Fluidigm) using two 192.24 Dynamic Arrays as per the manufacturer’s protocol, except that elongation time was increased from 60 to 75 s to accommodate longer custom gene-expression assays for *Hba-a1/2* and *Hbb-bt/s/1/2*.

Analysis was performed using Python (v3.5.2; Matplotlib v2.0.2; Numpy v1.14.5; Pandas v0.23.3; scikit-learn v0.19.2; Scipy v1.1.0). Ct values beyond the limit of detection or marked as “Fail” by the instrument were set to the limit of detection value (Ct = 40). Raw Ct values were transformed into expression space by calculating 2^−Ct^. For the Lrf^−/−^ knockout experiments expression of all genes was scaled to a range of 0–1, then the mean of all scaled expression values was calculated for each cell and used to normalize expression values. For the experiments on the *Bcl11a*^*Δ10kb/Δ10kb*^mice, then three housekeeping genes (*Cox6c*, *Myl6*, and *Sec61g*) were run on both 192.24 chips. The expression of these three genes was scaled to a range of 0–1, then the mean of the three scaled expression values was calculated for each cell and used to normalize expression values for the remaining 21 assays on each chip.

### Transgenic enhancer assays

Enhancer activity was assayed using an established mouse transgenic system^26,27^ using a vector containing a candidate enhancer, a minimal promoter, and the LacZ gene stably integrated into the mouse genome via pronuclear injection. Coordinates of enhancer elements given in Supplementary Table 2. To visualize LacZ staining on histological sections, embryos were fixed in 4% paraformaldehyde at 4 °C, washed three times in phosphate-buffered saline, embedded in OCT-compound (Sakura Finetek), and cut on a cryostat (Leica, Deerfiled, IL) at 10 µM. Specimens were viewed and photographed using a Leica MZFLIII microscope and DFC300F camera. Images were viewed and stored using Openlab software (Improvision).

### DNAseI assay

The DNaseI assay was performed as previously published^20^. Library preparation was performed using the NEBNext DNA library preparation (E6000S) with adaptations for low input DNA and size selection. Adapter stocks were diluted 1:10 and primer stocks were diluted 1:10. For size selection, libraries were run on a 2% agarose gel (Biorad), stained with Ethidium Bromide (Sigma) and the required size (145–450bp) excised. DNA was extracted using a gel extraction kit (Zymo).

### DNaseI digital footprinting

DNase digital footprints were called using the standard parameters of pyDNase (version 0.1.7) Python package which implements the Wellington algorithm^72,73^.

### Chromatin immunoprecipitation analysis followed by high throughput sequencing (ChIP-seq)

Chromatin immunoprecipitation (ChIP) was performed on 3–5 × 10^6^ cells per replicate using the ChIP Assay Kit (Cat. No. 17-295, Millipore). All stages beyond the fixation stage used kit solutions as per the manufacturer’s instructions. A single 10 min 1% formaldehyde fixation was used for all antibodies. The following antibodies and amounts/dilutions were used: CTCF 1:100 (Cat. No. 07-729, Millipore), H3K27ac 1:1000 (Cat. No. ab4729, AbCam), H3K4me1 1:5000 (Cat. No. 07-436, Merck), H3K4me3 1:200 (Cat. No. ab8580, AbCam), GATA1 1:200 (Cat. No. ab11852, AbCam), H2AK119ub 1:100 (Cat No. #8240, CST) H3K27me3 1:100 (Cat. No. 9733, Cell Signaling Technologies). The cross-linking reaction was quenched by the addition of glycine (Sigma-Aldrich) to a final concentration of 130 mM), then washed once in PBS and snap-frozen. Samples were stored at −80 °C prior to further processing. Chromatin fragmentation was performed using the Covaris S220 Focused ultra-sonicator with the following settings (Duty Cycle: 2%, Intensity: 3.0, Cycles/burst: 200, Power mode: Freq. Sweeping, Duration: 120 s, Temp: 6 °C, Batches: 4) to obtain an average fragment size between 200 bp and 500 bp. DNA libraries for sequencing were prepared with the NEBNext Ultra II DNA library prep kit (New England Biolabs) and sequenced on the Illumina platform.

### Bisulfite sequencing

High-quality genomic DNA was bisulfite-converted using the EZ DNA Methylation Gold Kit (Zymo Research) following the manufacturer’s instructions. Enzymatically methylated human genomic DNA was used as the methylated control (Millipore). Nested primer sets were designed to cover the *HBZ* gene and its promoter (Supplementary Table 11). PCR was performed with the HotStart Taq Polymerase according to the manufacturer’s instructions. Products were then run out on a 1% Agarose gel, and gel extracted using the Zymoclean Gel DNA recovery kit (Zymo Research) according to the manufacturer’s instructions. Libraries were generated using a NEBNext Ultra DNA Library Prep Kit (NEB) according to the manufacturer’s instructions and sequenced using an Illumina Miseq v2 500 cycle kit.

### Analysis of the chromatin landscape using ATAC-seq

ATAC-seq was performed as published^74^. 10,000–50,000 cells were used per biological replicate where possible; if cells numbered <10,000 an optimized low cell number protocol was used. The low cell number protocol uses proportionally less lysis buffer and Tn5 transposase^75^. After spinning at 500 × *g* for 10 min and removing the supernatant, cells were permeabilised and tagmented with Dig-transposition buffer (25 μl 2 × TD buffer [Illumina], 2.5 μl Tn5 Transposase, 0.5 μl 1% digitonin and 22 μl H_2_O) for 30 min. After the transposition step, samples were processed as per larger cell numbers.

### Analysis of ChIP-seq and ATAC-seq data

Sequencing quality was assessed by FASTQC. ChIP-seq and ATAC-seq data were aligned to the mm9 (for mouse) and hg19 (for human) data using a customized in-house pipeline^76^ (script: https://github.com/Hughes-Genome-Group/NGseqBasic/releases). Output BAM files were sorted and indexed using Samtools, then normalized using Deeptools to RPKM (–normalizeUsingRPKM), then converted to a bigwig using  UCSC tools. Data were visualized in the UCSC genome browser. Published datasets were downloaded from the NCBI Gene Expression Omnibus (GEO) database. FASTQ files were then processed as described.

### Next generation Capture-C

Next generation Capture-C was performed as previously described^12,19,30^. Material was sequenced using the Illumina MiSeq platform with 150-bp paired-end reads (300-bp V2 chemistry). Data were analyzed using analysis scripts (github.com/Hughes-Genome-Group/CCseqBasicF), and custom perl and R scripts were used to normalize data and generate differential tracks (github.com/djdownes/CaptureCompare)^76^.

### Super-enhancer analysis

Enhancer and promoter annotations were generated using GenoSTAN^24^. All ATAC-seq hypersensitive regions were sub-classified based upon their H3K4me1, H3K4me3, H3K27ac, promoter annotation, and CTCF binding.

Super-enhancers were called using the ROSE tool as described^25^. Individual enhancers were stitched together to form a single enhancer domain. Stitched enhancers were then ranked for H3K27ac signal, which was normalized to a maximum value of 1.0. Regions ± 250 bp of annotated TSS were excluded. Enhancer domains were called super-enhancers if H3K27ac signal was above a threshold placed where the tangent to the graph ranking enhancers was equal to 1.

### Micro Capture-C

This was performed as described^31^ were fixed for 10 min at room temperature with formaldehyde (2% (vol/vol) and quenched with glycine (130 mM). The cell pellet was washed and reconstituted in 1 ml PBS and digitonin 0.005% (wt/vol) (Sigma D-141). Permeabilised cells were centrifuged (300 × *g*, 5 min) resuspended in micrococcal nuclease buffer (Tris–HCl pH 7.5 10 mM; CaCl_2_ 1 mM). Cells were digested with MNase (NEB M0247) typically ranging from 5 to 20 Kunitz U for a reaction volume of 800 µl containing 2–3 × 10^6^ cells 1 h at 37 °C on an Eppendorf Thermomixer at 800 rpm. The reaction was quenched with ethylene glycol-bis(2-aminoethylether)-N,N,N′,N′-tetraacetic acid (EGTA) (Sigma E3889) to a final concentration of 5 mM. 200 µl was removed as a control to measure the digestion efficiency. The reaction was centrifuged (5 min, 300 × *g*) and the digestion buffer was discarded. Cells were resuspended in DNA ligase buffer (Thermo Scientific; final concentrations Tris–HCl pH 7.5 40 mM, MgCl_2_ 10 mM, DTT 10 mM, 5 mM ATP) supplemented with dNTPs (final concentration 400 µM of each of dATP, dCTP, dGTP and dTTP (Thermo Fischer R0191)) and EGTA 5 mM. T4 Polynucleotide kinase PNK (NEB M0201L) and DNA Polymerase I Large (Klenow) Fragment (NEB M0210L) were added to final concentrations of 200, 100 U/ml, respectively, and the reaction was incubated at 37 °C for 1 h. T4 DNA ligase (Thermo Scientific EL0013) was added to a final concentration of 300 U/ml and the reaction was incubated at 16 °C overnight using an Eppendorf Thermomixer at 800 rpm. The chromatin was decrosslinked with proteinase K at 65 °C (>2 h) and the DNA was extracted. Oligonucleotide capture was performed as previously described (Davies et al., Nature Methods 2016). Data were analyzed with a custom analysis pipeline specifically developed for MCC data analysis^31^.

*URLs*. UCSC Genome Browser Track Hub containing normalized replicate ATAC-seq and normalized NG CaptureC data without windowing: http://sara.molbiol.ox.ac/public/hugheslab/Primitive_alpha_globin/hub.txt. Previously published data used are shown in Supplementary Table 12.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Source data availability: Raw sequence data generated are available on the Gene Expression Omnibus (GEO) database under the following accessions: GSE108434 (Open chromatin, Capture-C and epigenetic data in wild type primitive murine cells), GSE174110 (Open chromatin data in mouse models), GSE153256 (Micro Capture-C in definitive murine erythroid cells), and GSE173419 (Open chromatin and epigenetic data in edited HUDEP2 cells). These data are also available in the following UCSC datahub: https://datashare.molbiol.ox.ac.uk/public/project/fgenomics/publications/King_2021_Zeta_Activation/hub.txt. Source Data for all figures are provided in the Source Data file. All other data supporting the findings of this study are available from the corresponding author on request. Published datasets analyzed (see Supplementary Table 12 for details): GSE137477, GSE27921, GSE97871, GSE 74977, GSE103445, GSE 104676, GSE36944, GSE 71422. Source data are provided with this paper.

## Source data

Source Data

## Code availability

ChIP-seq and ATAC-seq data were aligned to the mm9 (for mouse) and hg19 (for human) data using a customized in house pipeline^76,77^ (script: https://github.com/Hughes-Genome-Group/NGseqBasic/releases). Next generation Capture-C data were analyzed using analysis scripts (github.com/Hughes-Genome-Group/CCseqBasicF), and custom perl and R scripts were used to normalize data and generate differential tracks (github.com/djdownes/CaptureCompare)^76^.

# Supplementary material for: Reactivation of a developmentally silenced embryonic globin gene
**Source:** Nat Commun. 2021 Jul 21;12:4439. doi: 10.1038/s41467-021-24402-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures and Tables

Supplementary Figure 1

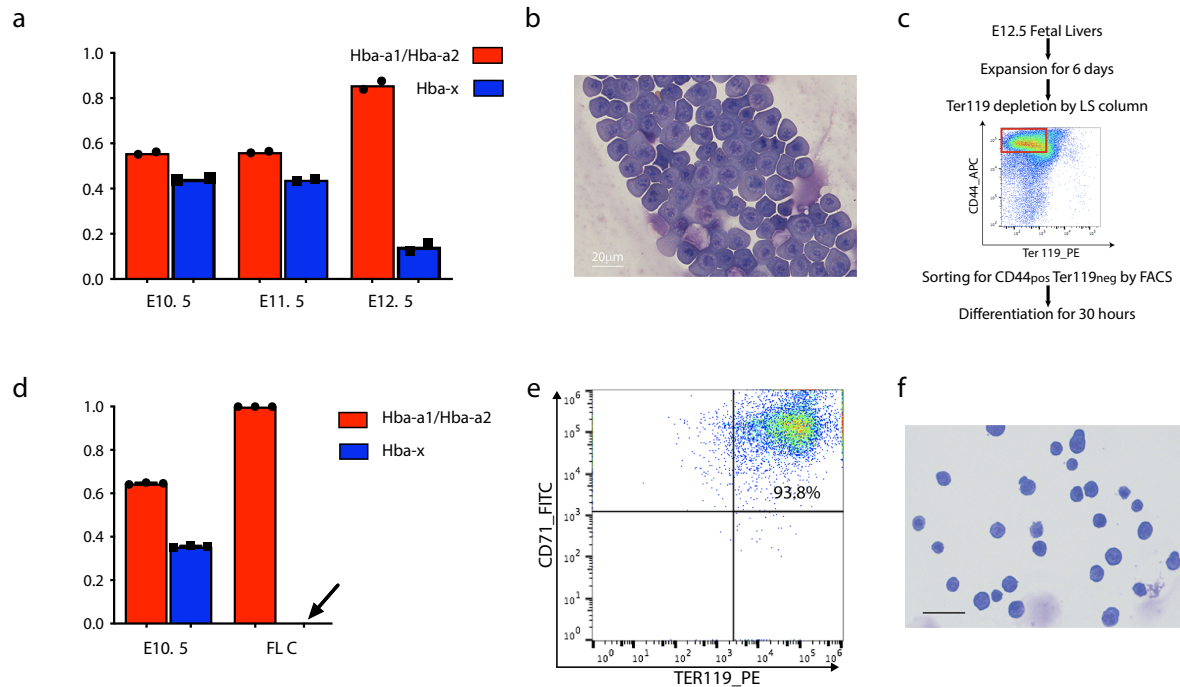

Isolation of primitive and definitive erythroblasts. a. Gene expression levels of the α -like globins (*Hba-x* and *Hba-a1/Hba-a2*) from mouse primary primitive erythroid cells measured using real-time qPCR and expressed as a ratio of the total α -like globin. n=2 biologically independent samples. b. Representative cytopsin stained using a modified Wright's stain of E10.5 erythroid cells demonstrating a homogenous population of intermediate erythroblasts (scale line indicates 20μm, experiment repeated 9 times). c. Strategy for differentiating erythroid cells. Details of expansion and differentiation media are included in materials and methods. d. qRT-PCR data confirms absence of *Hba-x* expression. Bars represent the mean and the error bars represent the standard deviation (s.d.) of technical replicates (n=3). e. Flow cytometry at 30 hours shows a synchronous population of erythroid cells which are CD71 and Ter119 positive; morphologically these are intermediate erythroblasts. f. Representative cytopsin of cells obtained in e, stained using a modified Wright's procedure (scale line indicates 20μm, experiment repeated 9 times). Source data are provided as a Source Data file.

Supplementary Figure 2

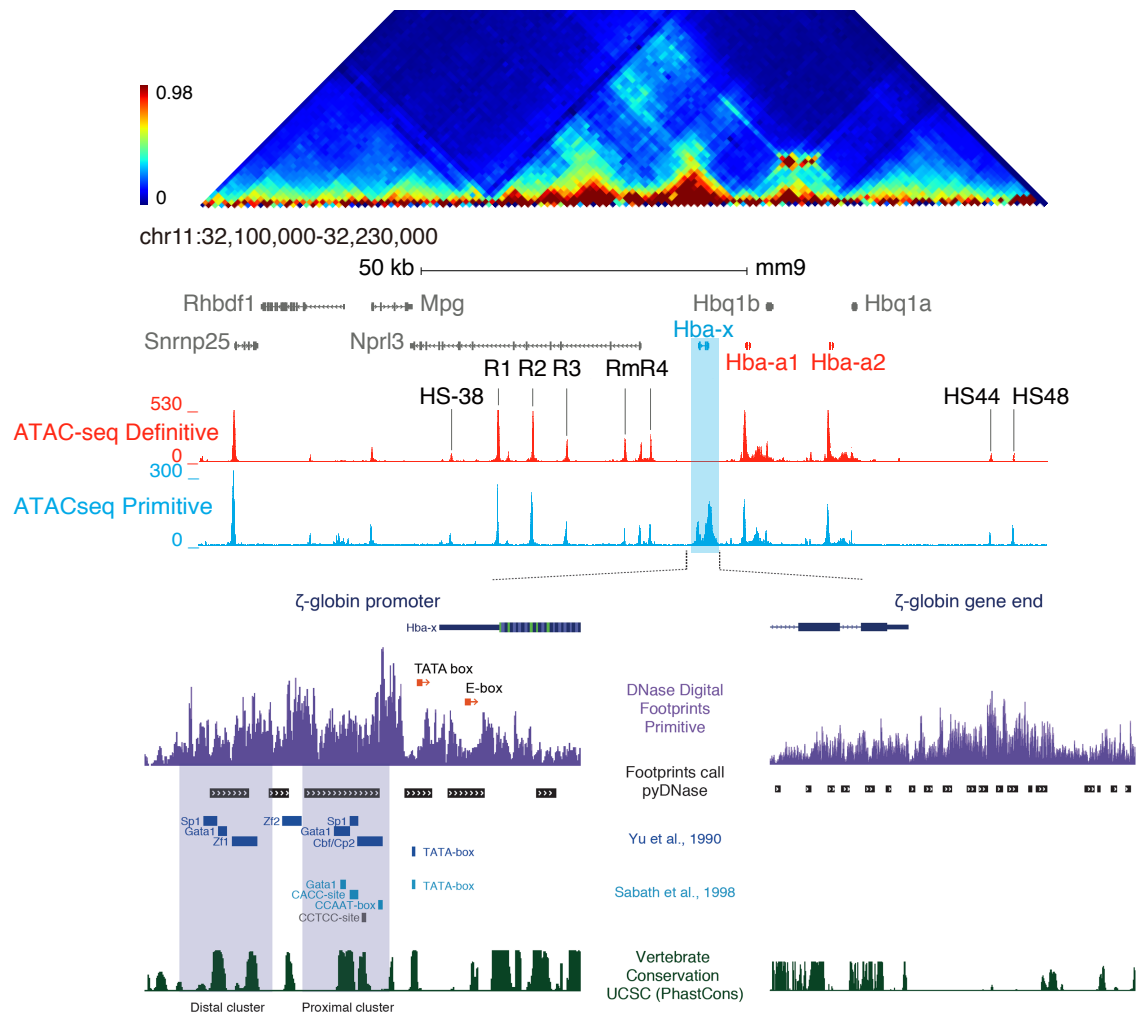

DNase I footprinting of the ζ -globin gene promoter. Upper panel, Tiled-C interaction map showing interactions across the α -globin locus in definitive erythroblasts (from ref 16). Middle. DNase I hypersensitivity with footprinting was performed to generate a list of potential activating transcription factors of ζ -globin in mice from both the promoter and the 3' UTR region (Supplementary Table 1). Lower, footprints were called using pyDNase. Vertebrate sequence conservation is shown via PhastCons¹.

Supplementary Figure 3

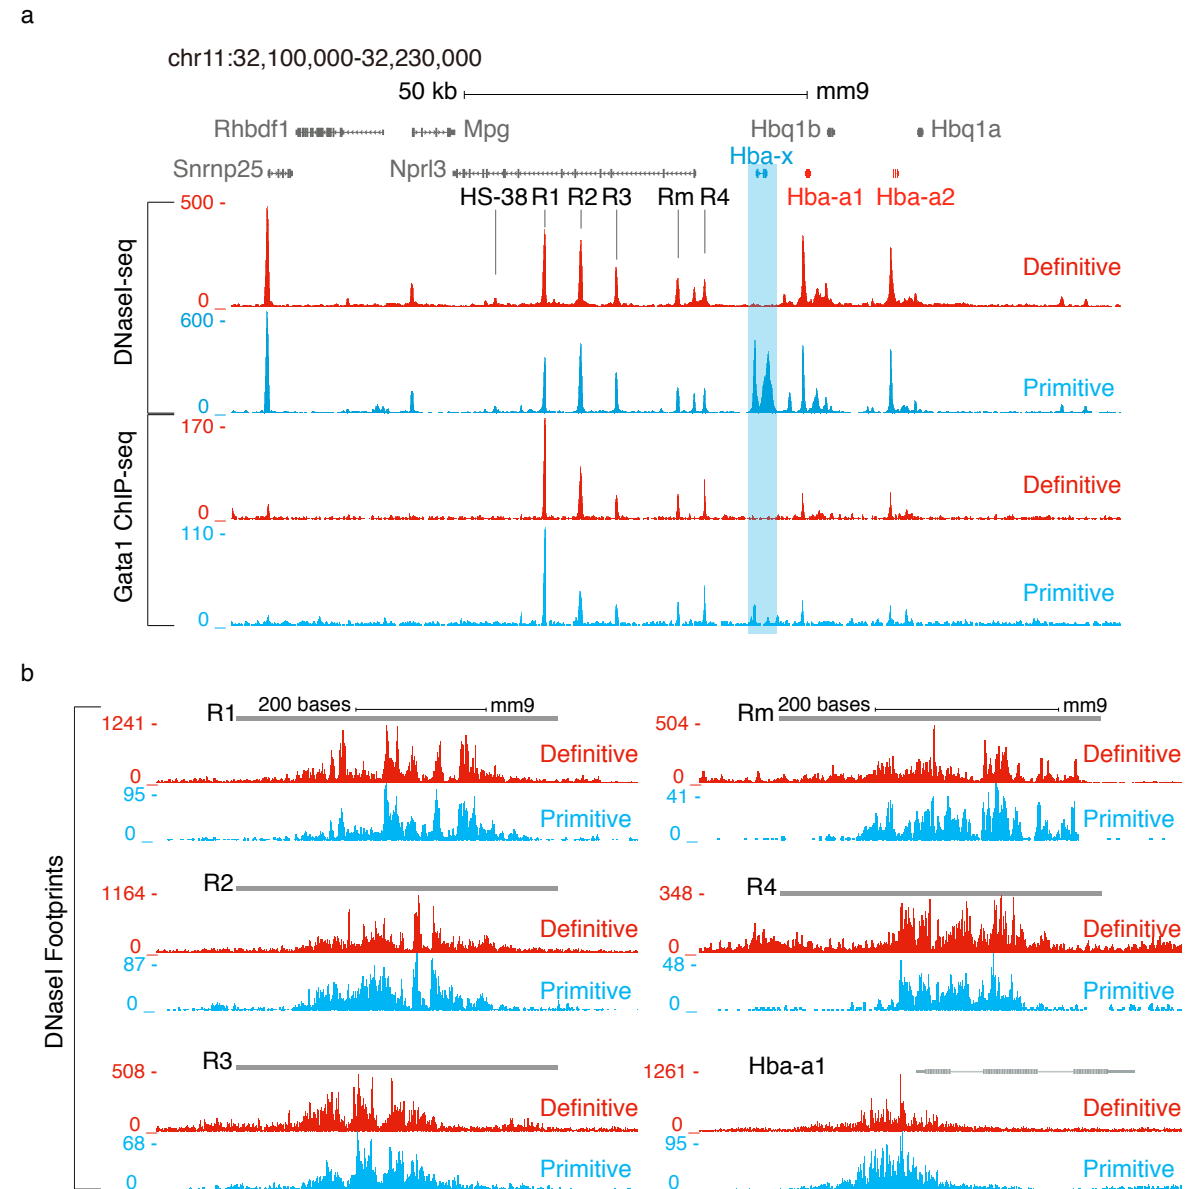

Gata1 binding and DNaseI Footprinting in primitive and definitive erythroid cells. a. ChIPseq of Gata1 shows binding at the ζ -globin gene promoter is lost in definitive erythropoiesis. **b.** DNaseI footprinting shows a similar pattern at the α -globin enhancer elements in both primitive and definitive erythroid cells with minor changes present at the Rm element, implying similar transcription factor binding.

Supplementary Figure 4

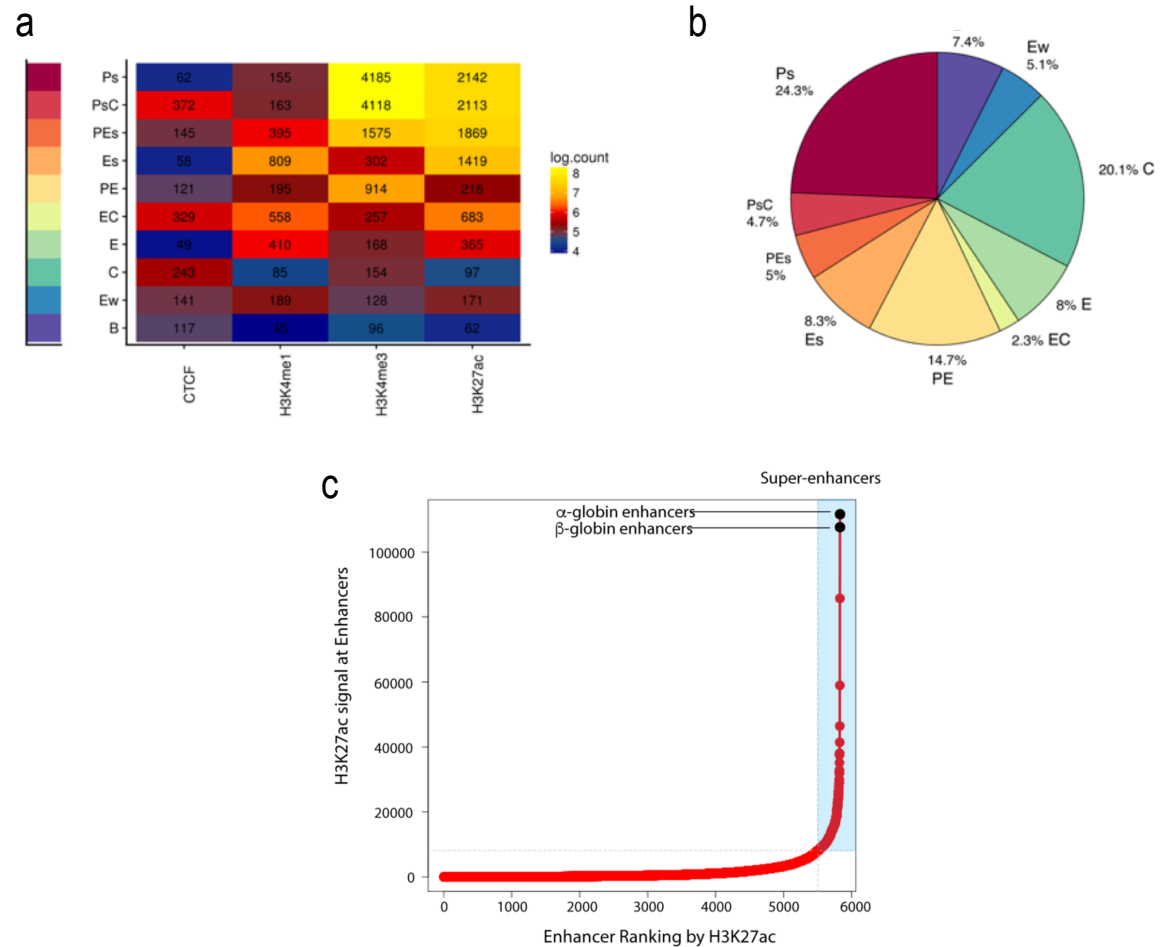

The α -globin enhancer is a super-enhancer in primitive erythroblasts. a. 10 Chromatin states were identified using the read count for CTCF, H3K4me1, H3K4me3 and H3K27ac: Ps (strong promoters), PsC (strong promoters with CTCF binding), PEs (promoters with an enhancer mark), Es (strong enhancers), PE (promoters with an enhancer mark), EC (enhancers with a CTCF mark), E (enhancers), C (CTCF sites), Ew (weak enhancers) and B (background). b. The proportion of elements associated with each chromatin state identified. c. 327 super-enhancers were identified in primitive erythroid cells. The two top-ranking super-enhancers are the α -globin and β -globin enhancer clusters.

Supplementary Figure 5

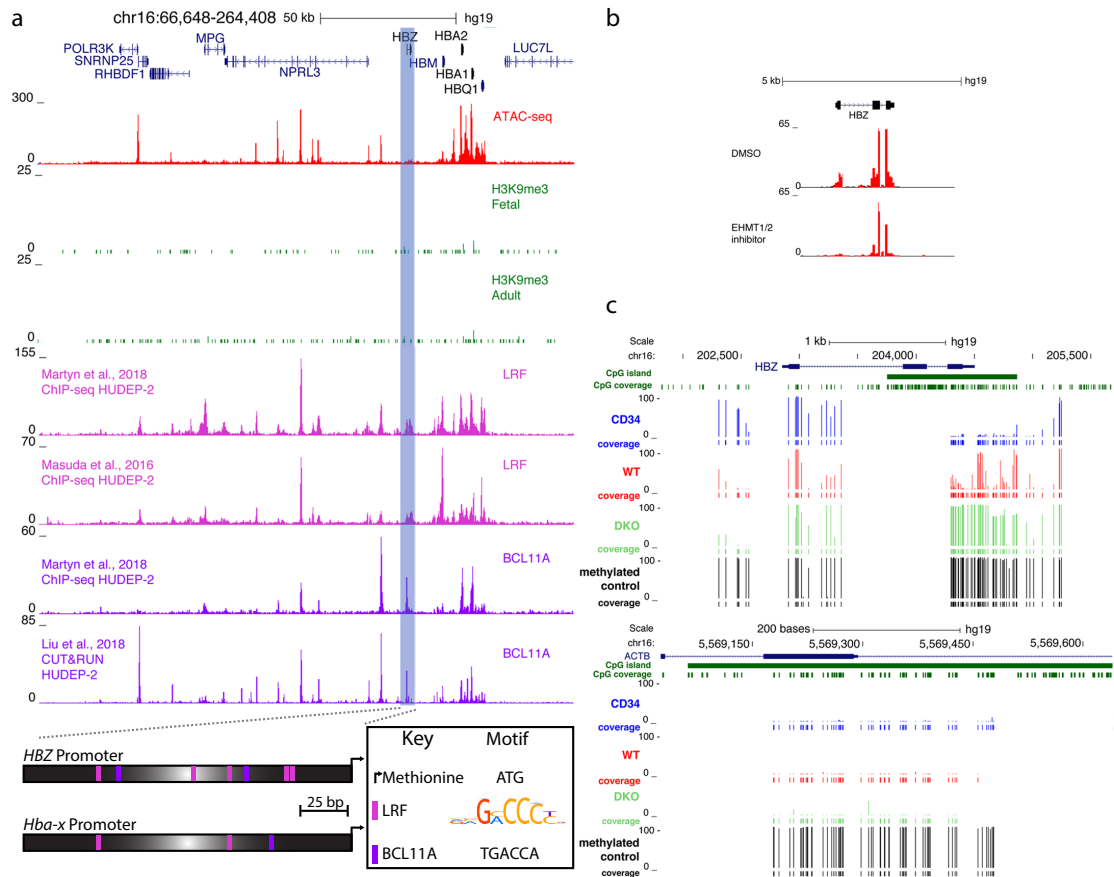

The ζ -globin gene is not silenced by H3K9me3 or DNA methylation, however it is bound by the repressors LRF and BCL11A.

a. Upper, ChIP-seq for H3K9me3 across the α -globin locus in primary erythroid cells derived from fetal and adult CD34⁺ cells². ChIP-seq and CUT&RUN data for LRF and BCL11A binding across the α -globin locus; the relevant publication, cell type and technique used are shown. An ATAC-seq track for HUDEP-2 WT cells is also shown for orientation. Lower, conservation of binding sequences for the repressors of zeta-globin gene expression LRF1, and BCL11A in the human and mouse ζ -globin promoters. The motifs used for LRF are from HOCOMOCO (<https://hocomoco11.autosome.ru/>) and the BCL11A motif is from references 3 and 4. c. Normalised RNA-seq generated following addition of DMSO control (top track) and the EHMT1/2 (G9a) inhibitor UNC0638 (bottom track)⁵. There is no increase in ζ -globin expression following EHMT1/2 inhibition indicating that H3K9me2 does not play a role in repression. c. Bisulfite sequencing across the *HBZ* gene in erythroid cells derived from primary CD34 cells, WT HUDEP-2 cells and the DKO HUDEP-2 clone in which lack LRF and BCL11A function. The promoter of the active *ACTB* gene serves as an unmethylated control. In primary erythroid cells derived from adult CD34⁺ cells, four CpGs are methylated and two are unmethylated,

82   whereas in HUDEP-2 cells (which still express trivial amounts of ζ -globin), all but one is
83   unmethylated. As to why these are different is unclear and may relate to aberrant methylation
84   due to HUDEP-2 immortalisation, or that HUDEP-2 cells are derived from fetal CD34+ cells
85   rather than adult. However, given ζ -globin is still effectively silenced in WT HUDEP-2 cells,
86   DNA methylation at the promoter does not appear to play a silencing role.

Supplementary Figure 6

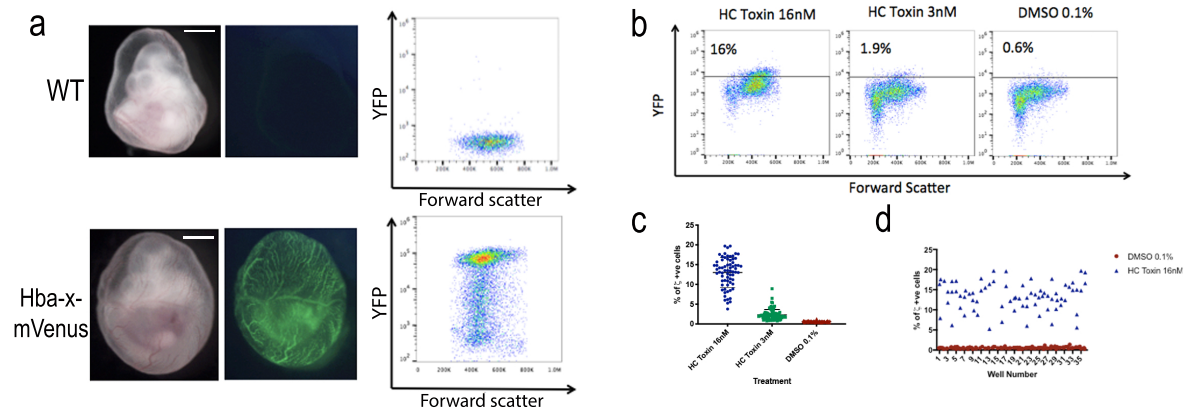

HDAC inhibition by HC-Toxin reactivates ζ -globin transcription. a. Microscopy of Hba-x-mVenus/WT and WT/WT littermate embryos under incident light (left panels) and ultra violet illumination with a YFP filter (middle panels), right panels show representative flow cytometry plots for erythroid cells derived from E10.5 embryos. A clear fluorescent signal is seen in the ζ -Venus heterozygous embryos. scale bars indicate 1mm. Repeated independently 3 times. b. Representative flow cytometry plots for erythroid cells derived from fetal liver cultured from E12.5 embryos, which do not normally express ζ -globin, treated with 16nM or 3nM of HC-Toxin, which induces ζ -globin expression (evidenced by mVenus) in a dose dependent manner. c. There is a significant increase in fluorescence in cells treated with HC-Toxin treatment across one hundred replicates ($P < 0.0001$ for 3nM and 16nM), bars show median expression and SD. d. Scatter plot showing the percentage of mVenus positive definitive erythroblasts when treated with 16nM of HC toxin compared to the negative control (DMSO 0.1%). Source data are provided as a Source Data file.

105 **Supplementary Figure 7**

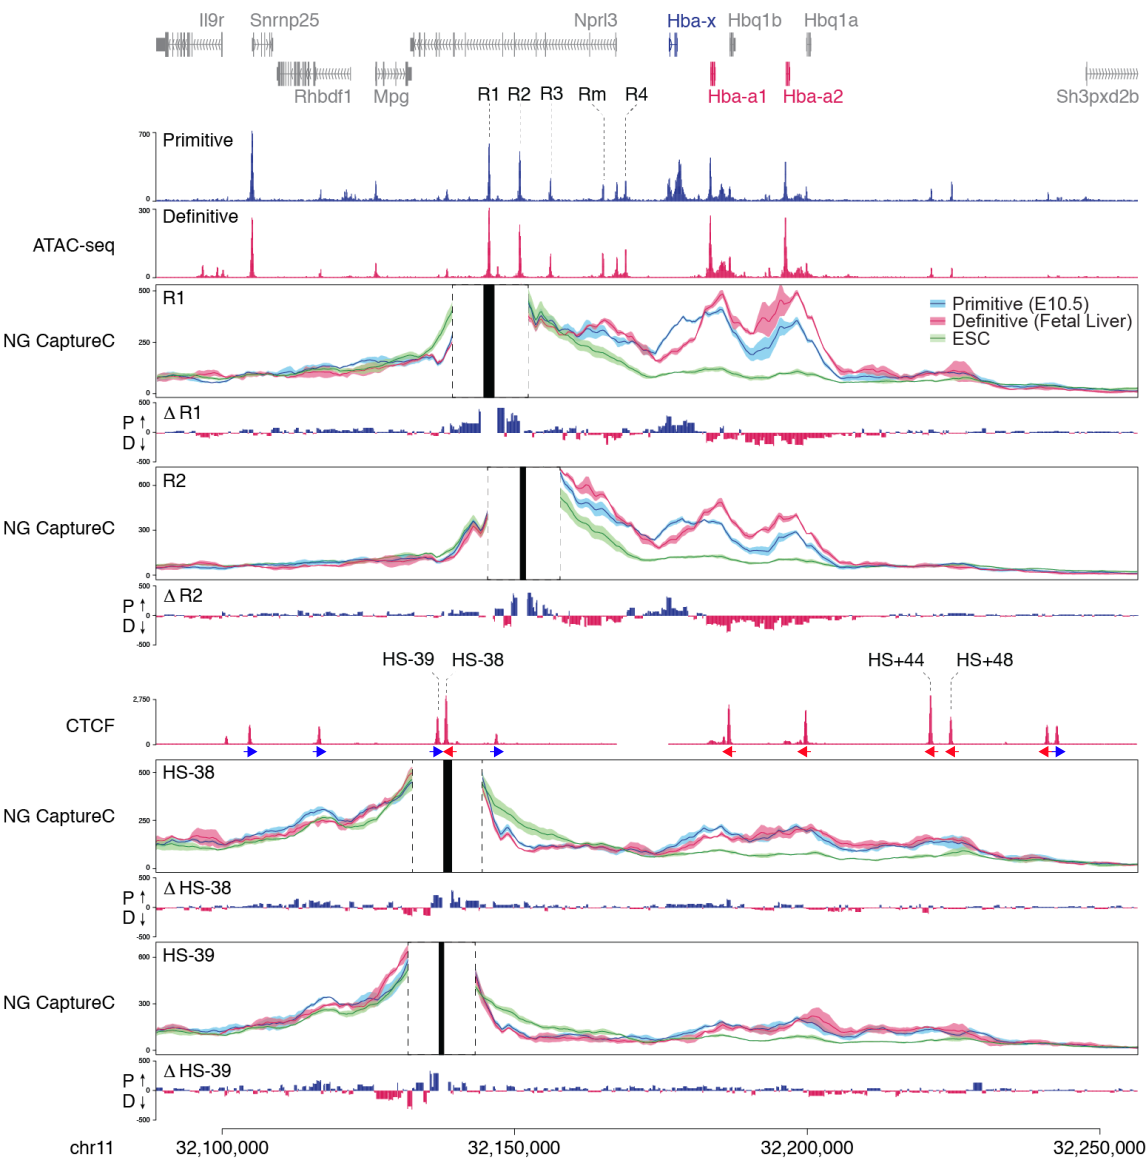

106
107 **The α -globin self-interacting domain is highly similar in primitive and definitive**
108 **erythroblasts.** Overlaid normalized Capture-C data from the viewpoints of R1 and R2 and the
109 HS-38 and HS-39 CTCF sites. The mean, plus and minus one standard deviation (s.d.), of
110 sliding 5 kb windows are visualized. Differential tracks (Δ Capture-C) show a subtraction
111 (Primitive - Definitive) of the mean number of meaningful interactions per restriction fragment.

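Scaled to the cis total, 3 of the 4 pairs of R1 or R2 with Hba-a1 or Hba-a2 had less contact in primitive than in definitive cells. From R1, Hba-a2 held 3140 ± 127 interactions per 100000 cis interactions in primitive and 4135 ± 92 in definitive cells (s.d., n = 3; log2 −0.40, adjusted p = 8.1e-06 from edgeR's quasi-likelihood test), and Hba-a1 3840 ± 131 and 4237 ± 193, which did not pass (log2 −0.15, adjusted p = 0.086). From R2, Hba-a1 held 3418 ± 241 and 4395 ± 100 (log2 −0.36, adjusted p = 0.00042) and Hba-a2 2550 ± 130 and 3482 ± 122 (log2 −0.44, adjusted p = 5.5e-05). Within the enhancer cluster, Rm was lower in primitive cells from R1 (log2 −0.38, adjusted p = 0.00049) and from R2 (log2 −0.27, adjusted p = 0.015). The sub-TAD as a whole did not pass from either enhancer (log2 −0.06 and −0.13, adjusted p = 0.17 and 0.063). Of 14 named regions, 2 were higher and 2 lower from R1 (3 and 2 adjusted over the list alone). Of 13 from R2, 1 was higher and 4 lower (3 and 5 adjusted over the list alone). From the boundary element HS-38, the sub-TAD held 15093 ± 803 and 13663 ± 921 interactions (log2 0.14, adjusted p = 0.11). EdgeR called 0 of 14 regions, with 5 at an unadjusted p under 0.05 and 1, the 50 kb downstream, called lower by DESeq2. From HS-39, the sub-TAD held 13424 ± 233 and 11068 ± 89 (log2 0.28, adjusted p = 2.1e-05) and R1 to R4 4399 ± 201 and 3405 ± 316 (log2 0.37, adjusted p = 0.0013). From there, 2 of 14 regions were higher (5 higher and 1 lower adjusted over the list alone). The HS-38 and HS-39 viewpoints fall in one inferred stretch (chromosome 11 of mm9, 32136425 to 32139483), so their positions were not told apart. Scaling to cis and trans interactions ended the 3 calls of the α-globin genes (Hba-a1 0.16 and Hba-a2 −0.09 from R1, −0.061 and −0.14 from R2). It ended the call of Rm from R2 as well (0.03), and it called the sub-TAD higher in primitive cells from R1 (0.25), R2 (0.17) and HS-38 (0.42). The HS-39 sub-TAD value was not called with TMM (0.11) or DESeq2 (0.09), nor R1 to R4 from there (0.19 and 0.17). TMM called the sub-TAD lower in primitive cells from R1 (−0.41) and R2 (−0.51) and Hba-a1 lower from R1 (−0.50). Rm did not pass from R1 with cis and trans interactions (−0.072) or from R2 in windows of 2 kb (−0.11) or 10 kb (−0.15). Single libraries decided some calls: Hba-a1 from R1 (log2 −0.18) and the sub-TAD from R2 (−0.14) were called without primitive replicate 1 and the sub-TAD from HS-38 (0.17) without definitive replicate 3. R1 to R4 from HS-39 (0.29) was not called without definitive replicate 1, nor Rm from R2 without definitive replicate 1 or 2 or primitive replicate 3 (−0.24, −0.27 and −0.22).

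**Figure D3:**
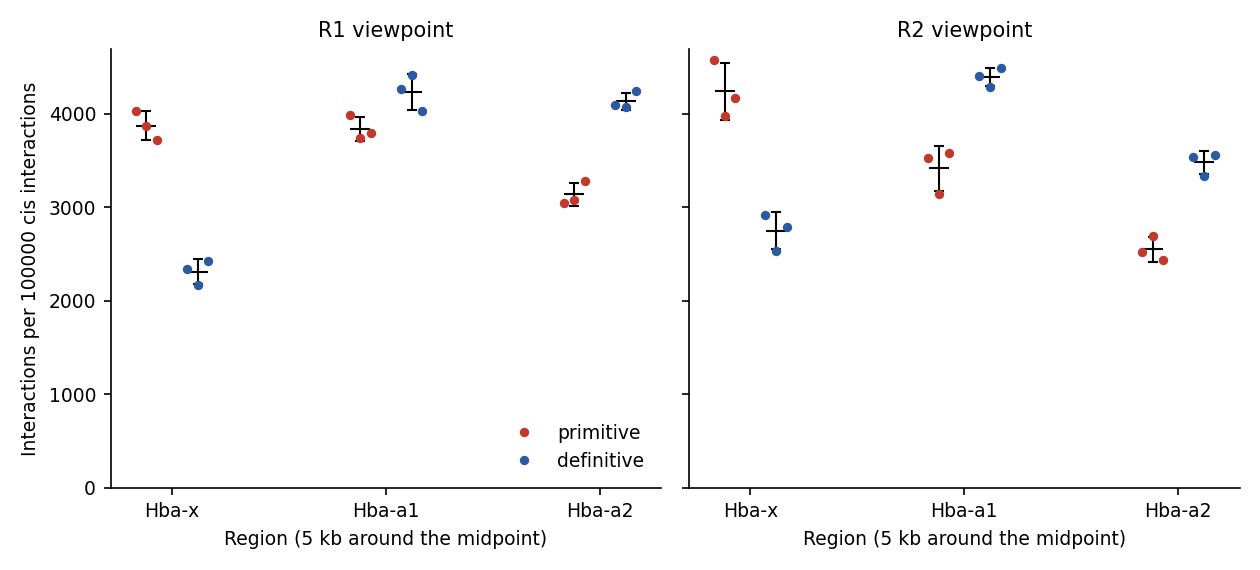
Interactions of the R1 (left) and R2 (right) viewpoints with 5 kb around Hba-x, Hba-a1 and Hba-a2, per 100000 cis interactions. Points are samples and black bars the mean ± s.d. of 3 samples; primitive samples are above definitive ones at Hba-x and below them at Hba-a1 and Hba-a2, where Hba-a1 from R1 turns to 0.16 (log2) when scaled to cis and trans interactions.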

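Over the 500 kb on each side, R1 and R2 differed between the erythroid cells in 36 and 45 bins, and HS-38 and HS-39, at the boundary, in 10 and 0. Of the 196 bins of R1, 28 were higher and 8 lower in primitive cells, and of the 196 of R2, 35 were higher and 10 lower (edgeR's quasi-likelihood test, adjusted p under 0.05). HS-38 had 10 higher bins of 197 and none that was lower, with 45 at an unadjusted p under 0.05 and 1, a lower one, called by DESeq2. HS-39 had 0, with 34 at an unadjusted p under 0.05 and 0 called by DESeq2, and 6 without primitive replicate 1 and 1 without definitive replicate 1. The lowest called bin was the same from both enhancers, 31720001 to 31725000 on chromosome 11 of mm9, with 27 primitive against 51 definitive interactions from R1 (log2 −1.35) and 33 against 42 from R2 (log2 −1.04). In the highest bin of R2, 31910001 to 31915000, 39 interactions were counted in primitive cells and 1 in definitive cells, and in that of R1, 31925001 to 31930000, 13 and 0. The highest bin of HS-38, 32010001 to 32015000, held 69 and 12 (log2 2.05). With TMM scaling R1 had 7 higher and 15 lower bins and R2 11 and 15, and DESeq2 gave 4 and 11, and 1 and 10. Scaled to cis and trans interactions, 70 bins were called for R1, 69 for R2, 57 for HS-38 and 29 for HS-39. Windows of 10 kb gave 20 for HS-38 and 11 for HS-39. The gap between these viewpoints thus depends on the setting. The counts for R1 fell to between 9 and 11 without definitive replicate 1 or 2 or primitive replicate 2 or 3. Those for R2 fell to 23, 28 and 18 without definitive replicate 2 or 3 or primitive replicate 3, and those for HS-38 fell to between 1 and 4 without definitive replicate 1 or 2 or primitive replicate 2 or 3.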

112 Grey vertical bars indicate the position of the viewpoint; the enhancers and boundary CTCF
113 elements are shown above an ATAC-seq track from primitive erythroid cells. A ChIP-seq track
114 demonstrating CTCF boundary sites from definitive erythroid cells is shown along with the
115 orientation of CTCF sites⁶. All tracks are merged data from three independent experiments.
116

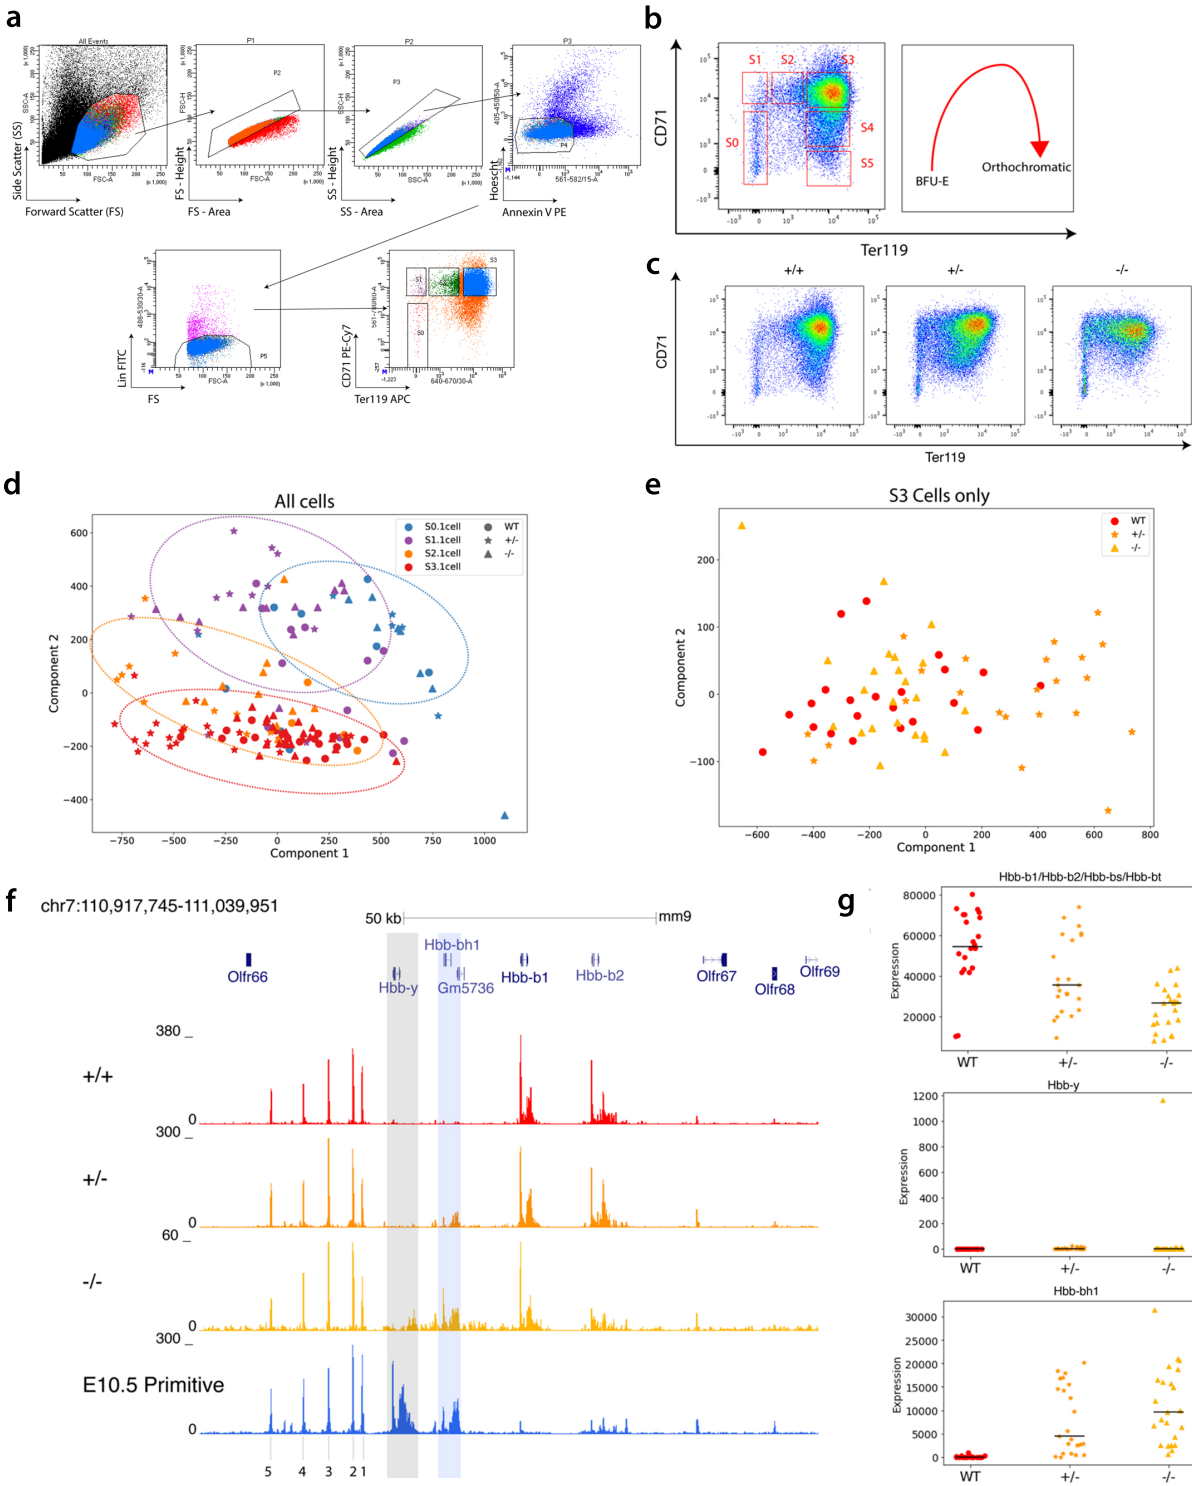

Embryonic and fetal β -like globin expression does not result from a differentiation block in *Lrf* mutant erythroblasts. a. Erythroid differentiation in freshly isolated fetal liver (E12.5), defined by the CD71/Ter119 flow cytometric profile. Cells can be separated into six sub-sets (S0-S5), corresponding to increasing erythroid differentiation. b. Representative plots of erythroid differentiation in *Lrf^{Flox/Flox}* (+/+), *Lrf^{Flox/-}* (+/-) and *Lrf^{-/-}* (-/-) from ~E12.5 fetal livers. There is a differentiation block in the *Lrf^{Flox/-}* and the *Lrf^{-/-}* erythroid cells. c. PCA analysis excluding the globin genes demonstrates that S0, S1, S2 and S3 cluster together. d. When considering one population (the S3 population) the WT, heterozygote and homozygote *Lrf^{-/-}* cells do not cluster together, confirming the differentiation stage is similar across these cell populations. e,f. Chromatin accessibility and single cell expression at the β -globin locus in *Lrf^{Flox/Flox}* (+/+), *Lrf^{Flox/-}* (+/-) and *Lrf^{-/-}* (-/-) primary murine erythroid cells from the S3 population. Only *Hbb-bh1* is derepressed. The *Hbb-y* gene and *Hbb-bh1* genes are highlighted in grey and blue respectively.

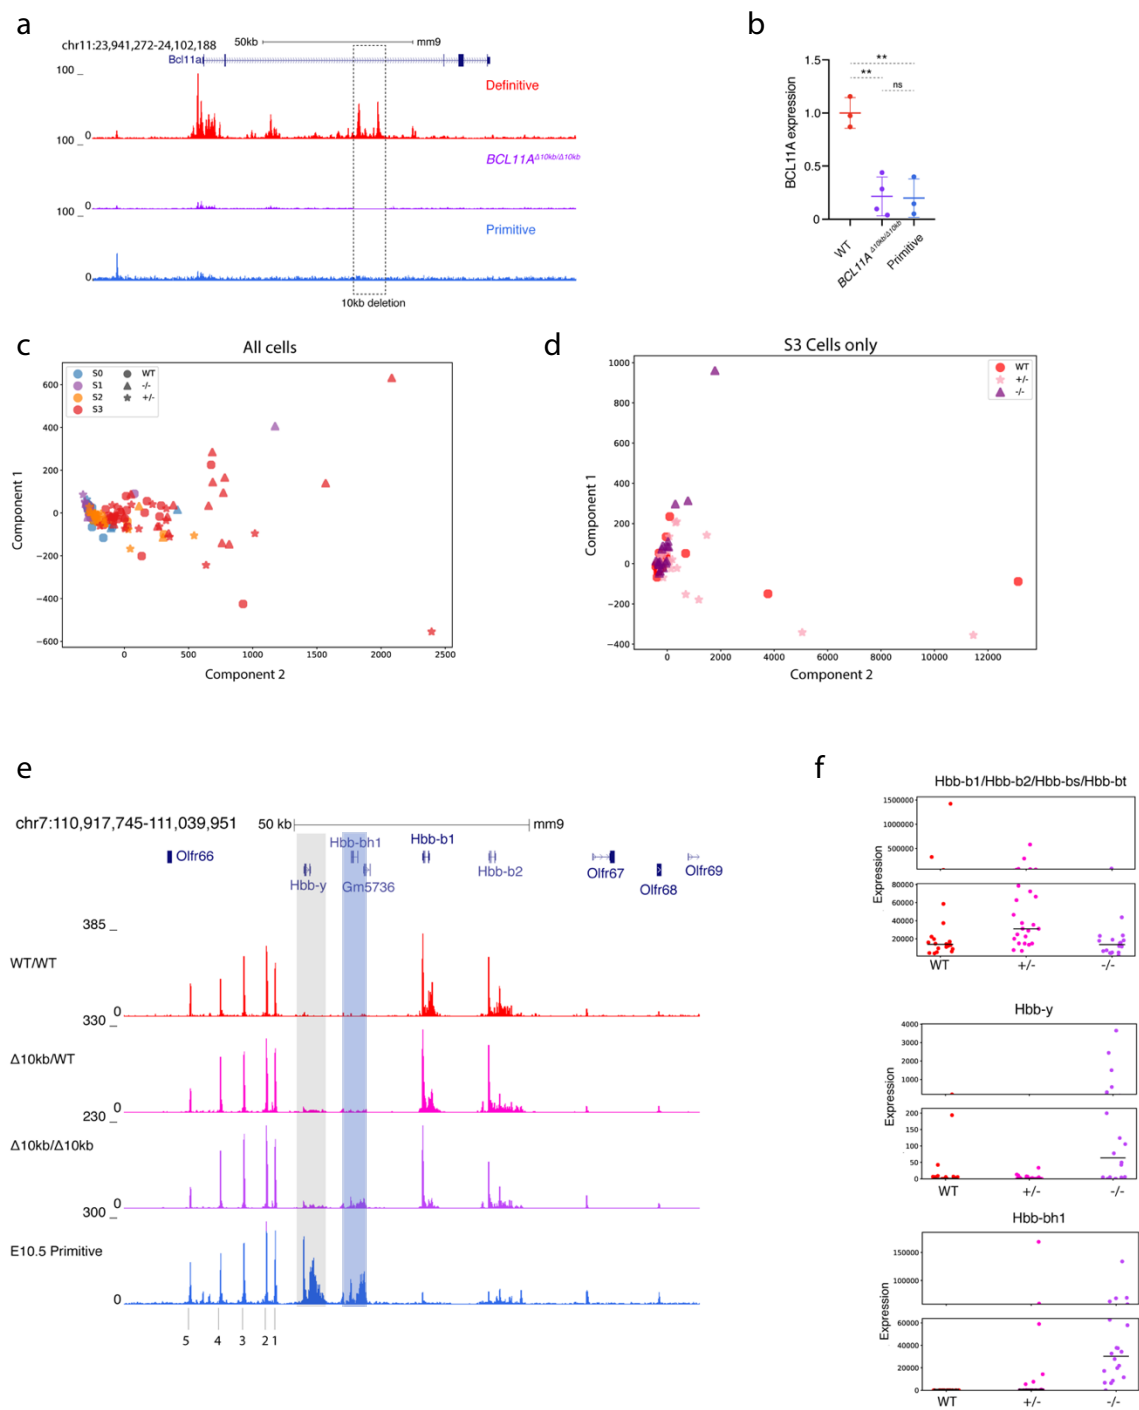

Characterisation of reduced *Bcl11a* expression and cell identity in *Bcl11a*^{Δ10kb/Δ10kb} definitive erythroblasts. a,b. Chromatin accessibility and *Bcl11a* expression in WT definitive, primitive (E10.5) and *Bcl11a*^{Δ10kb/Δ10kb} definitive erythroid cells. *Bcl11a* expression was performed in bulk populations on steady-state RNA, normalized to R18s, and then normalized to WT. Experiments were performed in ≥3 independent biological replicates (WT, N=3; BCL11A Δ10kb/10kb, N=4; E10.5, N=3). Statistical analysis is by one-way ANOVA with a Bonferroni correction for multiple comparisons; the individual data points and SEM are shown. ** denotes p<0.01. Bars show mean +/- SEM. Definitive erythroid cells used for experiments were Ter119 selected erythroid cells from adult spleens. c. PCA analysis excluding the globin genes demonstrates that there is no clustering based on genotype; this is also true when considering the S3 population only (d). This confirms the cells analysed are definitive erythroid. e, f. Chromatin accessibility and single cell expression at the β-globin locus in *Bcl11a*^{WT/WT} (WT/WT), *Bcl11a*^{Δ10kb/WT} (Δ10kb/WT) and *Bcl11a*^{Δ10kb/Δ10kb} (Δ10kb/Δ10kb) erythroid cells from the S3 population. Both the embryonic genes are de-repressed. The *Hbb-y* gene and *Hbb-bh1* genes are highlighted in grey and blue respectively. Source data are provided as a Source Data file.

Supplementary Figure 10

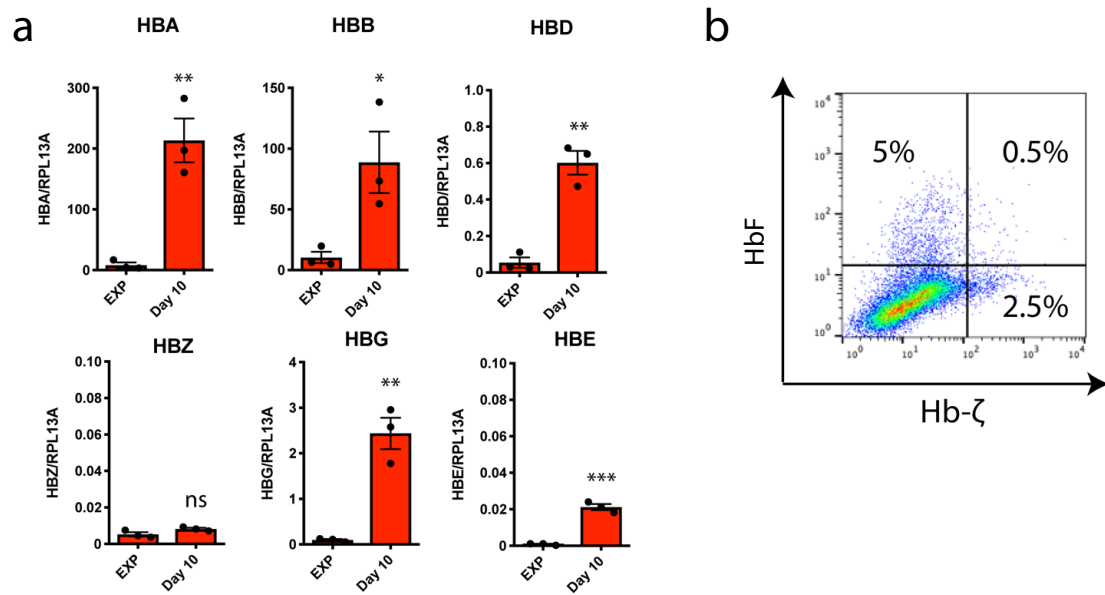

Characterisation of globin expression in WT HUDEP-2 cells. a. Expression analysis for *HBA*, *HBB*, *HBD*, *HBZ*, *HBG* and *HBE* from HUDEP-2 cells in expansion phase and at Day 10 of differentiation, normalized to *RPL13A*. * denotes $p < 0.05$, ** denotes $p < 0.01$; *** denotes $p < 0.001$. Significance was determined by a two-tailed Student's t-test. N=3 independent experiments (p values: *HBA*, p 0.0048; *HBB*, p 0.038; *HBG*, 0.0025; *HBD*, 0.0015; *HBE*, 0.0003). Error bars show the mean $\pm$ SEM. b. Representative flow cytometry on HUDEP-2 cells for HbF and ζ -globin. There is minimal fetal and embryonic globin expression or protein production in HUDEP-2 cells. Source data are provided as a Source Data file.

Supplementary Figure 11

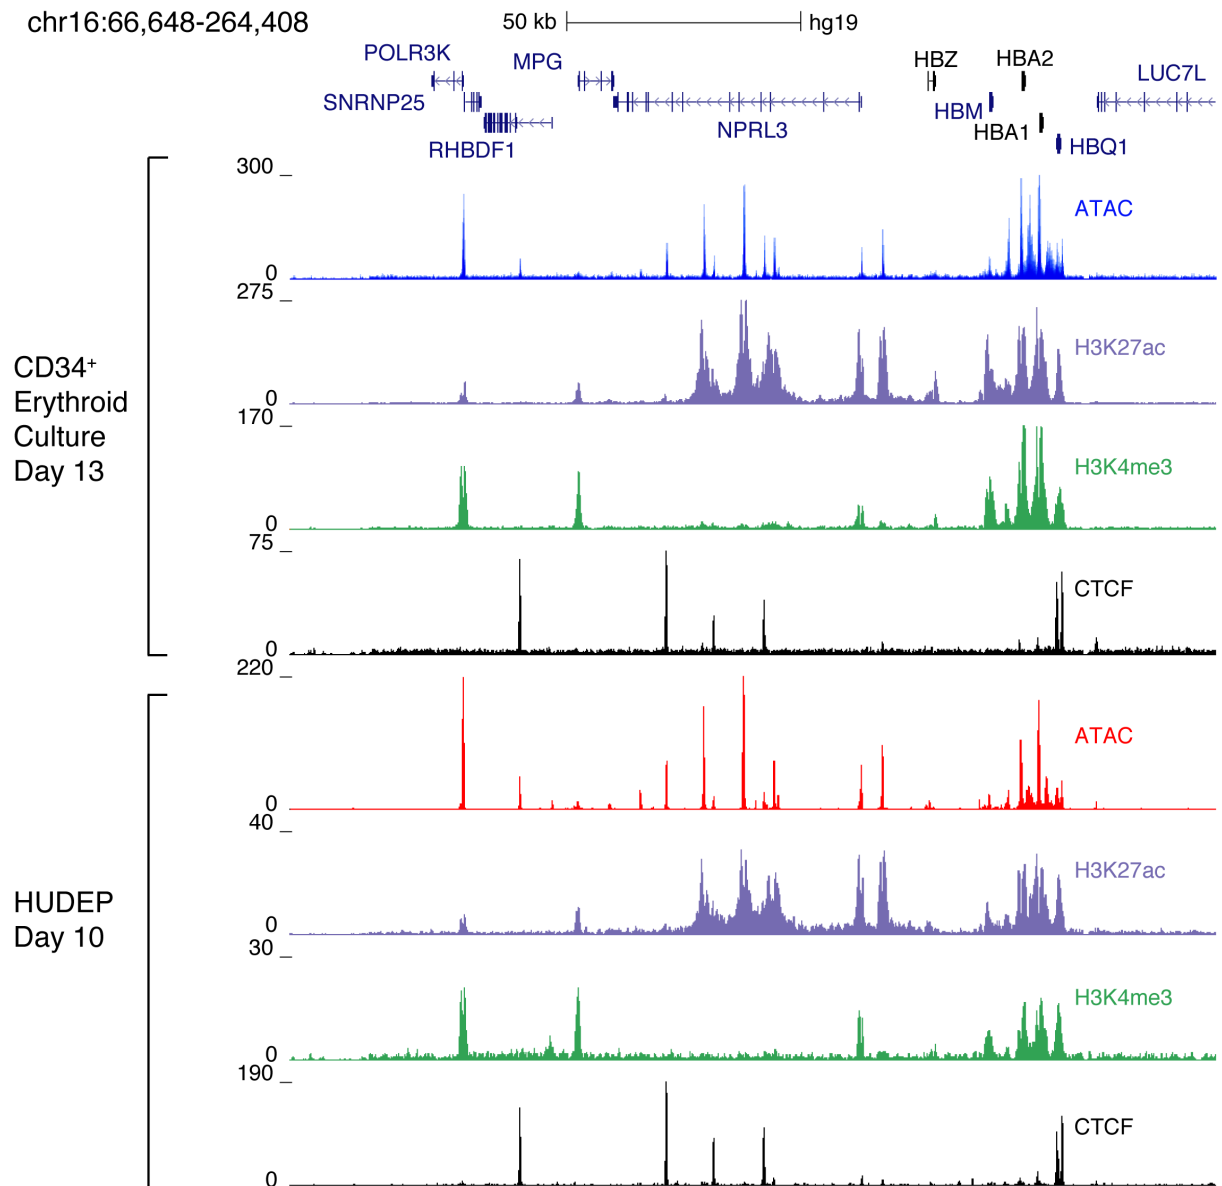

HUDEP-2 cells accurately model the α -globin locus. Histone marks and CTCF binding for primary erythroid cells and HUDEP-2 cells at the α -globin locus. Primary erythroid cell data are from a CD34⁺ three-phase erythroid culture system. HUDEP-2 ChIP-seq data consist of a single replicate performed on Day 10 of the HUDEP-2 culture system; ATAC-seq data are in triplicate. Data are normalized by RPKM.

Supplementary Figure 12

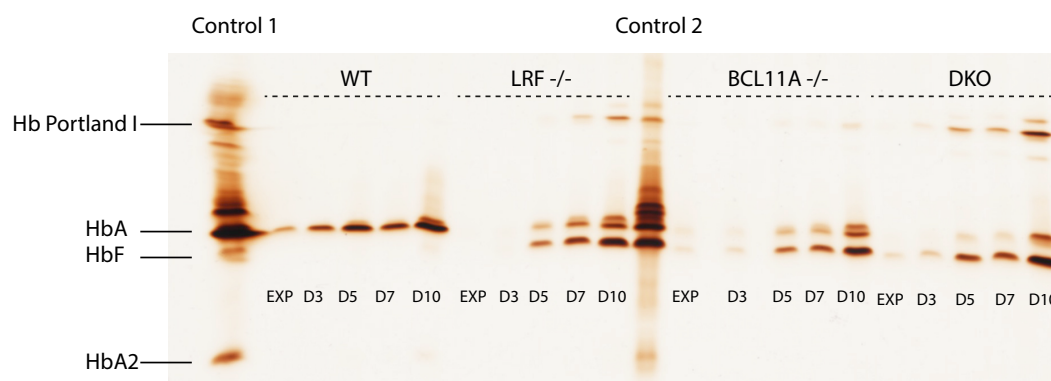

Isoelectric focusing of extracts from WT, LRF^{-/-}, BCL11A^{-/-} and DKO HUDEP2 cells through differentiation shows detectable Hb Portland I ($\zeta_2\gamma_2$) in the mutant cells. DKO cells have the highest amount of Hb Portland I. Exp denotes expansion media; D3, D5, D7 and D10 denotes the day of differentiation. Two controls are shown. Control 1 is a transfused infant with ζ^{SEA}/ζ^{SEA} some of these patients have ζ -globin expression at birth⁷. Control 2 is a compound heterozygote for mutations in the *KLF1* transcription factor which has been extensively characterised and is known to express ζ -globin⁸. Source data are provided as a Source Data file. Repeated independently 3 times.

Supplementary Figure 13

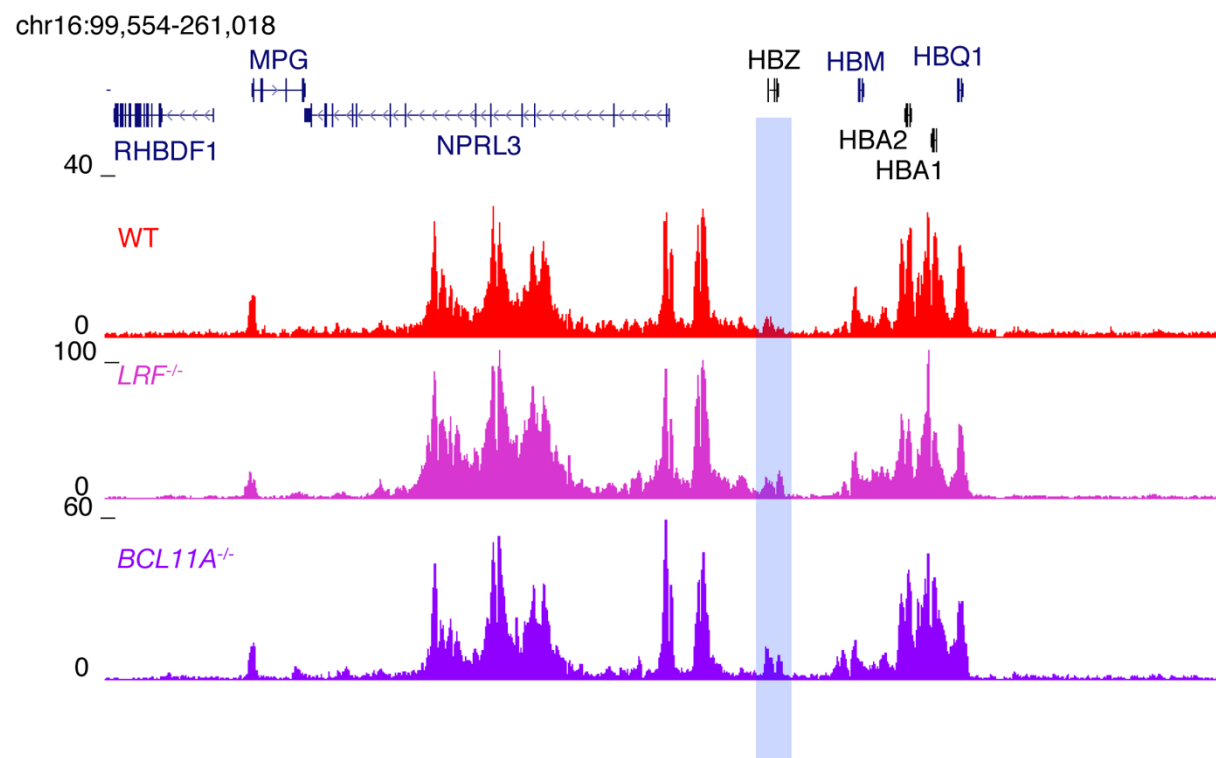

Knockout of *LRF* and *BCL11A* individually leads to a small increase in histone acetylation at the ζ -globin gene. ChIP-seq tracks of H3K27ac for WT, *LRF*^{-/-} and *BCL11A*^{-/-} HUDEP-2 cells (single replicate). The ζ -globin gene is highlighted in blue.

Supplementary Figure 14

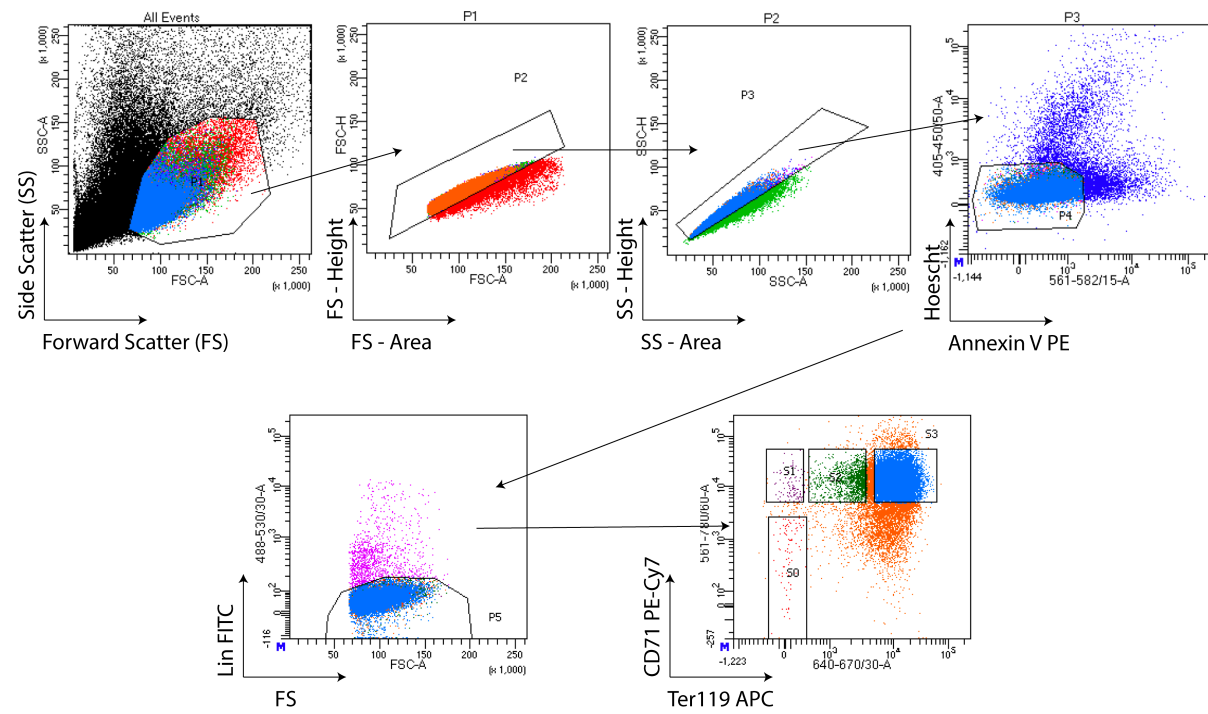

Sorting strategy for experiments presented in Figure 6 and Supplementary Figures 8 and 9

Supplementary Figure 15

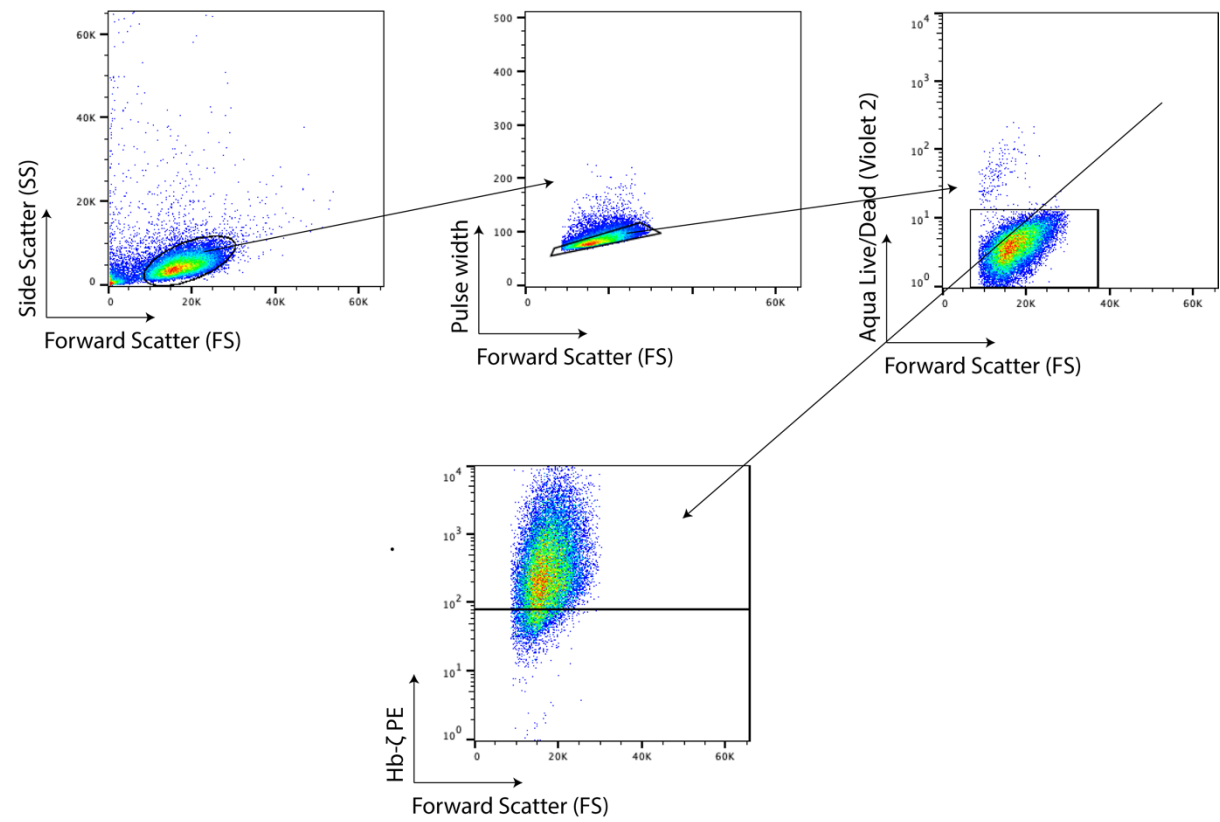

Gating strategy for experiment presented in Figure 7

Supplementary Figure 16

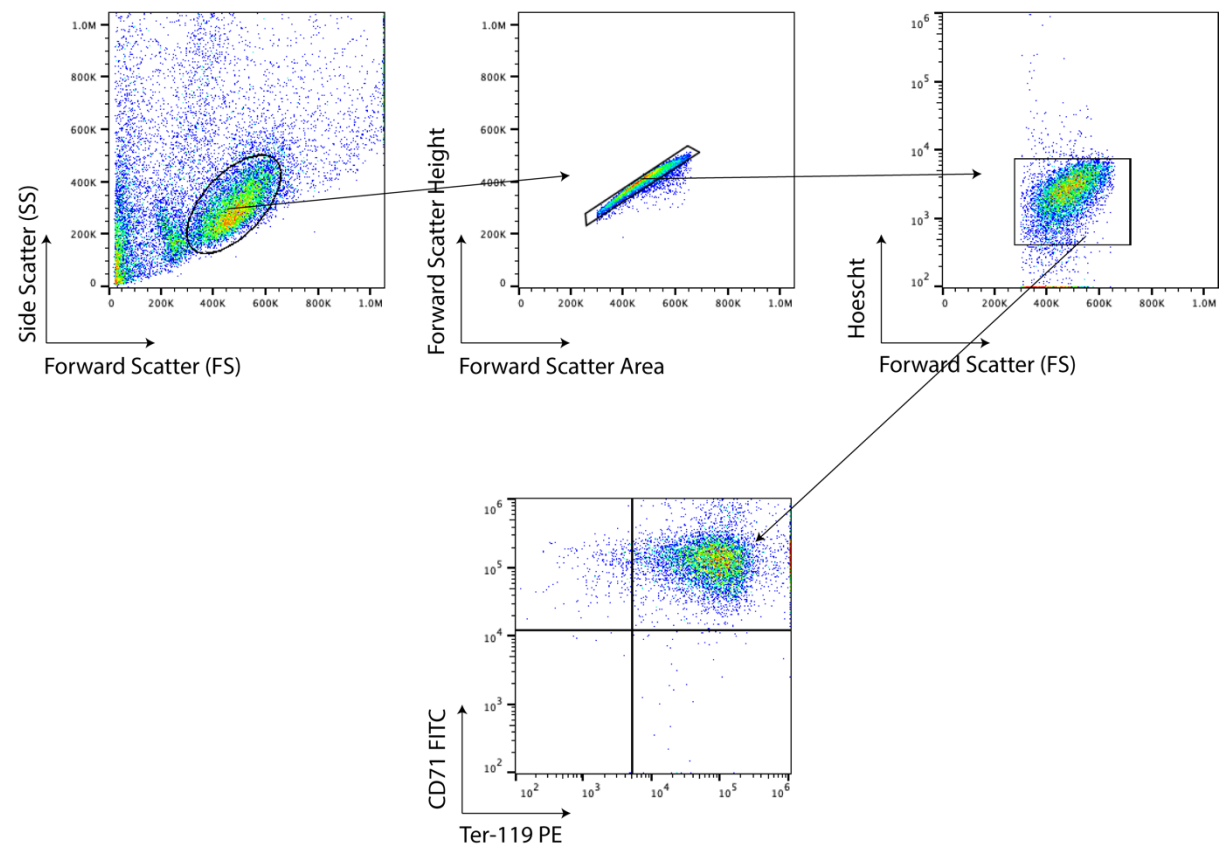

Gating Strategy for experiment presented in Supplementary Figure 1C

Supplementary Figure 17

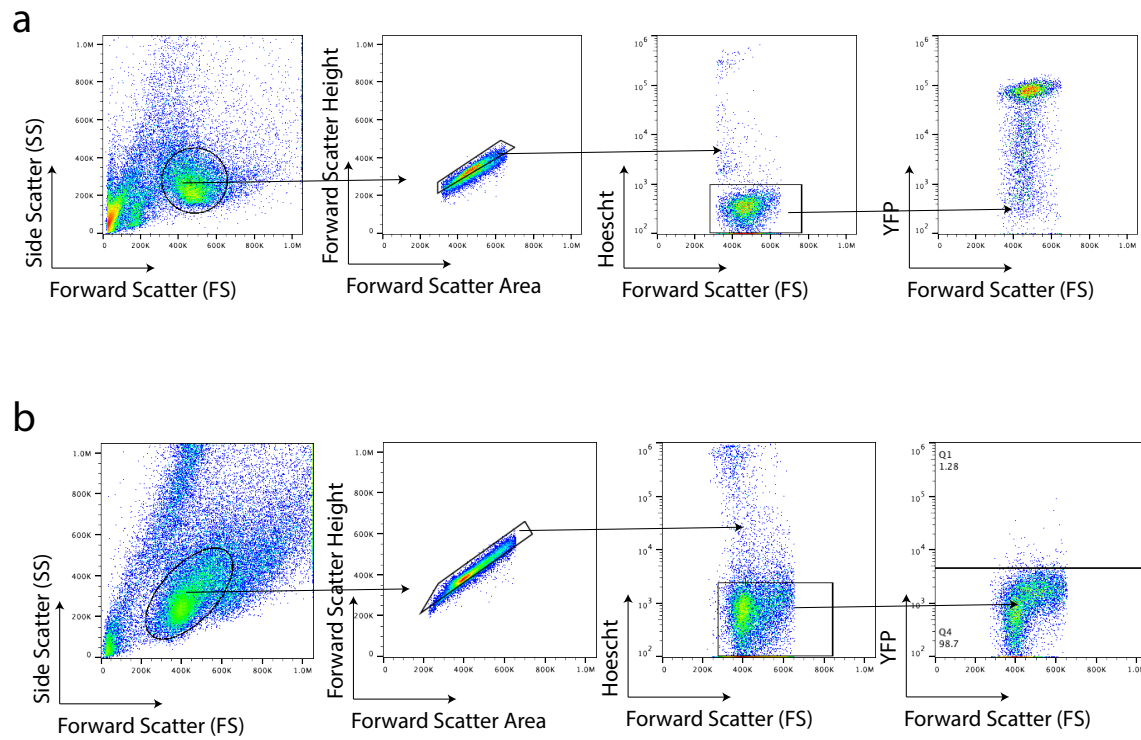

Gating Strategy for experiments presented in Supplementary Figure 6a (a) and Supplementary Figure 6b (b)

Supplementary Figure 18

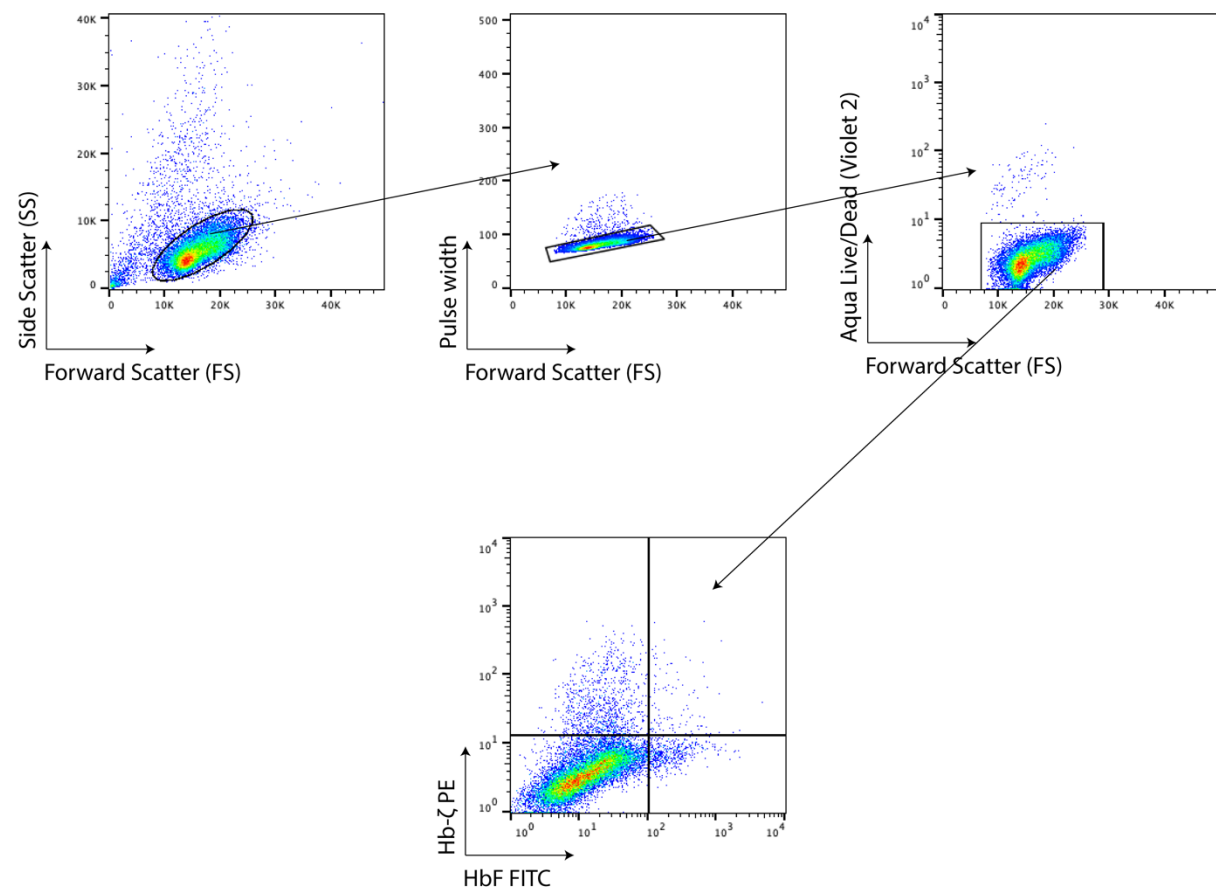

Gating Strategy for experiments presented in Supplementary Figure 10b

Supplementary Table 1

Motifs	JASPAR Predictions
GCGATA	FOXL1=0.64; SPIB=0.62; NFIC=0.53; BRCA1=0.51; GATA3=0.51;
CTGATAAC	GATA3=0.63; SRY=0.6; MZF1_1-4=0.6; NFIC=0.6; FOXL1=0.6; SPIB=0.55; THAP1=0.51; BRCA1=0.51;
GCCCCC	MZF1_1-4=0.78; ZNF354C=0.73; THAP1=0.63; NFIC=0.56; MZF1_5-13=0.55; SP1=0.54; EBF1=0.54; INSM1=0.52;
GCGCAGCGCA	BRCA1=0.72; ZNF354C=0.59; FOXC1=0.59; SPIB=0.52; NRF1=0.51; MZF1_1-4=0.5;
TATCTC	FOXL1=0.69; SPIB=0.63; GATA3=0.63; SRY=0.51;
CCCCCT	MZF1_1-4=0.87; SPIB=0.64; MZF1_5-13=0.63; ZNF354C=0.62; THAP1=0.58; KLF5=0.58; FOXC1=0.57; EBF1=0.54; NFIC=0.53; SP1=0.53; INSM1=0.52; ZEB1=0.51; EHF=0.51;
GTGGGC	ZNF354C=0.9; NFIC=0.71; MZF1_1-4=0.66; THAP1=0.66; ZEB1=0.63; SREBF1=0.56; SREBF2=0.55; MAX=0.54; BRCA1=0.54; SP1=0.53; USF2=0.51;
GGCCCC	MZF1_1-4=0.67; NFIC=0.65; ZNF354C=0.63; THAP1=0.58; EBF1=0.52; KLF5=0.5; REL=0.5;
AATTCC	EHF=0.63; SPIB=0.6; NFIC=0.6; RELA=0.6; REL=0.59; NFKB1=0.55; MZF1_1-4=0.52; DUX4=0.51; ZNF354C=0.51; E2F6=0.51; FOXH1=0.51; E2F4=0.5; HINFP=0.5; NKX3-1=0.5;
ATGGGC	ZNF354C=0.73; NFIC=0.71; MZF1_1-4=0.65; THAP1=0.65; FOXL1=0.57; SREBF2=0.56; SPIB=0.56; SREBF1=0.56; MZF1_5-13=0.55; SP1=0.52; EBF1=0.52; CDX2=0.51; NRF1=0.51;
ATTGGC	NFIC=0.86; THAP1=0.63; SOX9=0.56; BRCA1=0.56; ZNF354C=0.56; FOXL1=0.53; FOXH1=0.52; SPIB=0.52; MZF1_1-4=0.52; DUX4=0.52; CDX2=0.51; SRY=0.5;
GCCCCCT	MZF1_1-4=0.77; SPIB=0.64; THAP1=0.62; KLF5=0.59; ZNF354C=0.58; MZF1_5-13=0.58; NFIC=0.56; SP1=0.54; EBF1=0.52; ZEB1=0.52; NRF1=0.51;
TTAGGT	FOXC1=0.64; SPIB=0.64; MZF1_1-4=0.6; NFIC=0.6; ZNF354C=0.59; NKX3-1=0.57; RORA_1=0.55; FOXL1=0.55; THAP1=0.54; DUX4=0.53; SREBF1=0.53; HINFP=0.51; GATA3=0.51;
CCAGCG	BRCA1=0.69; NFIC=0.65; ZNF354C=0.6; FOXC1=0.59; THAP1=0.59; MZF1_1-4=0.58; SPIB=0.54; NRF1=0.51;
GCCCAT	ZNF354C=0.73; NFIC=0.71; MZF1_1-4=0.65; THAP1=0.65; FOXL1=0.57; SREBF2=0.56; SPIB=0.56; SREBF1=0.56; MZF1_5-13=0.55; SP1=0.52; EBF1=0.52; CDX2=0.51; NRF1=0.51;
ATATAAA	FOXL1=0.68; GATA3=0.62; NKX3-1=0.59; FOXD1=0.56; SRY=0.55; FOXP2=0.54; CDX2=0.53; BRCA1=0.52; STAT1=0.51; FOXI1=0.5;
ATACAA	NFIC=0.7; NKX3-1=0.67; FOXL1=0.65; ZNF354C=0.65; SRY=0.65; SOX9=0.61; GATA3=0.61; BRCA1=0.59; FOXD1=0.59; FOXC1=0.58; CDX2=0.5;
GGCTCC	ZNF354C=0.65; NFIC=0.63; BRCA1=0.57; E2F6=0.52; MZF1_1-4=0.52; EBF1=0.52; E2F4=0.51;
TAGAGA	ZNF354C=0.65; SPIB=0.64; FOXL1=0.63; MZF1_1-4=0.61; NFIC=0.52; EBF1=0.52; GATA3=0.51; FOXC1=0.5;
CATGTG	MAX=0.62; NKX3-1=0.59; FOXC1=0.57; USF2=0.56; MZF1_1-4=0.56; BRCA1=0.55; USF1=0.55; ZEB1=0.55; SREBF1=0.53; ZNF354C=0.52; FOXL1=0.52; NRF1=0.52; MYC::MAX=0.51; EBF1=0.51; SPIB=0.51;
CATGTG	MAX=0.62; NKX3-1=0.59; FOXC1=0.57; USF2=0.56; MZF1_1-4=0.56; BRCA1=0.55; USF1=0.55; ZEB1=0.55; SREBF1=0.53; ZNF354C=0.52; FOXL1=0.52; NRF1=0.52; MYC::MAX=0.51; EBF1=0.51; SPIB=0.51;
CCCCTC	MZF1_1-4=0.79; ZNF354C=0.75; SPIB=0.66; MZF1_5-13=0.63; KLF5=0.6; THAP1=0.58; SP1=0.54; FOXC1=0.52; EHF=0.5;
CCCCTC	MZF1_1-4=0.79; ZNF354C=0.75; SPIB=0.66; MZF1_5-13=0.63; KLF5=0.6; THAP1=0.58; SP1=0.54; FOXC1=0.52; EHF=0.5;
CCCCTC	MZF1_1-4=0.79; ZNF354C=0.75; SPIB=0.66; MZF1_5-13=0.63; KLF5=0.6; THAP1=0.58; SP1=0.54; FOXC1=0.52; EHF=0.5;
TACAGT	FOXC1=0.73; SPIB=0.64; FOXL1=0.59; ZNF354C=0.58; SRY=0.56; NFIC=0.55; SOX9=0.53; THAP1=0.51;
ATTCCC	SPIB=0.69; MZF1_1-4=0.69; ZNF354C=0.65; NFIC=0.63; THAP1=0.61; RELA=0.59; REL=0.57; FOXL1=0.56; MZF1_5-13=0.54; NFKB1=0.54; STAT3=0.54; STAT1=0.53; E2F6=0.53; E2F4=0.53; FOXH1=0.52; EHF=0.51;

Footprints at the ζ -globin promoter, sorted by average footprint strength with corresponding JASPAR predictions. Multiple entries represent multiple instances of the same motif identified within the promoter region.

Supplementary Table 2

Element	Genomic coordinates in Mm9	Number of embryos with LacZ activity ⁽¹⁾	Staining consistent with erythropoiesis ⁽²⁾
MCSR1	chr11:32145540-32146033 bp	9	Yes
MCSR2	chr11:32150804-32151369	4	Yes
MCSR3	chr11:32156068-32156646	3 ⁽³⁾	No
DHS-12	chr11:32165216-32165550	7	No
MCSR4	chr11:32168944-32169344	7	No

Summary of transgenic enhancer testing in E9 mouse embryos.

1. Number of embryos obtained showing any LacZ staining.
2. Enhancer elements were scored as having activity during haematopoiesis if LacZ staining was visualized in hematopoietic cells in at least 3 embryos.
3. A further 6 embryos were shown to carry stable integration of this element.

Supplementary Table 3

Globin	Lineage	Differentiation	α -globin cluster
Hba-a1/a2	Ccr2(Monocyte)	Abcg4	Mpg
Hba-x	Ccr9(Lymphocyte)	Alas2	Nprl3
Hbb-b2	Flt3(Lymphocyte)	α po	Rhbdf1
Hbb-bh1	Mpo(Granulocyte)	Arpc2	Sh3pxd2b
Hbb-bh2	Ms4a6c(Monocyte)	Atp1b2	Snrnp25
Hbb-bs	Pf4(Megakaryocyte)	cd59b	
Hbb-y	Plek(Megakaryocyte)	ddx21	
Hbq1a	Prtn3 (Granulocyte)	Dek	
Hbq1b	Vwf	Fth1	
Hbb-bt/bs/b1/b2	(Megakaryocyte)	Gata2	
	Ifitm1(Basophil)	Gpx1	
	Lmo4(Basophil)	H2afy	
	Nrep(Basophil)	Hnrnpa0	
		Hspe1	
		Klf1	
		Mpl	
		Myc	
		Ncl	
		Nono	
		Sox4	
		Tagln2	
		tmem14c	
		Trib2	
		Vamp5	
		Slc43a3	
		Rhd	
		Podxl	
		Pebp1	

Genes used in single cell analysis of the *Lrf^{-/-}* mice.

Supplementary Table 4

Globin	Lineage	Primitive/Definitive	α -globin cluster
Hba-a2	Ccr2(Monocyte)	Abcg4	Mpg
Hba-x	Mpo(Granulocyte)	Aqp1	Nprl3
Hbb-bh1	Ms4a6c(Monocyte)	Aqp8	Rhbdf1
Hbb-bh2	Prtn3 (Granulocyte)	Arid3a	Snrnp25
Hbb-y	Lmo4(Basophil)	Bcl11a	
Hbq1a		Cited2	
Hbq1b		Cpeb4	
Hbb-		Ddx21	
bt/bs/b1/b2		Foxh1	
		H2afy	
		Hspe1	
		Il9r	
		Klf3	
		Zbtb7a	
		Vamp5	
		Tmem14c	
		Sox6	
		Sox4	
		Smarca4	
		Selk	
		Rhd	
		Pogz	
		Podxl	
		Pbx1	
		Oaz1	
		Myc	
		Mbd2	

Genes used for analysis of *Bcl11a* ^{Δ 10kb} mice.

38 **Supplementary Table 5**

Gene symbol	Target sequence (shown 5' - 3')	Target description
Alas2	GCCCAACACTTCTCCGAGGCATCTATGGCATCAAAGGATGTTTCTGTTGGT<br>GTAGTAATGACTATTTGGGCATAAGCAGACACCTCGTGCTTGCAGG	Erythroid specific gene
Bod1	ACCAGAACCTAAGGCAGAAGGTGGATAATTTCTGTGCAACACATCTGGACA<br>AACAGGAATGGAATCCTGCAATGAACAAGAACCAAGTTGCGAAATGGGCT	Surrounding gene
Btf3	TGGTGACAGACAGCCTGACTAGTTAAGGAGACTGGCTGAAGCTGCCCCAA<br>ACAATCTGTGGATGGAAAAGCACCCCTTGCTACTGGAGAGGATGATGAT	Expression control
Car2	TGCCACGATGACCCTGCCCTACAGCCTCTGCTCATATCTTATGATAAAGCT<br>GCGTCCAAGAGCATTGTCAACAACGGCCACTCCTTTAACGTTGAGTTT	Expression control
Chac2	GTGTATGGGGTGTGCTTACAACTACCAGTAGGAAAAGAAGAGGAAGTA<br>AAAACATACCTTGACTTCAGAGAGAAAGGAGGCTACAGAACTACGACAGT	Surrounding gene
Cpeb4	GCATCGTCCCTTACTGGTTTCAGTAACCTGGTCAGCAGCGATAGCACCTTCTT<br>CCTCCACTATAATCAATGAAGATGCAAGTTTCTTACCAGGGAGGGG	Surrounding gene
Eef2	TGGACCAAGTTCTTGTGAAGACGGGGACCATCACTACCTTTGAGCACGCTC<br>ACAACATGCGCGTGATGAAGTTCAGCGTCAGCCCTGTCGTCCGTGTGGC	Expression control
Fth1	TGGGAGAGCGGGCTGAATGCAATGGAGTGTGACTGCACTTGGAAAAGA<br>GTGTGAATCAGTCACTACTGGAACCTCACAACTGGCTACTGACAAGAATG	Erythroid specific gene
Gypa	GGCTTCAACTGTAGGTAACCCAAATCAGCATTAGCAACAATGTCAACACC<br>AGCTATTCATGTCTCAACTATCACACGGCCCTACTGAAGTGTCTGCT	Erythroid specific gene
Hba-a1	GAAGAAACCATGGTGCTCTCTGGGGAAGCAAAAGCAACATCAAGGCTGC<br>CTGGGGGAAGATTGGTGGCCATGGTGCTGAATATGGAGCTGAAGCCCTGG	Globin gene
Hba-x	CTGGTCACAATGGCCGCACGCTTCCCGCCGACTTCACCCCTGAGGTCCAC<br>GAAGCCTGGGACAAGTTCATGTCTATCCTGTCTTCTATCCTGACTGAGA	Globin gene
Hbb-bh1	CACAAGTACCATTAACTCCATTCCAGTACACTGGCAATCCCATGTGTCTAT<br>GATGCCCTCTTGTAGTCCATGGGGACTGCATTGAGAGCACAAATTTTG	Globin gene
Hbb-bh2	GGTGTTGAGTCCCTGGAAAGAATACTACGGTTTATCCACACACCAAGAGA<br>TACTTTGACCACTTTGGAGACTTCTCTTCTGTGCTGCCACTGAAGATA	Globin gene
Hbb-b1	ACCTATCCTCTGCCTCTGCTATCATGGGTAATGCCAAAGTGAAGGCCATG<br>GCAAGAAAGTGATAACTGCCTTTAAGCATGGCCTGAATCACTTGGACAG	Globin gene
Hbb-y	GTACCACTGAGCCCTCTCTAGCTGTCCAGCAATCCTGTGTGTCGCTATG<br>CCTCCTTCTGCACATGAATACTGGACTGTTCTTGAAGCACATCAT	Globin gene
Hbq	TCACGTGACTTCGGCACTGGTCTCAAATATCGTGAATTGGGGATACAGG<br>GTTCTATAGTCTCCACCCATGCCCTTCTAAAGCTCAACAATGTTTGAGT	Globin gene
Il9r	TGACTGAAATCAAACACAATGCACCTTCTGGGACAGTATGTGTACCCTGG<br>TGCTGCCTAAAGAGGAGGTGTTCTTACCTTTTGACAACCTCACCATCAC	Surrounding gene
Mpg	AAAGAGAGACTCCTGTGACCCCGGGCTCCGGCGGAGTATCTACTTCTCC<br>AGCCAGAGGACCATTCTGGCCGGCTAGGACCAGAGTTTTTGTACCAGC	Surrounding gene
Npm1	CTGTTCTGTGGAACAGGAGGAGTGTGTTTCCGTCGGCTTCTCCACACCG<br>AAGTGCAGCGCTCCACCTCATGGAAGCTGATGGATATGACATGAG	Surrounding gene
Nprl3	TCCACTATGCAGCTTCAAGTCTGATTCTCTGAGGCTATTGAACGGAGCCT<br>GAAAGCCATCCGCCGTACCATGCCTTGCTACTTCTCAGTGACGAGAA	Surrounding gene
Pabpc1	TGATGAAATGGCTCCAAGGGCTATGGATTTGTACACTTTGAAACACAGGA<br>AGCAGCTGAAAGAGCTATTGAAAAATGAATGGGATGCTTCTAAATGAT	Expression control
Paip2	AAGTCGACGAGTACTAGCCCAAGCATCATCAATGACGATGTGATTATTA<br>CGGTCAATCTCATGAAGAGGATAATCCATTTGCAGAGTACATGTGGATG	Expression control
Rhbd1	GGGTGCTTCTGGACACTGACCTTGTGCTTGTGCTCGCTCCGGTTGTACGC<br>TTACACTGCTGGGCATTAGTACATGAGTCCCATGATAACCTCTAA	Surrounding gene
Rpl38	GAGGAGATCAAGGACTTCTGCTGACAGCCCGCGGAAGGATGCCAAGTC<br>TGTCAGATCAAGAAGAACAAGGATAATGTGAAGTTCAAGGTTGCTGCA	Expression control
Rps18	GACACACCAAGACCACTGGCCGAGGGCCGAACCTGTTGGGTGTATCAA<br>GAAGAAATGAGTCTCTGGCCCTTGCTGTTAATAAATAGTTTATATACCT	Expression control
Sh3pxd2b	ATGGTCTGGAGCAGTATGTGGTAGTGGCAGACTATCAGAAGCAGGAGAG<br>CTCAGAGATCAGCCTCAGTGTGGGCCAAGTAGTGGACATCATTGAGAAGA	Surrounding gene
Shmt2	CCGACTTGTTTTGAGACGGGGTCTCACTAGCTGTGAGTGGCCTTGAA<br>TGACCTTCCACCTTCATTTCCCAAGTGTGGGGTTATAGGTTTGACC	Expression control
Slc4a1	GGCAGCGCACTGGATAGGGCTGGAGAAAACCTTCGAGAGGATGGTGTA<br>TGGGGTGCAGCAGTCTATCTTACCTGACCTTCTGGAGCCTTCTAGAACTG	Erythroid specific gene
Snrnp25	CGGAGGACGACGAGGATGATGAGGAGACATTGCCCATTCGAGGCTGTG<br>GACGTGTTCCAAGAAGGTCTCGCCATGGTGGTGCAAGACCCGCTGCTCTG	Surrounding gene
Stk10	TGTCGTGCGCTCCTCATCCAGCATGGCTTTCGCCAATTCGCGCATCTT<br>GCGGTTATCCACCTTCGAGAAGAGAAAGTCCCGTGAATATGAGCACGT	Surrounding gene
Utd2	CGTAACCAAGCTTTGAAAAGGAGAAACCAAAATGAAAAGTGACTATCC<br>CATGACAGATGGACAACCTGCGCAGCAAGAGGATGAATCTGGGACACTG	Surrounding gene

39
40
41

Capture probes included in the nCounter® expression assay.

Supplementary Table 6

Sequence 5' to 3'
ACGTAAACGGCCACAAGTTC
CGTTGTGGCTGTTGTAGTTG
TCTGATAACAGGCTCCACC
TAAACCATGGGATCGGCCATTG
ATTCAGCCTCTAACTCTACTTGC
ACAGGGATCTGCCATGTAGAC
GAAGCTAGAGGCATCAAATC
CTTCCATTGCTCAGCGGTG
CGTGCAATCCATCTTGTTCAATG
CAGCTTGCCGTAGGTGGCATC
GACGGCGAGGATCTCGTCGTGAC
CAATACGCCC GCGTTTCTTCC
GTCCCTGTCCCTAAAGGATAAG
ATCCGGACCACCCATGTGCAG
CCATGTGCAGATTTTACAAGCTC
GGCATCGACTTCAAGGAGGA
CGAAGCGATTTGGGAAGGTG

Sequencing primers used during generation of *Hba-x-Venus* Mouse.

Supplementary Table 7

Target	Catalogue Number
**HUMAN**	
<i>HBA (HBA1/2)</i>	Hs00361191_g1
<i>HBB</i>	Hs00747223_g1
<i>HBZ</i>	Hs00923579_m1
<i>HBE</i>	Hs00362216_m1
<i>HBG (HBG1/2)</i>	Hs00361131_g1
<i>RPL13A</i>	Hs04194366_g1
**MOUSE**	
<i>Hba-a (Hba-1/2)</i>	Mm02580841_g1
<i>Hbb-b</i>	Mm01611268_g1
<i>Hba-x</i>	Mm00439255_m1
<i>Hbb-y</i>	Mm00433936_g1
<i>Hbb-bh1</i>	Mm00433932_g1
<i>Bcl11a</i>	Mm00479358_m1
<i>Rps18</i>	Mm02601777_g1

TaqMan probes used for RT-qPCR analysis. Note that the *HBA* and *Hba-a* probe targets both α -globin genes; similarly, the *HBG* probe targets both human γ -globin genes.

Supplementary Table 8

Target	Sequence
<i>Hba-x</i>	F ATGCGGTTAAGAGCATCGAC
	R GGGACAGGAGCTTGAAGTTG
<i>Venus</i>	F CAAAGACCCCAACGAGAAGC
	R CTTGTACAGCTCGTCCATGC

Custom primers (Sigma-Aldrich) used for RT-qPCR analysis.

Supplementary Table 9

Target	Catalogue Number	Target	Catalogue Number
<i>Abcg4</i>	Mm00507247_m1	<i>Pbx1</i>	Mm04207617_m1
<i>Aqp1</i>	Mm01326466_m1	<i>Podxl</i>	Mm00449829_m1
<i>Aqp8</i>	Mm00431846_m1	<i>Pogz</i>	Mm00554475_m1
<i>Arid3a</i>	Mm00492248_m1	<i>Prtn3</i>	Mm00478323_m1
<i>Ccr2</i>	Mm00438270_m1	<i>Rhbdf1</i>	Mm00711711_m1
<i>Cited2</i>	Mm00516121_m1	<i>Rhd</i>	Mm00456910_m1
<i>Cox6c</i>	Mm00835813_g1	<i>Sec61g</i>	Mm01613099_g1
<i>Cpeb4</i>	Mm01193440_m1	<i>Selk</i>	Mm00785961_s1
<i>Ddx21</i>	Mm00497941_m1	<i>Smarca4</i>	Mm01151944_m1
<i>Foxh1</i>	Mm00514851_m1	<i>Snrnp25</i>	Mm00547218_m1
<i>H2afy</i>	Mm01337623_gH	<i>Sox4</i>	Mm00486320_s1
<i>Hba-a1/2</i>	Custom (IDT)	<i>Sox6</i>	Mm01274768_m1
<i>Hba-x</i>	Mm00439255_m1	<i>Tmem14c</i>	Mm00481276_m1
<i>Hbb-bh1</i>	Mm00433932_g1	<i>Vamp5</i>	Mm00444144_m1
<i>Hbb-bh2</i>	Mm01273444_g1	<i>Zbtb7a</i>	Mm00657132_m1
<i>Hbb-bt/bs/b1/b2</i>	Custom (IDT)	<i>Hbb-b2</i>	Mm00731743_mH
<i>Hbb-y</i>	Mm00433936_g1	<i>Ccr9</i>	Mm02528165_s1
<i>Hbq1a</i>	Mm00731011_s1	<i>Flt3</i>	Mm00439016_m1
<i>Hbq1b</i>	Mm02747875_s1	<i>Ms4a6c</i>	Mm00459296_m1
<i>Hspe1</i>	Mm00434083_m1	<i>Pf4</i>	Mm00451315_g1
<i>Il9r</i>	Mm00434313_m1	<i>Plek</i>	Mm00450970_m1
<i>Klf3</i>	Mm00492956_m1	<i>Ifitm1</i>	Mm00850040_g1
<i>Lmo4</i>	Mm00495373_m1	<i>Nrep</i>	Mm00474047_m1
<i>Mbd2</i>	Mm00521967_m1	<i>Vwf</i>	Mm00550376_m1
<i>Mpg</i>	Mm00447872_m1	<i>Alas2</i>	Mm00802083_m1
<i>Mpo</i>	Mm01298424_m1	<i>ApoE</i>	Mm01307193_g1
<i>Myc</i>	Mm00487804_m1	<i>Arpc2</i>	Mm01254383_m1
<i>Myl6</i>	Mm02342525_g1	<i>Arpc2</i>	Mm01254383_m1
<i>Nprl3</i>	Mm01193449_m1	<i>Atp1b2</i>	Mm00442612_m1
<i>Oaz1</i>	Mm01611061_g1	<i>CD59b</i>	Mm02525679_s1
<i>Ddx21</i>	Mm00497941_m1	<i>Dek</i>	Mm01351566_m1
<i>Fth1</i>	Mm00850707_g1	<i>Hnrnpa0</i>	Mm03809085_s1
<i>Gata2</i>	Mm00492301_m1	<i>Klf1</i>	Mm00516096_m1
<i>Gpx1</i>	Mm00656767_g1	<i>Mpl</i>	Mm00440310_m1
<i>Ncl</i>	Mm01290600_g1	<i>Nono</i>	Mm00834875_g1
<i>Tagln2</i>	Mm00724260_g1	<i>Slc43a3</i>	Mm00469627_m1
<i>Trib2</i>	Mm00454876_m1	<i>Pebp1</i>	Mm02601848_g1
<i>Sh3pxd2b</i>	Mm00616672_m1	<i>Hbb-b1</i>	Mm03646870_gH

Taqman assays used in single cell experiment.

Supplementary Table 10

Target	Left Primer	Right Primer	Internal Oligo
<i>Hba-a1/a2</i>	TGAAGCCCTGGAAA<br>GGATGT	TGAAATCGGCAGGG<br>TGGT	TGGATCCCGTCAACTCA<br>AGCTCCT
<i>Hbb-bt/bs/b1/b2</i>	CCGATGAAGTTGGT<br>GGTGAG	ACATGCAGCTTGTC<br>ACAGTG	CCTGGGCAGGCTGCTGG<br>TTG

Custom Taqman assays used in single cell experiment.

Supplementary Table 11

Target		Sequence 5' to 3'	Sequence 5' to 3'
<i>HBZ</i><br>promoter<br>and gene	1A	F GGAAAGTAATATTGTAATGT	R AAATCTAACCACAAAATCTA
	1B	F GTATATGATATTAGGTGAAT	R ATCACTCCTACATTTATAATC
	2A	F GTTGAGTATTATTAAGGTTAG	R CTATCCTCTCCCCACAATAC
	2B	F GTAGGTTTAATTTTAGTGTAG	R CACTATCTCCTCTCCATAATC
	3A	F GATTATGGAGAGGAGATAGTG	R CAATACCCTAATCCCAAATAC
	3B	F GTATTGTGGGGAGAGGATAG	R AACTATAATACCCTAACTAC
	4A	F GTATTTGGGATTAGGGTATTG	R CCTCCCAAACCTACCCTAAAC
	4B	F GTATTTGATTTTTTGGGAGG	R ACCCCCCAAACCTCTACAAC
	5A	F GTTGTAGAGGTTTGGGGGGT	R AAAAAATAATCTTAATCTA
	5B	F GTTTAGGGTAGTTTGGGAGG	R AAAAAATAATCTTAATCTA
	6A	F AGTTTTTGTATTATTGTTTG	R ACTACACATCCCTCTACCTC
	6B	F GTTTATTGTTTGTGGTTATTTG	R CTACCTCTTAAAAACCTAA
	7A	F TTTATTTGGTTTTTGTGTT	F CATAACCTAAAAACATACCT
	7B	F GAGGTAGAGGGATGTGTAGT	R CTTATACCCAATAAATATTTT
	8A	F GAAATATTTATTGGGTATAAG	R CAATTAATCCTAATAATAAAC
	8B	F AGGTATGTTTTTAGGTTATG	R CTAAATTTTCAAATCTTTAAC
<i>ACTB</i>	1A	F GAGGGGGTTGGGGTTTGG	R CTACCCCAACCAACCAACT
	1B	F GTTTGTTTTTATGGTAATAA	R CTCCCCTACCTAATACCTA

Supplementary Table 11 Nested primers used for Bisulfite sequencing. A denotes the outside primer set and B, the internal primer set.

Supplementary Table 12

Figure	Cell Type	Data Type	GEO Code	Publication
Figure 3	Ter119 + Splenic erythroblasts (definitive)	H3K4me1 ChIP-seq<br>H3K27ac ChIP-seq	GSE27921	Reference 9
Figure 3	Ter119 + Splenic erythroblasts (definitive)	CTCF ChIP-seq<br>H3K27me3 ChIP-seq<br>H3K4me3 ChIP-seq	GSE97871	Reference 6
Supplementary Figure 5	WT HUDEP-2	LRF ChIP-seq	GSE74977	Reference 10
Supplementary Figure 5	HUDEP-2 BCL11A-ER-V5	BCL11A ChIP-seq	GSE103445	Reference 3
Supplementary Figure 5	HUDEP-2 (Δ Gy)	LRF ChIP-seq	GSE103445	Reference 3
Supplementary Figure 5	WT HUDEP-2	BCL11A CUT&RUN	GSE104676	Reference 4
Supplementary Figure 5	Primary human adult proerythroblasts from CD34 ⁺ culture	H3K9me3 ChIP-seq<br>H3K27me3 ChIP-seq	GSE36994	Reference 2
Supplementary Figure 5	Primary human adult erythroid cells from CD34 ⁺ culture	RNA-seq adult cells	GSE71422	Reference 5

Previously published data used in this manuscript.

References

1. Hubisz, M. J., Pollard, K. S. & Siepel, A. PHAST and RPHAST: phylogenetic analysis with space/time models. *Brief Bioinform* **12**, 41-51, doi:10.1093/bib/bbq072 (2011).
2. Xu, J., Shao, Z., Glass, K., Bauer, D. E., Pinello, L., Van Handel, B., et al. (2012). Combinatorial assembly of developmental stage-specific enhancers controls gene expression programs during human erythropoiesis. *Developmental Cell*, 23(4), 796–811
3. Martyn, G.E., Wienert, B., Yang, L., Shah, M., Norton, L.J., Burdach, J., Kurita, R., Nakamura, Y., Pearson, R.C.M., Funnell, A.P.W., et al. (2018). Natural regulatory mutations elevate the fetal globin gene via disruption of BCL11A or ZBTB7A binding. *Nature Genetics* **50**, 498–503.
4. Liu, N., Hargreaves, V.V., Zhu, Q., Kurland, J.V., Hong, J., Kim, W., Sher, F., Macias-Trevino, C., Rogers, J.M., Kurita, R., et al. (2018). Direct Promoter Repression by BCL11A Controls the Fetal to Adult Hemoglobin Switch. *Cell* **173**, 430–442.e17.
5. Renneville, A., Van Galen, P., Canver, M. C., McConkey, M., Krill-Burger, J. M., Dorfman, D. M., et al. (2015). EHMT1 and EHMT2 inhibition induces fetal hemoglobin expression. *Blood*, 126(16), 1930–1939.
6. Hanssen, L.L.P., Kassouf, M.T., Oudelaar, A.M., Biggs, D., Preece, C., Downes, D.J., Gosden, M., Sharpe, J.A., Sloane-Stanley, J.A., Hughes, J.R., et al. (2017). Tissue-specific CTCF-cohesin-mediated chromatin architecture delimits enhancer interactions and function in vivo. *Nat. Cell Biol.* **19**, 952–961.
7. Li, T. K. T., Leung, K. Y., Lam, Y. H., Tang, M. H. Y., & Chan, V. (2010). Haemoglobin level, proportion of haemoglobin Bart's and haemoglobin Portland in fetuses affected by homozygous α^0 -thalassemia from 12 to 40 weeks" gestation. *Prenatal Diagnosis*, 30(12-13), 1126–1130.

- 227 8. Viprakasit, V., Ekwattanakit, S., Riolueang, S., Chalaow, N., Fisher, C., Lower, K., et al.
228 (2014). Mutations in Kruppel-like factor 1 cause transfusion-dependent hemolytic anemia and
229 persistence of embryonic globin gene expression. *Blood*, 123, 1586–1595.
230
- 231 9. Kowalczyk, M.S., Hughes, J.R., Garrick, D., Lynch, M.D., Sharpe, J.A., Sloane-Stanley,
232 J.A., McGowan, S.J., De Gobbi, M., Hosseini, M., Vernimmen, D., et al. (2012). Intragenic
233 enhancers act as alternative promoters. *Mol. Cell* 45, 447–458
234
- 235 10. Masuda, T., Wang, X., Maeda, M., Canver, M.C., Sher, F., Funnell, A.P.W., Fisher, C.,
236 Suci, M., Martyn, G.E., Norton, L.J., et al. (2016). Transcription factors LRF and BCL11A
237 independently repress expression of fetal hemoglobin. *Science* 351, 285–289.
238

# Supplementary material for: Reactivation of a developmentally silenced embryonic globin gene
**Source:** Nat Commun. 2021 Jul 21;12:4439. doi: 10.1038/s41467-021-24402-3
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

No Software was used for data collection in this study

Data analysis

ChIP-seq and ATAC-seq data were aligned to the mm9 (for mouse) and hg19 (for human) data using a customised in house pipeline (script: <https://github.com/Hughes-Genome-Group/NGseqBasic/releases>). Carture Data were analyzed using analysis scripts (github.com/Hughes-Genome-Group/CCseqBasicF), and custom perl and R scripts were used to normalize data and generate differential tracks (github.com/djdownes/CaptureCompare). The following software packages were used for genomics analysis: Bedtools v2.25.0, ROSE tool v1.0, Samtools v0.1.19, MACS v2.0.10, UCSC tools v1.0, SeqMonk v0.24.1, STAR v2.4.2a, Deeptools v2.2.2, FASTQC v0.11.4. For Micro Capture-C data were analysed with a custom analysis pipeline specifically developed for MCC data analysis as detailed in Hua et al, 2021. DNase footprinting in Supplementary Figure 2 and Supplementary Table 1 was generated using PyDNase Python package v0.1.7. Flow cytometry analysis was performed with FlowJo v10.3.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data availability: Raw sequence data generated are available on the Gene Expression Omnibus (GEO) database under the following accessions: GSE108434

(Open chromatin, Capture-C and epigenetic data in wild type primitive murine cells), GSE174110 (Open chromatin data in mouse models), GSE153256 (Micro Capture-C in definitive murine erythroid cells), and GSE173419 (Open chromatin and epigenetic data in edited HUDEP2 cells). These data are also available in the following UCSC datahub: https://datashare.molbiol.ox.ac.uk/public/project/fgenomics/publications/King_2021_Zeta_Activation/hub.txt. Source Data for all figures are provided in the Source Data file. All other data supporting the findings of this study are available from the corresponding author on request. Published datasets analysed (see Supplementary Table 12 for details): GSE137477, GSE27921, GSE97871, GSE 74977, GSE103445, GSE 104676, GSE36944, GSE 71422.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were selected with a minimum of N=3 to ensure reproducibility and allow descriptive statistics to be performed. In Figure 2B a sample size of 3 was used to allow statistical significance to be calculated using a one way ANOVA with Dunnett correction for multiple comparisons.
Data exclusions	No data were excluded.
Replication	All findings were replicated in a minimum of three experiments, all attempts at replication were successful.
Randomization	Experimental groups of mice and cells were determined by genotype natural, categorical or inherent.
Blinding	Blinding was not relevant to this study as the genomics data presented here are objectively obtained by quantification of cellular phenotypes through measurements of mRNA levels, protein levels and chromatin interactions. Experimental groups were selected by genotype.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☐ ChIP-seq
☐	☐ Flow cytometry
☐	☐ MRI-based neuroimaging

Antibodies

Antibodies used

anti-CD44; Supplier: BD Biosciences, Catalog Number: 561862 Clone Name IM7 (<https://www.bdbiosciences.com/eu/applications/research/t-cell-immunology/t-follicular-helper-tfh-cells/surface-markers/mouse/apc-rat-anti-mouse-cd44-im7/p/559250>)
 anti-Ter119; Supplier: BD Biosciences, Catalog Number: 561071 Clone Name TER119 (<https://www.bdbiosciences.com/eu/applications/research/stem-cell-research/mesoderm-markers/mouse/pe-rat-anti-mouse-ter-119erythroid-cells-ter-119/p/553673>)
 anti-CD71; Supplier: BioLegend, Catalog Number: 113811 Clone Name: RI7217 (<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd71-antibody-6185>)
 PE Mouse anti-human CD235a; Supplier BD Biosciences; Catalog number 555570; Clone Name GA-R2 (HIR2) (<https://www.bdbiosciences.com/us/reagents/research/antibodies-buffers/immunology-reagents/anti-human-antibodies/cell-surface-antigens/pe-mouse-anti-human-cd235a-ga-r2-hir2/p/555570>)
 FITC mouse anti-human Band 3; Supplier IBGRL Research Products; Product Code 9439; Clone name BRIC 6 (<https://nhsbtb.blob.core.windows.net/umbraco-assets-corp/6596/bric-6.pdf>)
 APC- Mouse antiCD49d; Supplier BD Biosciences; Catalogue number 559881; Clone name: 9F10 (<https://www.bdbiosciences.com/us/applications/research/stem-cell-research/mesenchymal-stem-cell-markers-bone-marrow/human/positive-markers/apc-mouse-anti-human-cd49d-9f10/p/559881>)
 PE/Cy7 anti CD34; Supplier Biolegend; Catalogue number 343616; Clone name: 561 (<https://www.biolegend.com/en-us/products/>)

pe-cyanine7-anti-human-cd34-antibody-13588)

APC/Cy7 anti CD36 (BioLegend 1:100); Supplier Biolegend; Catalogue number 336213: Clone name: 5-271 (<https://www.biolegend.com/en-us/products/apc-cyanine7-anti-human-cd36-antibody-5457>)

anti-zeta-globin:As reported in Luo, H.Y., Clarke, B.J., Gauldie, J., Patterson, M., Liao, S.K., and Chui, D.H. (1988). A novel monoclonal antibody based diagnostic test for alpha-thalassemia-1 carriers due to the (-SEA/) deletion. Blood 72, 1589–1594.

Validation

All antibodies (apart from zeta-globin primary antibody, see below) were obtained from commercial suppliers and validated by the vendor for the species and assay used in the studies presented here (see websites listed above).

To verify the zeta globin antibody was specific to zeta-globin as opposed to other globins using flow cytometry, two experiments were performed. Firstly, blood from a Bart's Hydrops terminated fetus at 18 weeks (obtained with appropriate consent) and adult blood from a healthy donor was subject to flow cytometry using the antibody. A strong signal was seen in the terminated fetus as opposed to adult blood. This excluded cross reactivity with I-globin, beta-globin and epsilon-globin (which has been silenced by 18 weeks). To exclude crossreactivity with gamma-globin, WT HUDEP-2 cells, were FACS sorted after staining. This showed negligible amounts of gamma-globin in the zeta-globin positive fraction. This confirmed that the zeta-globin antibody is specific.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

WT HUDEP2 and Double KO HUDEP2 cells were obtained from the laboratory of Daniel Bauer, 1 Division of Hematology/Oncology, Boston Children's Hospital, Department of Pediatric Oncology, Dana-Farber Cancer Institute, Harvard Stem Cell Institute, Broad Institute, Department of Pediatrics, Harvard Medical School, Boston, MA, USA. E14 mouse embryonic stem cells were derived in house.

Authentication

WT and mutant HUDEP2 cell lines were authenticated by aCGH analysis. Mouse ES cells were characterised by sequencing of the alpha-globin locus and mVenus integration site and karyotyping.

Mycoplasma contamination

Cells were negative of mycoplasma contamination using the MycoAlert kit from Lonza.

Commonly misidentified lines (See [ICLAC](#) register)

None

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Mice, wild type mice were C15Bl6/J WT mice and Hba-x-mVenus transgenic mice on a C15Bl6J/129sv/ev mixed strain background, both genders. Ages ranged from embryonic day 8.5 to six months of age.

Wild animals

No wild animals were used in this study

Field-collected samples

No field collected samples were used in this study.

Ethics oversight

This work was conducted following ethical review by the Medical Sciences Local Ethical Review Panel of the University of Oxford. The work was regulated by the United Kingdom Home Office (licence numbers PPI 30/3328 and PP1728514)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

Accession codes. ATAC-seq and NG Capture-C data are available under Gene Expression Omnibus (GEO) accession GSE108434 with token code ihefoqguyzybfal and Tiled-C data under accession number GSE137477. Micro Capture-C data are available under GEO GSE153256 with token code kdsnguguvzkftex. NG Capture-C data from the enhancers and CTCF at the Hba locus in ESC is from GSE97871. All analyses and coordinates referenced here are for the mm9 mouse reference genome URLs. UCSC Genome Browser Track Hub containing normalised replicate ATAC-seq and normalised NG Capture-C data without windowing: http://sara.molbiol.ox.ac/public/hugheslab/Primitive_alpha_globin/hub.txt.

Files in database submission

Fastq files

Genome browser session (e.g. [UCSC](#))

No longer applicable for final submission documents.

Methodology

Replicates

Typically, a minimum of three biological replicates; number of replicates have been indicated for each experiment

Sequencing depth	Libraries were submitted to between 9 and 11 cycles of PCR (NEBNext kit). Insert size was verified to be 250bp by Agilent TapeStation. Libraries were quantified using the KAPA library quantification kit (KAPA Biosystems) and then sequenced on the NextSeq platform. All experiments contained >40m reads obtained using High-output 75 cycle kits (Illumina), paired end sequencing.
Antibodies	CTCF Millipore 07-729<br>H3K27ac Abcam ab4729<br>H3K4me1 Merck 07-436<br>H3K4me3 AbCam ab8580<br>H2A119ub Cell Signaling technology #8240 D27C4<br>H3K27me3 Cell Signaling technology #9733<br>GATA1 AbCam ab11852<br>All antibodies used have previously been published in ChIP-seq studies.
Peak calling parameters	All generated data were not used for genome wide analyses, but only to show local enrichment at the alpha-globin locus. ChIP-seq data were therefore verified by direct visual inspection at the appropriate locus on the UCSC genome browser.
Data quality	ChIP enrichment was verified by qPCR prior to sequencing (>5 fold). Quality of sequencing was verified by FastQC.
Software	Sequencing quality was assessed by FASTQC 0.11.4. ChIP-seq and ATAC-seq data were aligned to the mm9 (for mouse) and hg19 (for human) data using a customised in house pipeline (script: https://github.com/Hughes-Genome-Group/NGseqBasic/releases). Output BAM files were sorted and indexed using Samtools 0.1.19, then normalised using Deeptools 2.2.2 to RPKM (--normalizeUsingRPKM), then converted to a bigwig using USCS tools 1.0. Data were visualised in the USCS genome browser. Published datasets were downloaded from the NCBI Gene Expression Omnibus (GEO) database. FASTQ files were then processed as described.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	For experiments using primary primitive erythroblasts, cells were isolated from yolk sacs at E10.5. Cells were collected by successive PBS washes followed by spinning at 200xg for 5 mins.<br>For experiments using definitive erythroid cells from fetal liver culture, fetal livers were dissected from mouse embryos and dissociated by syringe in order to obtain single cell suspension. For spleen culture, cells were isolated from adult spleen and dissociated by syringe to obtain a single cell suspension.
Instrument	Cell sorting was performed on a BD FACs ARIA Fusion machine. Analysis was performed on a ThermoFisher Attune NxT machine.
Software	Initial data collection was performed on the proprietary software from BD FACSaria Fusion and ThermoFisher Attune NxT machines. Analysis was performed using BD FloJo software
Cell population abundance	The cell populations used in this study were highly abundant, as shown in Supplementary Figure 1.<br>All sorted samples showed high purity following examination of cytopspins post sort.
Gating strategy	For all the samples, the FSC/SSC gate has been drawn in order to encompass events with a high FSC and a low SSC (large size, low granularity). For HUDEP-2 samples, the starting FSC/SSC gate at day 0 has been defined to take into account the change in size and granularity observed during erythroid differentiation. This initial gate was not changed when analysing later time points. For all the samples, doublets have been removed from the analysis using the FSC-Height vs FSC-Area gating strategy. Only live single cells have been considered for the analysis by selecting the Hoechst 33258 negative population only.<br><br>For all the samples used in the study, gating has been done using an unstained sample, as well as "single stain (SS)" samples (where only one antibody or Hoechst is used) and "fluorescence minus one (FMO)" samples (where all antibodies and Hoechst is used, except one) when more than one antibody was used. In order to remove any fluorescence spill-over between channels, compensation has been performed. Gating boundaries were defined using the unstained, SS and FMO controls and remained unchanged when analysing the samples. Gating strategies are shown in Supplementary Figure 8 and Supplementary Figures 14-18.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

Magnetic resonance imaging

Experimental design

Design type	<i>Indicate task or resting state; event-related or block design.</i>
Design specifications	<i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>
Behavioral performance measures	<i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i>

Acquisition

Imaging type(s)	<i>Specify: functional, structural, diffusion, perfusion.</i>
Field strength	<i>Specify in Tesla</i>
Sequence & imaging parameters	<i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i>
Area of acquisition	<i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>
Diffusion MRI	☐ Used ☐ Not used

Preprocessing

Preprocessing software	<i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>
Normalization	<i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i>
Normalization template	<i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>
Noise and artifact removal	<i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>
Volume censoring	<i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>

Statistical modeling & inference

Model type and settings	<i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i>
Effect(s) tested	<i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>
Specify type of analysis:	☐ Whole brain ☐ ROI-based ☐ Both
Statistic type for inference<br>(See Eklund et al. 2016)	<i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>
Correction	<i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>

Models & analysis

n/a	Involved in the study
☐	☐ Functional and/or effective connectivity
☐	☐ Graph analysis
☐	☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

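Next-generation Capture-C libraries of 15 samples were used: a promoter capture of 43 viewpoints in primitive erythroid cells, definitive erythroid cells and mESCs, and an enhancer capture of 5 viewpoints in primitive and definitive erythroid cells, each with 3 samples per group. The authors digested with DpnII, sequenced on a MiSeq with 150-bp paired-end reads and processed the reads with CCseqBasicF against mm9; the sample records name Trim Galore and Bowtie, and no version is given for any of them. The deposited values were used as the authors gave them: for each restriction fragment, viewpoint and sample, the raw count of interactions, before the normalization and averaging of CaptureCompare. All 30 value columns of the enhancer capture, over 215764 fragments, and all 405 of the promoter capture, over 2457055 fragments, were matched to a sample, and every value was a whole number. The combined α-globin columns were the sum of those of Hba-a1 and Hba-a2 at every fragment and are called Hba-a1/2. Enhancer-capture data of mESCs, which Supplementary Fig. 7 shows, were not analysed here.

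Coordinates are those of mm9. They were checked against the genome sequence of NCBIM37: on chromosome 11, at least 99.998% of fragment starts lay at a DpnII site, and no fragment ended past the end of the chromosome. The fragment of each viewpoint was placed from the stretch without listed fragments, of at least 500 bp, around the gene start or element. Such a stretch is empty for every viewpoint of the capture. A window on another viewpoint of the same capture therefore counts only the fragments beside it. Midpoints of R1, R2, R3, Rm and R4 come from Supplementary Table 2, and those of HS-38, HS-39, HS44, HS48 and the α-globin genes were read from the axis of Supplementary Fig. 7, at about 171 bp per pixel.

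Interactions were added over 5-kb bins within 500 kb of the viewpoint and over named regions. Bins reaching within 5 kb of the viewpoint were left out, as were 5-kb regions with their midpoint within 5 kb of it. From the longer regions, fragments within 5 kb of the viewpoint were left out. A kept 5-kb region can reach nearer, as R4 does from Hba-x and Hba-x does from Hba-a1. The named regions were fixed before the data were examined, although the profiles of Fig. 4 and Supplementary Fig. 7 had been seen by then: 5 kb around R1, R2, R3, Rm, R4, HS-38, HS-39, HS44, HS48, Hba-x, Hba-a1 and Hba-a2, the stretch from R1 to R4, the sub-TAD (65 kb from HS-38) and the 50 kb on each side of it. Beside them, the bins with the highest and lowest log2 fold change past the threshold are named for the viewpoints given in the text. Values are given per 100000 cis interactions of the viewpoint, as mean ± s.d.

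Counts were compared with edgeR 4.0.16 (quasi-likelihood test, in R 4.3.3 with limma 3.58.1), for each viewpoint on its own, with its cis total as library size, features with at least 10 counts over the samples, and all groups of the capture in the fit. P-values were adjusted by the Benjamini-Hochberg method over all bins and regions of the viewpoint, with a threshold of 0.05, and again over the list of named regions alone. The difference between the Hba-x and Hba-a1/2 viewpoints was tested in a fit of both viewpoints over the 6 erythroid libraries, with the library as a fixed effect. The share of cis interactions inside the sub-TAD leaves out those within 5 kb of the viewpoint. The boundary ratio compares interactions per kb in the 20 kb inside and the 20 kb outside a boundary, for viewpoints more than 25 kb from it. Both were compared by an exact two-sided permutation test, whose smallest p is 0.1 for 3 samples against 3. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.

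Depth per viewpoint sets the precision. The cis interactions per sample numbered 24888 to 35572 in definitive and 36724 to 46923 in primitive cells for Hba-a1/2, 7884 to 13252 and 12679 to 15660 for HS-38, and 4630 to 8274 and 7748 to 10581 for HS-39. The test was run on counts simulated at the depth of these samples, with a common spread for all features of a viewpoint. In the promoter capture it called 10 of 97 bins and regions that had been changed 1.5-fold, 46 of 103 changed 2-fold and 2 of 8138 left unchanged. In the enhancer capture it called 23 of 84, 54 of 92 and 3 of 798. A single bin with a change of 2-fold can therefore go uncalled. No shift of all bins between libraries was simulated, so calls that come from the scaling are not covered by these figures. In the promoter capture, far fewer features were changed than were called in the real data.

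The alternatives were library sizes scaled by TMM over the bins, set to all interactions of the viewpoint in cis and trans, or set to cis interactions without the nearest 10 kb; DESeq2 1.42.0 with its own size factors; no count filter; windows of 2 kb and of 10 kb; only the 2 groups compared in the fit; the replicate number as a block; fragments within 1 kb of another captured viewpoint left out; Hba-a1 and Hba-a2 each on its own; and each replicate left out in turn. For the sub-TAD they were an end at HS44, 10 kb left out around the viewpoint and a denominator of interactions within 500 kb. A library size of cis interactions within 5 Mb was added after the distances of contacts had been seen. An alternative meant for normalized values did not apply, since the values are counts. The same alternatives were extended, after the data were seen, to the comparisons of primitive cells with mESCs and to the β-globin viewpoints. The CTCF binding and Micro-Capture-C experiments of the paper were left out because the data used here do not hold them.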

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

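The tests of a shared shift of short-range contact in its present form, of a scaling per library, of the splits of the samples and of the stretch near Hbb-b1 and Hbb-b2 were chosen after the results were seen. The change from definitive to primitive cells differed between the Hba-x and Hba-a1/2 viewpoints by a test of the difference itself, in log2 units by 1.12 at R1, 1.34 at R2, 1.13 at R3, 1.58 at Rm, 1.12 at R4, 1.21 over R1 to R4, 1.03 over the sub-TAD and −0.26 over the 50 kb downstream. The last of these was not called with TMM (−0.0075), DESeq2 (−0.11), windows of 2 kb (−0.26) or Hba-a2 alone (−0.24), nor without definitive replicate 2 (−0.14) or without primitive replicate 1, 2 or 3 (−0.23, −0.26 and −0.28).

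The side of Hba-x that holds R1 to R4, at 6.513 to 30.317 kb, was higher in primitive cells by log2 0.66, against a median of 0.16 and a 95th percentile of 0.54 at the same distance over the 80 sides of 40 other promoter viewpoints. This side was set by the position of R1 to R4, whereas the comparison was chosen after the rise was seen. Over the higher side of each of the others, the 95th percentile was 0.68, with Hbb-y (1.18) and Arid3a (0.98) above Hba-x. Both sides together gave 0.58 for Hba-x, a median of 0.13 for the others and 0.59 for Arid3a. The others include the β-globin viewpoints, and the value of 1.18 for Hbb-y is on the side that faces the LCR. Arid3a is not a globin gene. A shift of short-range contact that other viewpoints share is thus not excluded as part of the rise. A scaling factor per library stays open too: with the median of the median bins of the 40 others, 0.41, taken off, a log2 change of 0.258 was left, past 2 standard errors (0.106) and within 2 times the spread over these viewpoints with that error (0.580). So does a scaling that differs between viewpoints, since the log2 change was 0.21 with TMM and 0.18 with DESeq2 and then missed the threshold. The cell types also differ in age and in culture, so a biological difference stays open as well and was not separated from these.

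In data that the paper does not report, the promoter viewpoints with the most bins called between primitive and definitive cells, apart from Hba-x and the α-globin genes, were Hbb-b2 with 106, Pbx1 with 99, Hbb-b1 with 92, Sox6 promoter a with 65 and Bcl11a with 60, level with Klf8 promoter b. Between definitive cells and mESCs they were Hbb-b1 with 162, Hbb-b2 with 159, Hbb-y with 153, Cpeb4 with 143 and Mafk with 136. Between primitive cells and mESCs they were Hbb-b2 with 161, Hbb-b1 with 159, Cpeb4 with 137, Hbb-y with 136 and the Runx1 proximal promoter with 97, level with Klf3 promoter b. The β-globin LCR viewpoint had 34 called bins between primitive and definitive cells. These counts use the cis total as library size and are not adjusted for depth, so they do not rank the promoters by change. In definitive cells, cis interactions per sample were 10098 to 14808 for Hbb-b2 and 1558 to 2359 for Gata1, which had 0 called bins.

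Over the 43 promoter viewpoints, 1418 bins were higher and 152 lower in primitive cells, and most calls thus went one way. More contact over 5 Mb in the definitive libraries would account for it if the median log2 change over the bins came near 0 once scaled to cis interactions within 5 Mb, and it was then 0.252, against 0.48 before, so that this can explain a part and not the whole. A scaling per viewpoint stays open, since TMM called 282 higher and 368 lower and DESeq2 137 and 307. With 3 samples against 3 there are 10 splits, too few for a share under 0.05, and in each comparison 1 split, the real one, called as many bins: the real count and the highest of the other splits were 1570 and 4 for primitive against definitive cells, 3662 and 0 for definitive cells against mESCs, 2413 and 0 for primitive cells against mESCs, and 125 and 1 for the enhancer viewpoints. For Hba-x they were 64 and 1 (primitive against definitive) and 160 and 0 (definitive against mESCs), for Hba-a1/2 134 and 0, and 173 and 0, and for the difference between these viewpoints 8 and 0.

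From Hbb-b1, the bin from 110965001 to 110970000 on chromosome 7 had a log2 fold change of 7.88 between definitive cells and mESCs, at 838 and 5 counts, in data the paper does not report. It lies in a stretch from 110964839 to 110971167 in which, from 4 β-globin viewpoints, mESC counts per kb were at most 1.81% of those beside it, against 40.9% to 68.2% in erythroid cells. A lower depth of the mESC libraries would leave few counts to expect there, whereas 2597 were expected from the sides for Hbb-b1 and Hbb-b2 together. A variant of the 129/Ola strain against the reference is a candidate explanation and was not tested on sequence. The near absence of counts from all 4 viewpoints goes with it. The stretch was itself picked by its low mESC counts, however, so this is no separate evidence. Strain and cell type changed together, so a biological difference was not separated from it.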

How the results depend on the processing

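The 42 leading results gave 614 values under alternatives. Of these, 528 kept their side of the threshold or, as counts, stayed within 1.5 times or, as shares or ratios, within the pooled s.d. A further 9 fell below the threshold, 3 rose above it, 72 counts or shares moved, and 2 changed sign with a call before or after. Over all 204 results these were 2945, 95, 114, 82 and 62 of 3298 values, and 82 results had no such change. Among the 2945, at least 115 changed sign with no call before or after. For every change given below the cause was not tested, except that wider or narrower windows test fewer or more bins and a left-out replicate leaves fewer samples. The library size within 5 Mb was chosen after the data were seen.

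TMM (first) and DESeq2 (second) gave, for primitive against definitive cells from Hba-x, R1 to R4 0.21 and 0.18 (below the threshold), and, past it, R4 −0.33 and −0.36, Hba-a1 −0.46 and −0.49 and the upstream flank −0.35 and −0.38. HS-38 (−0.17 and −0.20), HS44 (−0.045 and −0.074), the downstream flank (−0.13 and −0.16) and, under DESeq2, Hba-a2 (−0.019) were below it. From Hba-a1/2 they gave, past the threshold, HS-38 −0.65 and −0.75, upstream −0.48 and −0.58 and, under DESeq2, downstream −0.25, and below it HS44 −0.024 and −0.12 and, under TMM, downstream −0.15. From R1 they gave upstream −0.19 and −0.15 (below the threshold) and downstream −0.35 and −0.31 (past it). The HS-39 sub-TAD was 0.11 and 0.085, Hba-x from R2 0.30 under DESeq2, the LCR from Hbb-bh1 −0.24 and −0.34 and Hbb-bh1 from the LCR 0.41 under DESeq2, all below the threshold. All of the following were past it. For definitive cells against mESCs they gave from Hba-x HS44 0.99 and 0.79, HS48 0.81 and 0.60 and downstream 0.67 and 0.47, and from Hba-a1/2 HS44 1.34 and 1.41, HS48 1.19 and 1.26 and downstream 0.93 and 1.00. For primitive cells against mESCs, downstream from Hba-x was 0.54 and 0.31.

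Scaled to cis and trans interactions, primitive against definitive, these were past the threshold: from Hba-a1/2 HS-39 0.36 and Hba-x 0.31, from R1 R1 to R4 0.27 and the sub-TAD 0.25, from R2 R4 0.23, downstream 0.26 and the sub-TAD 0.17, and from HS-38 the sub-TAD 0.42. These were below it: from Hba-a1/2 R1 to R4 −0.12, R1 0.16 and R2 0.068, and from R2 R1 to R4 0.10 and Rm 0.034. For definitive cells against mESCs, upstream was −0.11 from Hba-a1/2 (below the threshold) and −0.31 from Hba-x, and Hba-a2 from Hba-x −0.28 (both past it). With windows of 2 kb, definitive cells against mESCs, HS44 was 0.37 from Hba-a1/2 (past the threshold) and 0.0065 from Hba-x, and Hba-a1 from Hba-x −0.50 (both below it). With windows of 10 kb, primitive against definitive, Hba-a1 from Hba-x was −0.37, HS-39 0.17 from R1 and 0.27 from R2 and the HS-38 sub-TAD 0.14, all past the threshold, and the LCR from Hbb-bh1 0.061, which within 5 Mb was 0.21, both below it. Without co-captured fragments, Hba-a1/2 with Hba-x was 0.42, past the threshold.

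Bins called, primitive against definitive, moved by over 1.5 times as follows. TMM gave 21 for Hba-x, 66 for Hba-a1/2, 22 for R1, 26 for R2, 5 for HS-38, 650 for all promoter and 67 for all enhancer viewpoints. DESeq2 gave 15, 59, 15, 11, 1, 444 and 33 in that order. Cis and trans totals gave 70 for R1, 69 for R2, 57 for HS-38, 29 for HS-39, 3079 for the promoter and 296 for the enhancer viewpoints. Within 5 Mb there were 39 for Hba-x, 17 for R1, 2 for HS-38, 2 for HS-39, 983 for the promoter and 72 for the enhancer viewpoints. Windows of 10 kb gave 82 for Hba-a1/2, 20 for HS-38 and 11 for HS-39, windows of 2 kb 22 for R1, and a fit of only the 2 groups 40 for Hba-x. For definitive cells against mESCs, TMM gave 94 for Hba-x, DESeq2 106 for Hba-x, 114 for Hba-a1/2 and 2243 for all promoters, windows of 2 kb 320 and 371 and windows of 10 kb 87 and 91 for Hba-x and Hba-a1/2, and for primitive cells against mESCs DESeq2 gave 1513 for all promoters.

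Leaving out 1 replicate gave 34 to 69 bins for Hba-x (34 without primitive replicate 2), 9 to 45 for R1 (10 and 9 without definitive replicate 1 and 2, 10 and 11 without primitive replicate 2 and 3), 18 to 50 for R2 (23 and 28 without definitive replicate 2 and 3, 18 without primitive replicate 3), 1 to 14 for HS-38 (4 and 1 without definitive replicate 1 and 2, 4 and 3 without primitive replicate 2 and 3), 0 to 6 for HS-39 (1 without definitive replicate 1, 6 without primitive replicate 1, where edgeR had 0 with 34 at an unadjusted p under 0.05 and DESeq2 0) and 51 to 132 for all enhancer viewpoints (69 and 51 without definitive replicate 1 and 2, 71 and 52 without primitive replicate 2 and 3). The HS-38 sub-TAD was 0.090 to 0.19 (past the threshold at 0.17 without definitive replicate 3).

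In the share inside the sub-TAD (primitive minus definitive, percentage points), a denominator within 500 kb gave 2.49 for Hba-x, −18.4 for Hba-a1/2, −5.49 for R1, −7.30 for R2, −0.37 for HS-38 and 2.02 for HS-39; an end at HS44 gave −5.90 for Hba-a1/2 and 1.91 for HS-39; and 10 kb left out gave −6.94 for Hba-a1/2. The log2 ratio at the downstream boundary with its end at HS44 was −0.56 for Hba-x, −0.48 for R1 and −0.58 for R2; this end leaves the upstream boundary where it was, and the denominator does not enter a ratio.

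Samples of different cell types share only a number: correlations between same-numbered primitive and definitive libraries were 0.014 to 0.024 in the promoter and 0.006 to 0.040 in the enhancer capture. With the number as a block, 151 of 158 tests stayed on their side, 0 were lost and 7 gained; bins called were 20 for R1, 3 for HS-38, 58 for Hba-x and 86 for all enhancer viewpoints. The difference between viewpoints has no value under the block or the fit of 2 groups, since its fit already holds each library and only those groups. Without the count filter all 183 values kept their side of the threshold or, as counts, stayed within 1.5 times. The bins called were then 1554 in place of 1570 over all promoter viewpoints and 118 in place of 125 over all enhancer viewpoints, primitive against definitive.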

Other observations

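The β-globin viewpoints, which the paper does not report, differed between the erythroid cells in opposite directions for Hbb-y and for the adult genes Hbb-b1 and Hbb-b2, and less firmly for Hbb-bh1. Interactions with the LCR per 100000 cis interactions were 5611 ± 236 in primitive and 2197 ± 53 in definitive cells for Hbb-y (s.d., n = 3; log2 1.35, adjusted p = 5.9e-26 from edgeR's quasi-likelihood test) and 1788 ± 131 and 1240 ± 103 for Hbb-bh1 (log2 0.53, adjusted p = 0.00055). For the adult genes they were 998 ± 45 and 4126 ± 506 (Hbb-b1, log2 −2.05, adjusted p = 2.7e-71) and 845 ± 19 and 4903 ± 466 (Hbb-b2, log2 −2.54, adjusted p = 1.4e-103). From the LCR viewpoint, Hbb-y held 5061 ± 239 and 2153 ± 119 (log2 1.23), Hbb-bh1 2470 ± 495 and 1390 ± 149 (0.82), Hbb-b1 1117 ± 128 and 5500 ± 129 (−2.31) and Hbb-b2 1135 ± 196 and 4989 ± 274 (−2.12). In definitive cells, Hbb-b1 and Hbb-b2 had 3.30 and 3.43 log2 units more contact with the LCR than in mESCs. The mESCs are of another strain, and the stretch from 110964839 to 110971167 near these genes was almost without mESC counts. Strain and cell type were therefore not told apart in this contrast. Hbb-b1 and Hbb-b2 are near-identical, so reads could be assigned to either. The call of Hbb-bh1 with the LCR ended under 4 alternatives, with its direction turned with TMM (−0.24) and DESeq2 (−0.34), and at 0.061 with 10-kb windows and 0.21 within 5 Mb, and from the LCR it was not called with DESeq2 (0.41).

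Promoters outside the globin clusters also differed between primitive and definitive cells. Of 194 bins around Pbx1, 99 were higher in primitive cells and 0 lower, around Sox6 promoter a 57 were higher and 8 lower, and around Bcl11a 37 were higher and 23 lower. Over the viewpoints of repressors, 299 of 2144 bins were higher and 48 lower, and over those of further erythroid regulators 154 of 1713 and 26. The latter were Gata1, Tal1, Klf1, Nfe2, Mafk, Mxd1, Hbp1 and the Runx1 promoters. Over the genes flanking the α-globin cluster, 129 of 1374 bins were higher and 9 lower, and over the other genes 286 of 1702 and 25. All of these counts use the cis total as library size, under which the median bin of the 43 viewpoints was 0.48 higher in primitive cells. With TMM that median was 0.11 and with DESeq2 0.08. Under each of these, more bins over the 43 viewpoints were called lower than higher in primitive cells.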
